# Genome-wide identification of alternate bearing-associated microRNAs (miRNAs) in olive (*Olea europaea* L.)

**DOI:** 10.1186/1471-2229-13-10

**Published:** 2013-01-15

**Authors:** Huriye Yanik, Mine Turktas, Ekrem Dundar, Pilar Hernandez, Gabriel Dorado, Turgay Unver

**Keywords:** **H**igh-throughput small RNA sequencing, MicroRNA, Olive, Periodicity

## Abstract

**Background:**

Alternate bearing is a widespread phenomenon among crop plants, defined as the tendency of certain fruit trees to produce a high-yield crop one year ("on-year"), followed by a low-yield or even no crop the following year **(**"off-year"). Several factors may affect the balance between such developmental phase-transition processes. Among them are the microRNA (miRNA), being gene-expression regulators that have been found to be involved as key determinants in several physiological processes.

**Results:**

Six olive (*Olea europaea* L. cv. Ayvalik variety) small RNA libraries were constructed from fruits (ripe and unripe) and leaves (”on year” and ”off year” leaves in July and in November, respectively) and sequenced by high-throughput Illumina sequencing. The RNA was retrotranscribed and sequenced using the high-throughput Illumina platform. Bioinformatics analyses of 93,526,915 reads identified 135 conserved miRNA, belonging to 22 miRNA families in the olive. In addition, 38 putative novel miRNAs were discovered in the datasets. Expression of olive tree miRNAs varied greatly among the six libraries, indicating the contribution of diverse miRNA in balancing between reproductive and vegetative phases. Predicted targets of miRNA were categorized into 108 process ontology groups with significance abundance. Among those, potential alternate bearing-associated processes were found, such as development, hormone-mediated signaling and organ morphogenesis. The KEGG analyses revealed that the miRNA-targeted genes are involved in seven main pathways, belonging to carbohydrate metabolism and hormone signal-transduction pathways.

**Conclusion:**

A comprehensive study on olive miRNA related to alternate bearing was performed. Regulation of miRNA under different developmental phases and tissues indicated that control of nutrition and hormone, together with flowering processes had a noteworthy impact on the olive tree alternate bearing. Our results also provide significant data on the miRNA-fruit development interaction and advance perspectives in the miRNA profile of the olive tree.

## Background

The olive tree (*Olea europaea* L.) belongs to the *Oleaceae* family and is an evergreen plant native to the Mediterranean Basin. It is one of the most economically important fruit crops in the world. Interestingly, the olive oil has been declared as a healthy medicine for cardiovascular protection (“qualified health claim”) by the internationally recognized Food and Drug Administration (FDA) of the United States of America (USA) <http://www.fda.gov/Food/LabelingNutrition/LabelClaims/QualifiedHealthClaims/default.htm>, due to its protective effect against cardiovascular diseases, being the third of such labels approved for a conventional food (after the hazelnut and omega-3 fatty acids) <http://www.fda.gov/Food/LabelingNutrition/LabelClaims/QualifiedHealthClaims/ucm072756.htm>.

In addition to its agricultural and dietary values, the olive tree is particularly known for its tendency to bear fruits in an uneven manner (alternate bearing, biennial bearing, uneven bearing or periodicity) [1,2].

This is a well-known pomology phenomenon among crop plants, defined as the tendency of fruit trees to produce a high-yield crop one year ("on-year"), followed by a low-yield or even no crop the following year ("off-year"). Thus, this phenomenon may severely affect the fruit yield of many trees [3,4]. The floral induction of the olive tree starts in July, with the floral buds being initiated in November. The differences between on- and off-year product yield varies between 5 to 30 t/ha representing a serious problem of the olive industry [4]. The harvest yield variation depends on genetic and physiological factors, as well as environmental conditions. To decrease the severity of the alternate bearing, a variety of agronomical practices are being applied [1]. It has been proposed that three main factors had influence the alternate bearing: flower-site, endogenous plant growth hormones, and carbohydrate storage [3]. The life cycle of flowering plants undergoes transitions from the juvenile to the adult stage of the vegetative phase, and then may enter the reproductive phase, which is under the tight control of a complex genetic network [5]. Thus, discovering the control mechanisms underlying these transitions represents a crucial step to understand the molecular bases of such processes. Thus, discovering control mechanisms of these transitions is crucial to understand the basis of this tendency.

The MicroRNA (miRNA) are non-coding small RNA (sRNA) found in diverse eukaryotes, negatively regulating specific target messenger RNA (mRNA) [6]. The plant miRNA range in size from 20 to 24 bases (b) [7]. They act as key regulators in several processes, such as development and stress responses [8,9]. So far, their involvement in developmental regulation and flowering processes has been studied in various plants [10-16]. Several miRNA discovery methods have been employed by researchers, such as computational prediction, quantitative Reverse-Transcription Polymerase Chain Reaction (qRT-PCR or qPCR), etc. [17-22]. However, they are not always effective, since prior sequence information is a requirement to use such techniques. Thus, the absence of olive tree miRNA in databases limits the applicability of such approaches to such speciess. Fortunately, the new high-throughput sRNA sequencing allows to identify miRNA de novo; without any previous sequence information. Low-abundance miRNA can also be detected by this method, while they are difficult to identify using traditional methodologies.

In this study, we aimed to identify miRNA regulated by alternate bearing in *O. europaea* L. A total of 93,526,915 raw reads were produced from six libraries. We detected 135 previously known miRNA belonging to 22 families, and 38 novel ones. The differential expression of the miRNA was evaluated on the basis of the developmental phase of the samples.

## Results

### Small RNA sequencing

In order to determine responsive sRNAs for alternate bearing, six small RNA libraries were constructed from "on-year" and “off year” leaves in July (JON and JOFF, respectively), again in "on-year" and “off year” leaves in November (NON and NOFF, respectively) as well as with ripe (RF) and unripe (UF) fruits. 

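The authors deposited a list of unique tags for each of the 6 libraries, with the length of each tag, its sequence and its number of clean reads. The numbers are raw counts, without normalization, and each library came from its own pool of RNA, so that there was 1 library per condition and no replicates. Adapters and tags of low quality or small size had been removed by the authors before the tags were counted, and the tags had not been aligned to a genome or filtered by annotation. Between 13817321 and 16950209 clean reads per library were available. A tag was counted for one of the 22 miRNA families of Additional file 1 when it overlapped a listed mature sequence by at least 18 bases without gaps, with each end shifted by at most 3 bases and with at most 2 mismatches. Each tag went to its closest family. Family reads were expressed as reads per 1000000 clean reads of the library (RPM), which is the formula of the paper, and log2 ratios between libraries were computed after 0.5 reads were added to each count. Intervals of 95% were derived from the counts. Fisher's exact test compared the reads of a family with all other clean reads in a pair of libraries, and its p-values were adjusted by the Benjamini-Hochberg method over the 22 families and the 5 pairs of libraries (110 tests). The test and the intervals cover counting noise only, because the variation between trees cannot be seen in 1 pooled library per condition. A count of 3 reads, set as a floor, corresponded to between 0.177 and 0.217 RPM. Lower counts were still reported.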

A total of 93.526.915 raw reads were generated with the high-throughput Illumina HiSeq 2000 Sequencing System,, with about 15,587,819 reads from each library (Table 1). 

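Summed over all unique tags, the counts in the files gave 15260014 clean reads for UF, 13817321 for RF, 16950209 for JON, 15153468 for NON, 15931860 for JOFF and 15710421 for NOFF (no replicates). The 100 most abundant tags held between 10.4% of the clean reads in UF and 16.6% in NOFF.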

After processing of primary reads, 15,260,014, 13,817,321, 16,950,209, 15,153,468, 15,931,860 and 15,710,421 total clean reads were counted for the UF, RF, JON, NON, JOFF and NOFF libraries, respectively. The size distributions of the reads in the six datasets were quite similar. The length of the sRNA varied from 18 to 32 bases (b), being 24 b the most abundant read length or statistical mode (Figure 1).

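Tags of 24 bases held 52.43% (95% Wilson interval 52.41 to 52.46) of the clean reads in UF and 47.11% (95% Wilson interval 47.09 to 47.14) in RF. Among the leaf libraries, the share was 56.83% (95% Wilson interval 56.81 to 56.86) in JON, 57.49% (95% Wilson interval 57.47 to 57.52) in NON, 62.46% (95% Wilson interval 62.44 to 62.48) in JOFF and 52.93% (95% Wilson interval 52.90 to 52.95) in NOFF (no replicates). The most abundant length was 24 bases in all 6 libraries. Tags of 21 bases held between 14.7% of the reads in JOFF and 21.2% in RF. Tags in the files were between 18 and 44 bases long, and those longer than 32 bases held from 15 reads in RF to 3082 reads in JOFF. The share of 24 bases moved most when unique tags were counted instead of reads, to 59.9% in NOFF, for example.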

**Table 1:** Raw and clean read statistics of small RNAs

	**UF**		**RF**		**NON**		**JON**		**NOFF**		**JOFF**	
	**Count**	**%**	**Count**	**%**	**Count**	**%**	**Count**	**%**	**Count**	**%**	**Count**	**%**
**total_reads**	15,364,727		13,895,311		15,310,134		17,043,189		15,849,260		16,064,294	
**high_quality**	15,340,544	100	13,868,830	100	15,288,291	100	17,018,648	100	15,825,515	100	16,041,414	100
**3’adapter_null**	4,407	0.03	4,141	0.03	3,703	0.02	3,941	0.02	4,334	0.03	3,937	0.02
**insert_null**	6,029	0.04	1,148	0.01	3,681	0.02	2,750	0.02	2,995	0.02	4,423	0.03
**5’adapter_contaminants**	46,316	0.30	12,104	0.09	93,196	0.61	18,866	0.11	4,0797	0.26	38,204	0.24
**smaller_than_18nt**	23,051	0.15	33,526	0.24	32,945	0.22	42,170	0.25	66,057	0.42	62,461	0.39
**polyA**	727	0.00	590	0.00	1,298	0.01	712	0.00	911	0.01	529	0.00
**clean_reads**	15,260,014	99.48	13,817,321	99.63	15,153,468	99.12	16,950,209	99.60	15,710,421	99.27	15,931,860	99.32

**Figure 1:**
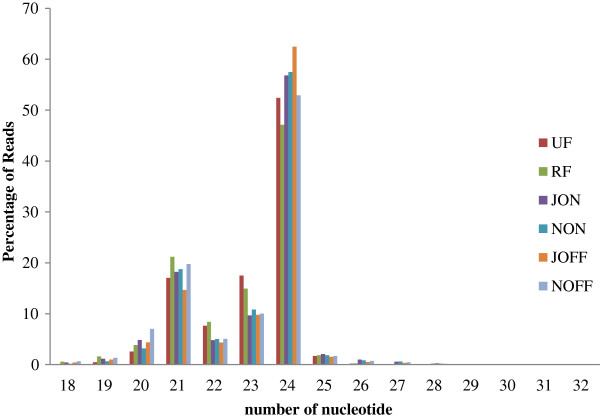
**Length distribution of sRNA.** The length distribution of high-quality sequences were obtained from six *O. europaea* libraries. The distribution of the total reads is shown as percentages. UF: unripe fruit; RF: ripe fruit; JON: “on-year” July leaf; NON: “on-year” adult leaf; JOFF: “off-year” July leaf; and NOFF: “off-year” adult leaf.

The common and specific unique tags were identified for the UF vs. RF, JON vs. NON, JOFF vs. NOFF, JOFF vs. JON and NOFF vs. NON libraries (Figure 2). 

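Of the 13748219 unique tags seen in UF or RF, 1608876 were found in both fruit libraries, a share of 11.7% (95% Wilson interval 11.69 to 11.72, no replicates). The shared tags were 16.1% for JON and NON, 16.1% for JOFF and NOFF, 16.7% for JOFF and JON, and 16.2% for NOFF and NON. Counted as a share of reads instead of unique tags, the overlap rose to 51.7% for the fruit libraries and to between 68.7% and 69.5% for the leaf pairs, which was the largest change under any alternative.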

About 12% of the sequences were shared between the fruit libraries (UF and RF), and about 16% for the others (NON and JOIN, NOFF and JOFF, JOFF and JON, and NOFF and NON). 

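Tags found in UF but not in RF were 46.0% of the unique tags of the pair, against 42.3% found only in RF (no replicates). For the on-year leaves, 44.6% of the tags were specific to JON and 39.3% to NON. In the off-year leaves, 44.3% were specific to JOFF and 39.6% to NOFF. Library size affected the differences of UF and RF and of JON and NON. With every library subsampled to the size of the smallest, the UF share minus the RF share went from 3.71 to -0.66 percentage points, and the JON share minus the NON share from 5.29 to 0.25. The JOFF share minus the NOFF share changed little, from 4.68 to 4.09. Among tags with at least 2 reads, 48.6% were specific to UF and 30.5% to RF. For the leaf pairs, 36.2% were then specific to JON and 34.7% to NON, and 38.5% to JOFF and 32.0% to NOFF.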

The UF library had a higher amount of specific sequences than the RF one, while the ratio was slightly lower for JON and JOFF compared to NON and NOFF, respectively. Almost equal amounts of specific sequences were counted for each JOFF, JON, NOFF and NON libraries (Figure 2).

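Between the off-year and on-year leaves of the same month, the specific tags were 41.65% for JOFF against 41.67% for JON in July, and 42.18% for NOFF against 41.59% for NON in November (no replicates). The differences changed sign with the processing. Among tags with at least 2 reads, the JOFF share exceeded the JON share by 1.56 percentage points, and the NOFF share minus the NON share was -3.58. After subsampling to the smallest library, these differences were 2.77 and -1.09.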

**Figure 2:**
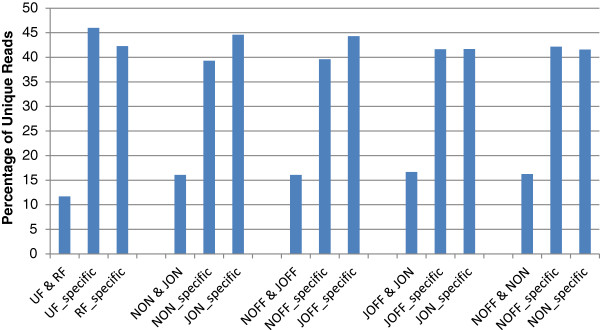
**Common and specific sRNA tags between libraries.** The histograms show the miRNA shared between the analyzed libraries (five comparisons). The shared and unique miRNA in each library are shown as percentages. See legend of Figure 1.

The sRNA tags were grouped into unique sequences on the basis of their identity (7,933,475 for UF; 7,423,620 for RF; 5,479,750 for JON; 6,003,166 for NON; 5,535,758 for JOFF; and 6,001,443 for NOFF), and they were mapped to the *Populus trichocarpa* genome by SOAP2 [23]. 

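The files held 7933475 unique tags for UF, 7423620 for RF, 6003166 for JON, 5479750 for NON, 6001443 for JOFF and 5535758 for NOFF (no replicates). A unique tag carried 1.86 reads on average in RF, the lowest value, and 2.84 in NOFF, the highest. Only 1710127 of the UF tags and 1266031 of the RF tags had at least 2 reads.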

A very low percentage of the sRNA sequences matched such genome (Table 2). For example, out of 7,933,475 unique sRNA in the UF library, only 26,242 reads (0.33%) were mapped that way. The reads were categorized into different classes of sRNA, such as ribosomal RNA (rRNA), transfer RNA (tRNA), small nuclear RNA (snRNA), small nucleolar RNA (snoRNA), etc., by aligning them with the *Populus trichocarpa* genome of the Rfam <http://www.sanger.ac.uk/resources/databases/rfam.html> and GenBank <http://www.ncbi.nlm.nih.gov/genbank> databases (Figure 3). Most of the sRNA of each library were annotated as rRNA, followed by tRNA. A few reads were derived from repeated sequences, while the majority of sRNA remained as unannotated. 

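In July, the off-year library JOFF held 6001443 unique tags and the on-year library JON 6003166, while in November NOFF held 5535758 and NON 5479750 (no replicates). In the fruit libraries, the numbers were 7933475 for UF and 7423620 for RF. After reads were drawn at random down to the total of the smallest library, 5390836 unique tags were left in JOFF and 5139721 in JON, 5022503 in NOFF and 5117693 in NON, and 7336121 in UF against 7423620 in RF.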

Compared to "on-year" derived libraries (JOFF and NOFF), "off-year" datasets (JON and NON) contained a slightly higher number of unique sRNA, with a similar pattern being observed between ripe- and unripe-fruit-derived libraries (Table 2). 

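Under the rule that allows up to 2 mismatches, 1733 unique tags in UF and 1779 in RF matched one of the 22 families, against 3007 in JON, 2583 in NON, 2995 in JOFF and 2874 in NOFF (no replicates). All the leaf libraries thus had more matching tags than either fruit library. Counting only tags identical to a listed mature sequence lowered the numbers most, to 43 in UF, 29 in RF, 46 in JON, 37 in NON, 55 in JOFF and 44 in NOFF.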

About 200 unique reads were considered as miRNA in two libraries constructed from fruits (UF and RF), while four leaf derived libraries (JON, NON, JOFF and NOFF) included about 300 miRNA. The libraries derived from the "off-year" leaves (NOFF and JOFF) had the highest number of miRNA (319 and 337, respectively) (Figure 1).

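In the files, JON had the most unique tags of the 22 families (3007), followed by JOFF (2995), NOFF (2874) and NON (2583) (no replicates). With no mismatches allowed and ends free to shift, JOFF had the most (620), then JON (587), NOFF (575) and NON (574). JOFF also had the most after subsampling to the smallest library, with 2768 against 2718 in JON, 2677 in NOFF and 2465 in NON.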

**Table 2:** Mapping statistics of the sRNA*

**Libraries**	**Unique sRNAs**	**Percentage (%)**	**Total sRNAs**	**Percentage (%)**
UF	26,242	0.33	850,744	5.57
RF	26,711	0.36	1,219,147	8.82
JON	26,735	0.45	1,876,682	11.07
NON	22,769	0.42	1,353,664	8.93
JOFF	28,383	0.47	1,412,100	8.86
NOFF	27,589	0.50	2,126,303	13.53

*See Table 1.

**Figure 3:**
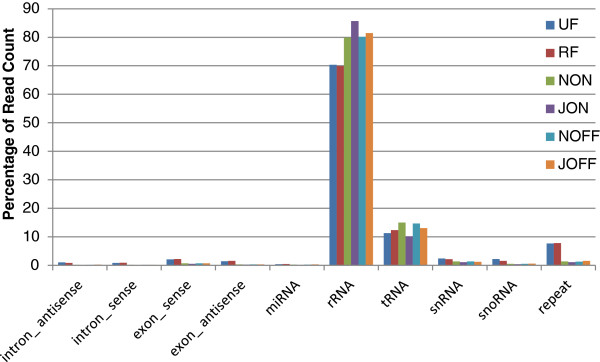
**Classification of unique reads into different sRNA groups.** The reads were categorized into 10 different classes of sRNA, showing their distributions as percentages.

### Known miRNA and expression levels

Although different miRNA have been identified for several plant species, the sequence information of the olive miRNAs is missing in the miRBase <http://www.mirbase.org> and PMRD <http://bioinformatics.cau.edu.cn/PMRD> databases. Recently, RNA silencing-associated sRNAs in *O. europaea* L. were reported [24]. To identify conserved and new miRNAs from six olive tree libraries, sRNAs were subjected to a nucleotide-nucleotide BLAST (blastn) search <http://www.ncbi.nlm.nih.gov/Class/MLACourse/Modules/BLAST/nucleotide_blast.html> using the miRBase version 18.0, including 4,014 Viridiplantae miRNA belonging to 52 plant species. After filtering, the sequences were aligned with the *P. trichocarpa* genome. Due to conservation of miRNA families between closely related species [25,26], olive miRNAs were validated in poplar genome which was fully sequenced. Comparing sequence information, 136 conserved miRNAs were identified, belonging to 22 miRNA families (Additional file 1). 

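The names listed in Additional file 1 were 135 in number, and they stood for 62 distinct mature sequences of 22 families. Each of the 62 sequences was found as an identical tag in at least 1 library, and 26 were found in all 6 (no replicates). JOFF held 55 of them and RF 29, the highest and lowest numbers. Across the libraries, 6985 unique tags matched the families under the rule with up to 2 mismatches, and 6 of them were equally close to 2 families. The paper assigned its miRNAs by comparison with known plant miRNAs and alignment to the poplar genome. That alignment is not part of the files analysed here.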

The identified miRNA families were also found to be conserved in various plant species [20,21,25-27]. The abundance of the defined miRNAs was determined by their read frequencies in the libraries (Table 3). 

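Read numbers of single families differed widely between libraries. miR390 was among the most even, with 6.84 RPM in JOFF, its lowest value, and 12.2 in NOFF, its highest. miR167 was an opposite case, with 10.9 in UF and 3260 in JON (no replicates). Of the 22 families, 15 had a log2 ratio between -1 and 1 for UF and RF, 12 for JON and NON, 17 for JOFF and NOFF, 17 for JOFF and JON, and 12 for NOFF and NON. The number of families without a difference beyond counting noise (Fisher's exact test, adjusted threshold 0.05) was 10, 6, 6, 4 and 4 in the same order of pairs. These numbers moved most with an assumed variation of 0.4 between trees in edgeR's exact test. No family was then higher in UF, and 2 families, instead of 12, were higher in JON than in NON.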

Some of the miRNA were represented in equivalent amounts in each library, but the read counts for most of the miRNA varied between datasets (Figure 4). As expected, some miRNA showed library-specific expression patterns. 

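Families with few reads included miR394, with no reads in UF, RF and NON, 5 in JON, 6 in JOFF and 9 in NOFF (no replicates). A count of 3 reads corresponded to 0.197 RPM in UF, and the lack of reads does not exclude a level below that. miR530 had no reads in either fruit library and between 28 reads in NON and 151 in NOFF among the leaf libraries. With identical sequences only, the NOFF/NON log2 ratio of miR394 stayed at 4.20, and it moved most with 1 read added to each count, to 3.27.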

Additionally, some miRNA were found at very low amounts, albeit with unique expression profiles. 

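The mature sequence UUGGACUGAAGGGAGCUCC, listed for miR319b, miR319e and miR319h, had 3 identical reads in JOFF and none in the other libraries. UGUGCUUGGACUGAAGGGAGC, listed for miR319c, miR319d, miR319f and miR319g, had 1 read in JOFF and none elsewhere (no replicates). Neither difference between JOFF and JON went beyond counting noise (Fisher's exact test, adjusted p = 0.36 and 0.98). When all tags of the miR319 family were counted, there were 2 reads in UF, 10 in RF, 7 in JON, 4 in NON, 32 in JOFF and 15 in NOFF.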

For example, the miR319e, miR319f, miR319g and miR319h (Additional files 1 and 2) appeared only in the "off-year" leaf libraries (NOFF and JOFF).

**Table 3:** Read counts of known miRNA in each library

**miRNA_Name**	**UF**	**RF**	**NON**	**NOFF**	**JON**	**JOFF**
oeu_miR156a	90,292	39,031	124,269	643,286	339,746	311,706
oeu_miR156b	90,252	39,016	124,180	643,040	339,621	311,629
oeu_miR156c	90,292	39,031	124,269	643,286	339,746	311,706
oeu_miR156d	90,218	39,076	124,178	643,011	339,606	311,576
oeu_miR156e	90,218	39,076	124,178	643,011	339,606	311,576
oeu_miR156f	90,292	39,031	124,269	643,286	339,746	311,706
oeu_miR156g	24,167	16,890	100,442	172,856	193,886	130,260
oeu_miR156h	24,044	16,818	100,233	172,426	193,558	129,940
oeu_miR156i	24,167	16,890	100,442	172,856	193,886	130,260
oeu_miR156j	24,167	16,890	100,442	172,856	193,886	130,260
oeu_miR156k	78	31	135	691	337	306
oeu_miR159a	605	363	2,593	3,673	1,908	7,809
oeu_miR159b	605	363	2,591	3,673	1,909	7,808
oeu_miR159c	605	363	2,593	3,673	1,908	7,809
oeu_miR159d	1	0	0	2	2	0
oeu_miR160a	4	2	4	83	18	109
oeu_miR160b	2	2	1	69	11	98
oeu_miR160c	2	2	1	69	11	98
oeu_miR160d	4	2	4	83	18	109
oeu_miR160g	0	0	0	1	0	0
oeu_miR164a	63	28	1,577	2,050	3,133	4,902
oeu_miR164b	63	28	1,575	2,046	3,136	4,896
oeu_miR164c	63	28	1,575	2,046	3,131	4,895
oeu_miR164d	63	28	1,577	2,050	3,133	4,902
oeu_miR164e	64	28	1,602	2,066	3,166	4,955
oeu_miR164f	1	2	0	0	0	1
oeu_miR166a	127,248	52,310	419,523	491,358	542,522	306,999
oeu_miR166b	127,229	52,256	419,792	491,598	543,180	307,541
oeu_miR166c	127,212	52,264	419,434	491,303	542,458	306,940
oeu_miR166d	127,249	52,247	419,941	491,769	543,446	307,715
oeu_miR166e	127,229	52,256	419,792	491,598	543,180	307,541
oeu_miR166f	127,249	52,247	419,941	491,769	543,446	307,715
oeu_miR166g	130,974	55,055	435,594	510,783	560,419	317,070
oeu_miR166h	130,974	55,056	435,594	510,783	560,419	317,070
oeu_miR166i	127,266	52,249	419,710	491,618	542,907	307,162
oeu_miR166j	127,334	52,402	419,709	491,540	542,715	307,163
oeu_miR166k	127,334	52,402	419,709	491,540	542,715	307,163
oeu_miR166l	127,266	52,249	419,710	491,618	542,907	307,162
oeu_miR166m	130,970	55,036	435,737	510,951	560,657	317,213
oeu_miR166n	8,529	6,286	18,521	23,769	21,358	15,080
oeu_miR166o	8,529	6,285	18,521	23,769	21,358	15,080
oeu_miR166p	2	0	3	13	11	10
oeu_miR166q	8,538	6,292	18,512	23,768	21,362	15,078
oeu_miR167a	19	13	359	141	318	412
oeu_miR167b	7	7	349	133	302	404
oeu_miR167c	19	13	360	141	318	412
oeu_miR167d	7	7	349	133	302	404
oeu_miR167e	31	7	204	200	492	427
oeu_miR167f	57	40	18,541	22,195	41,904	26,123
oeu_miR167g	57	40	18,598	22,204	41,915	26,140
oeu_miR168a	22,1292	157,636	163,173	198,720	108,056	95,642
oeu_miR168b	22,1753	158,132	163,292	198,885	108,320	95,878
oeu_miR169a	4	7	2	5	3	13
oeu_miR169b	4	7	2	5	3	13
oeu_miR169c	4	7	2	5	3	13
oeu_miR169d	0	0	48	41	42	59
oeu_miR169e	0	0	48	41	42	59
oeu_miR169f	0	0	50	41	41	59
oeu_miR169g	0	0	48	41	42	59
oeu_miR169h	0	0	48	41	42	59
oeu_miR169i	0	0	0	0	1	1
oeu_miR169j	0	0	0	0	1	1
oeu_miR169k	0	0	0	0	1	1
oeu_miR169l	0	0	0	0	1	1
oeu_miR169m	0	0	0	0	1	1
oeu_miR169r	0	0	0	0	2	10
oeu_miR169s	0	0	48	41	42	59
oeu_miR169v	0	0	0	0	1	1
oeu_miR169w	0	0	0	0	1	1
oeu_miR171a	33	17	12	12	9	12
oeu_miR171b	33	17	12	12	9	12
oeu_miR171c	0	0	4	0	3	3
oeu_miR171d	0	0	4	0	3	3
oeu_miR171e	33	17	12	12	9	11
oeu_miR171f	33	17	12	12	9	11
oeu_miR171g	33	17	13	12	9	12
oeu_miR171h	33	17	13	12	9	12
oeu_miR171i	33	17	12	12	9	11
oeu_miR172a	359	201	5,070	3,060	3,372	2,545
oeu_miR172b	359	202	5,070	3,060	3,373	2,545
oeu_miR172c	359	201	5,070	3,060	3,372	2,545
oeu_miR172d	3	1	6	12	14	9
oeu_miR172e	3	1	6	12	14	9
oeu_miR172f	359	202	5,070	3,060	3,373	2,545
oeu_miR172g	0	0	3	2	1	4
oeu_miR172h	0	0	3	2	1	4
oeu_miR172i	11	6	121	67	89	66
oeu_miR319a	0	0	0	1	2	6
oeu_miR319b	0	0	0	1	2	5
oeu_miR319c	0	0	1	2	2	7
oeu_miR319d	0	0	1	2	2	7
oeu_miR319e	0	0	0	2	0	5
oeu_miR319f	0	0	1	3	0	8
oeu_miR319g	0	0	1	3	0	8
oeu_miR319h	0	0	0	2	0	5
oeu_miR390a	114	109	87	176	105	97
oeu_miR390b	113	108	87	176	105	97
oeu_miR390c	114	109	87	176	105	97
oeu_miR390d	113	108	87	176	105	97
oeu_miR393a	0	7	2	1	2	4
oeu_miR393b	0	7	2	1	2	4
oeu_miR393c	16	57	132	215	341	509
oeu_miR393d	16	57	132	215	341	509
oeu_miR394a-5p	0	0	0	9	5	4
oeu_miR394b-5p	0	0	0	9	5	5
oeu_miR395b	16	1	2	13	96	39
oeu_miR395c	16	1	2	13	96	39
oeu_miR395d	16	1	2	13	96	39
oeu_miR395e	16	1	2	13	96	40
oeu_miR395f	16	1	2	13	96	40
oeu_miR395g	16	1	2	13	96	39
oeu_miR395h	16	1	2	13	96	39
oeu_miR395i	16	1	2	13	96	39
oeu_miR395j	16	1	2	13	96	39
oeu_miR396a	36	36	1,367	786	1,051	832
oeu_miR396b	36	36	1,367	786	1,051	832
oeu_miR396c	39	73	296	171	276	278
oeu_miR396d	39	73	296	171	276	278
oeu_miR396e	39	74	296	172	276	278
oeu_miR396f	0	0	222	61	90	357
oeu_miR396g	0	0	269	95	116	525
oeu_miR397a	6	6	71	163	246	300
oeu_miR397b	0	0	0	1	0	2
oeu_miR398b	0	1	2	9	9	10
oeu_miR398c	0	1	2	9	9	10
oeu_miR399b	0	0	0	0	0	1
oeu_miR399c	0	0	0	0	0	1
oeu_miR399f	0	0	0	0	0	2
oeu_miR399g	0	0	0	0	0	1
oeu_miR399i	9	10	2	7	23	39
oeu_miR403a	121	105	945	968	1,360	1,130
oeu_miR403b	121	105	941	966	1,359	1,125
oeu_miR403c	121	105	941	966	1,357	1,124
oeu_miR408	1	2	5	60	70	97
oeu_miR530a	0	0	0	1	1	0

**Figure 4:**
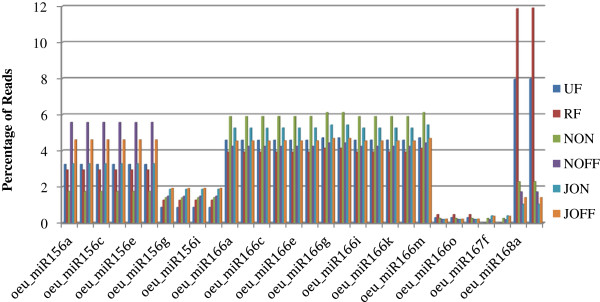
**The most abundantly expressed miRNA.** The percentages of the most abundant miRNAs among all the miRNAs were given.

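With the 22 families counted as RPM, 12 were higher in every leaf library than in both fruit libraries, 1 (miR171) was lower in every leaf library, and 9 overlapped (no replicates). Mean leaf levels exceeded mean fruit levels for 17 families. The largest separation was seen for miR167, with a leaf mean of 2415 RPM and a fruit mean of 13.32 (log2 ratio 7.50, exact permutation p = 0.067). That p is the smallest that the 15 splits of 4 leaf and 2 fruit libraries allow, so that no family could reach 0.05. miR171 had a log2 ratio of -2.18 with the same exact p. Of its fruit reads, 50 of 90 in UF and 39 of 63 in RF were identical to mir_9 of Table 4. Leaf libraries differed from each other in month and bearing year and were not replicates of one condition. With TMM factors from edgeR, 11 families were higher in every leaf library and 3 were lower, which was the largest change for the second number.

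**Figure D1:**
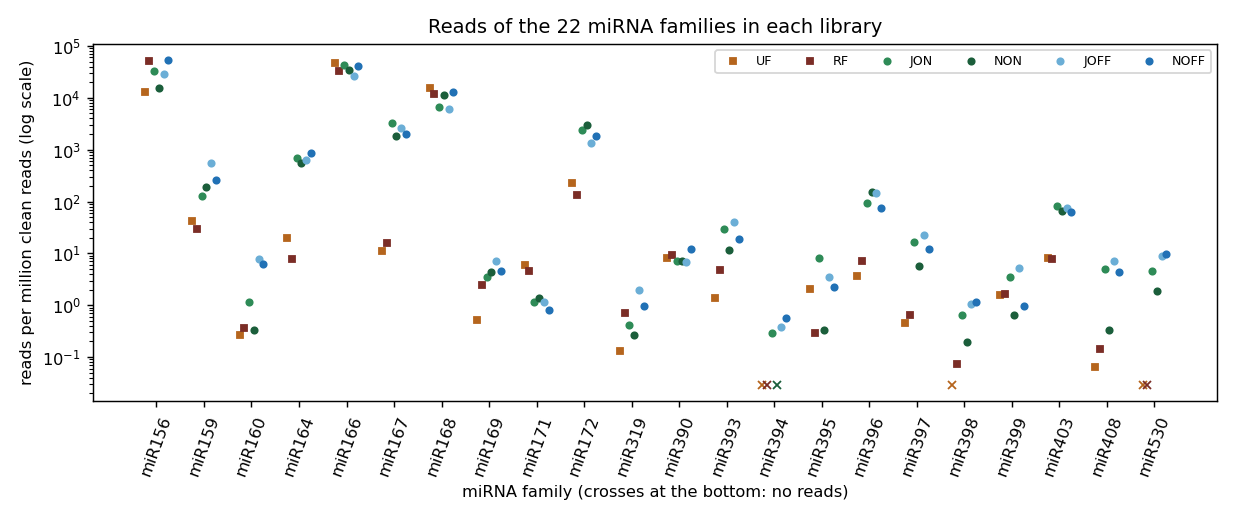
RPM of the 22 families on a log scale, with 1 point per library (squares for fruit, circles for leaf libraries, crosses at the bottom for families without reads). For 12 families every leaf point lies above both fruit points, and for miR171 every leaf point lies below them.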

The analyses of the miRNA in the six libraries exhibited that the majority of the identified miRNAs were either absent or present at lower amount in fruit-derived libraries (UF and RF), in comparison to leaf libraries. Moreover, the comparison to the leaf libraries (NON, JON, NOFF and JOFF). 

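Reads of all 22 families together were 1166728 in UF, or 76457 RPM, and 1345013 in RF, or 97343 RPM (no replicates). The UF/RF log2 ratio of this total was -0.348 (95% interval from -0.352 to -0.345), lower in UF, and Fisher's exact test gave a p below the smallest number the software can represent. Of the single families, 6 were higher in UF, 6 were higher in RF and 10 did not differ beyond counting noise. Many of these reads belonged to 2 tags. TTGACAGAAGAGAGAGAGCAC, which matches miR156, had 78649 reads in UF and 635901 in RF, and TCGGACCAGGCTTCATTCCTC, which matches miR166, had 573621 in UF and 375823 in RF. Several alternatives reversed the sign of the total. It was 0.55 when no mismatches were allowed, and 0.48 without the 2 tags, an alternative chosen after seeing the data.

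**Figure D2:**
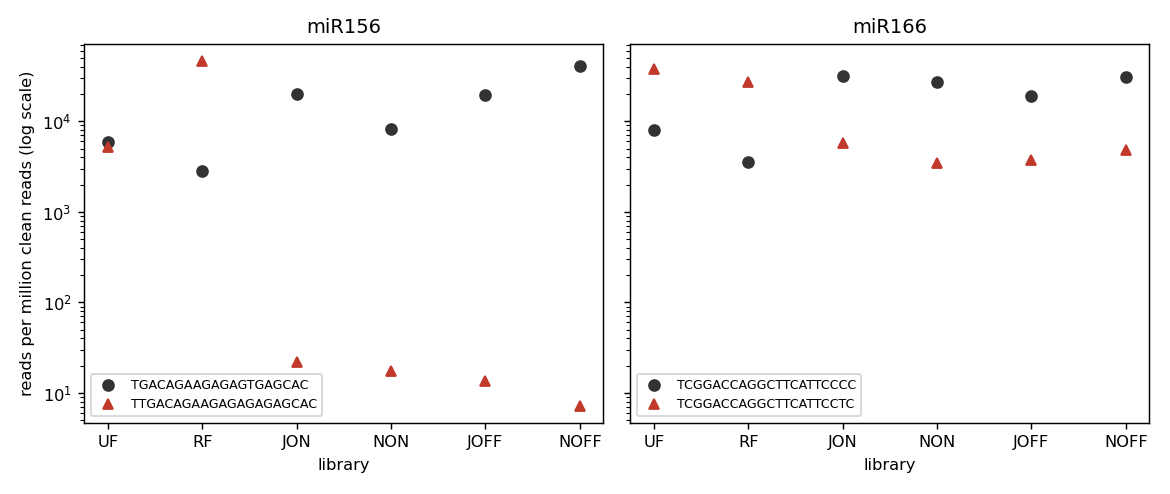
RPM on a log scale in the 6 libraries, for the most abundant other tag of miR156 (left) and miR166 (right) as black circles and for TTGACAGAAGAGAGAGAGCAC (left) and TCGGACCAGGCTTCATTCCTC (right) as red triangles, 1 point per library. The triangle of miR156 stands at 46022 in RF and at 7.26 in NOFF.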

Moreover, the comparison between the miRNA expression levels in the two fruit libraries demonstrated that the unripe fruit library (UF) expressed significantly higher amounts of miRNA than the ripe fruit one (RF). 

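miR395 had 32 reads in UF (2.10 RPM) and 4 in RF (0.29 RPM, no replicates). The UF/RF ratio was 7.24, or 2.71 on the log2 scale with 0.5 reads added (95% interval from 1.29 to 4.13), with an adjusted p of 9.7e-06 by Fisher's exact test. It was the largest log2 ratio of the 22 families for this pair, and that of miR319 (-2.21) was the smallest. With identical sequences only, the log2 ratio of miR395 moved to 3.76.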

For instance, the expression of miR395 was 4-fold higher in the UF than in the RF (Table 3). The libraries constructed from leaves were also different from each other in relation to their miRNA expression profiles. The evaluation of the November leaf libraries revealed that the "off-year" library (NOFF) possessed higher miRNA expression than the "on-year" one (NON), while particular expression profiles were observed between July leaf libraries (JOFF and JON). 

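In November, the 22 families together had 112352 RPM in NOFF and 66555 in NON, a log2 ratio of 0.755 (95% interval from 0.752 to 0.759, no replicates), and 16 families were higher in NOFF against 2 higher in NON. The largest log2 ratio was that of miR394 (4.20, 95% interval from 0.09 to 8.30) and the smallest that of miR396 (-1.01, 95% interval from -1.11 to -0.91). In July, the total was 67153 RPM in JOFF and 89314 in JON, a log2 ratio of -0.411 (95% interval from -0.415 to -0.408). There, 10 families were higher in JOFF and 8 in JON, from miR160 with 2.67 to miR395 with -1.26. Scaling by the reads of the 22 families instead of all clean reads changed the November numbers to 6 families higher in NOFF and 10 higher in NON. With an assumed variation of 0.4 between trees in edgeR's exact test, 2 families were higher in NOFF and 0 in NON, and in July 0 in JOFF and 0 in JON. From its own counts, the paper reads a higher miRNA expression in the off-year November leaves and particular profiles in July.

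**Figure D3:**
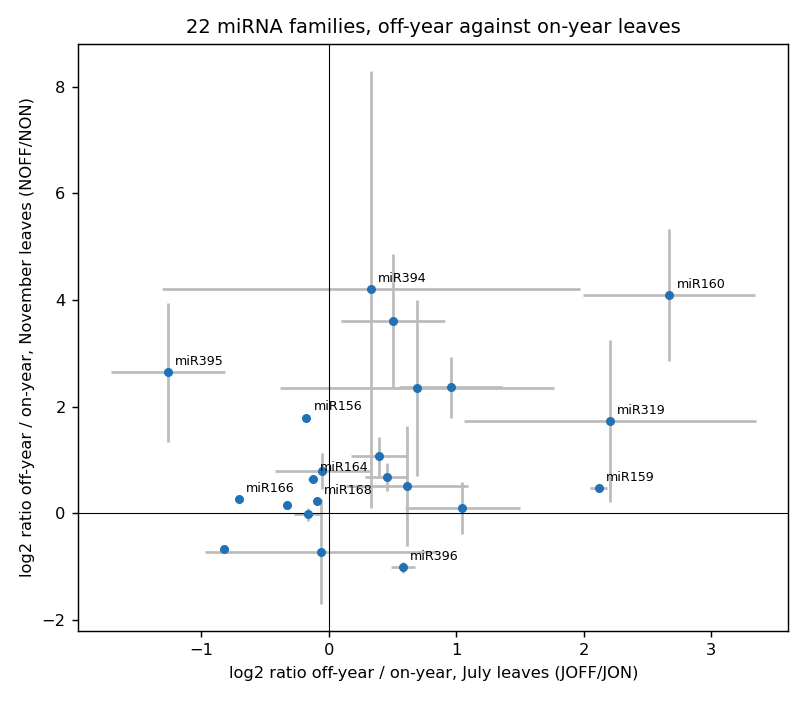
Log2 ratio of off-year over on-year leaves for the 22 families, with July (JOFF/JON) on the x axis, November (NOFF/NON) on the y axis and lines for the 95% intervals from the counts. miR395 lies at -1.26 in July and 2.64 in November, and miR160 lies above 0 on both axes.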

Another library-specific pattern was found between two of the "on-year" libraries. 

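Summed over the 22 families, JON had 89314 RPM and NON 66555 (no replicates), a log2 ratio of 0.424 (95% interval from 0.421 to 0.428). Beyond counting noise, 12 families were higher in JON and 4 in NON. miR395 had the largest log2 ratio (4.52, 95% interval from 3.29 to 5.75), and miR168 the smallest (-0.75, 95% interval from -0.76 to -0.74). The log2 ratio of the total moved most with identical sequences only, to 0.79, where miR167 held the most reads.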

More miRNA were counted for the July leaf library (JON) than for the November leaf one (NON) (Table 3 and Figure 4).

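Tags with a single read made up 78.4% of the unique tags in UF, 82.9% in RF, 75.5% in JON, 73.8% in NON, 75.0% in JOFF and 75.5% in NOFF (no replicates). The 95% Wilson interval for RF, the highest share, was 82.92 to 82.97. These tags held 44.6% of the clean reads in RF and 26.6% in NOFF. When few reads was taken to mean fewer than 10, the share of unique tags rose to between 97.3% in JON and 99.0% in RF. The paper proposes unsaturated libraries and a broad variety of small RNAs in olive as reasons for the low frequencies.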

Most sequences were found at low frequencies in the datasets, which may be due to the unsaturation of the libraries and the broad sRNA variation in the olive tree. 

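Together, miR156, miR166, miR167 and miR168 held 99.6% of the reads of the 22 families in UF, 99.8% in RF, 96.2% in JON, 94.0% in NON, 95.8% in JOFF and 97.1% in NOFF (no replicates). The 95% Wilson interval was 94.00 to 94.09 in NON, the lowest of the shares. miR167 was abundant in the leaf libraries only, with 167 reads in UF and 217 in RF against 27236 in NON, the lowest leaf value. Restricting the count to identical sequences moved the shares most, to 42.8% in UF and 84.4% in JON.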

However, four miRNA (miR156, miR166, miR167 and miR168) showed very high redundancies in each library. The most abundant miRNA are shown in the Figure 4. The expressions of the miR156, miR159 and miR166 were higher in the leaf libraries than the ones constructed from fruits. 

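The mean level of miR159 was 284.63 RPM in the 4 leaf libraries and 36.04 in the 2 fruit libraries, a log2 ratio of 2.98, and every leaf library was above both fruit libraries (no replicates, exact permutation p = 0.2). For miR156, leaf libraries ranged from 15362 to 53147 RPM and fruit libraries from 13059 to 51925, with a log2 ratio of the means of -0.0018 (exact permutation p = 1). miR166 ranged from 26700 to 43467 in leaves and from 33186 to 47794 in fruits, a log2 ratio of -0.16 (exact permutation p = 0.6). None of these tests could fall below 0.067. The values of miR156 and miR166 depended on 2 tags abundant in fruits. In RF, TTGACAGAAGAGAGAGAGCAC held 88.6% of the miR156 reads, and TCGGACCAGGCTTCATTCCTC held 82.0% of the miR166 reads. Without them, an alternative chosen after seeing the data, the log2 ratios were 2.23 and 1.98. The ratio of miR156 moved most when no mismatches were allowed, to 2.44.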

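miR159 had 8830 reads in JOFF (554.2 RPM) and 2168 in JON (127.9 RPM), a log2 ratio of 2.12 (95% interval from 2.05 to 2.18, no replicates). In November, it had 4158 reads in NOFF (264.7 RPM) and 2905 in NON (191.7 RPM), a log2 ratio of 0.47 (95% interval from 0.40 to 0.53, adjusted p = 1.3e-40 by Fisher's exact test). The November ratio changed sign when reads were scaled by the total of the 22 families, to -0.29, while the July ratio was then 2.53.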

The miR159 was expressed at higher levels in the "off-year" NOFF and JOFF datasets than in the "on-year" NON and JON libraries, respectively. 

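In NOFF, miR156 had 834966 reads, or 53147 RPM, and in NON 232794 reads, or 15362 RPM (no replicates). The NOFF/NON log2 ratio was 1.79 (95% interval from 1.78 to 1.80), and the p of Fisher's exact test was below the smallest number the software can represent. Normalizing to the reads of the 22 families gave 1.04, the lowest log2 ratio under any alternative.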

However, the expression of the miR156 was similar between the "off-year" NOFF and the "on-year" NON libraries. Showing slight variations, the miR166 was expressed evenly in each leaf library. 

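The RPM of miR166 were 43467 in JON, 34251 in NON, 26700 in JOFF and 40930 in NOFF (no replicates). The log2 ratio was -0.70 for JOFF over JON (95% interval from -0.71 to -0.70) and 0.26 for NOFF over NON (95% interval from 0.25 to 0.26). Both ratios were well outside counting noise at this depth (Fisher's exact test, p below the smallest number the software can represent). When only identical sequences were counted, the July ratio became 0.78. That count kept only 1276 of 425375 reads in JOFF and 791 of 736770 in JON. Of these, 1205 and 700 were the sequence listed for miR166q, so that it does not speak for the family.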

A significant variation was observed for the miR168 expression between libraries (Table 3 and Figure 5).

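miR168 ranged from 6217 RPM in JOFF to 15269 in UF, with 12005 in RF, 6638 in JON, 11183 in NON and 13055 in NOFF (no replicates). Its largest difference in a pair was between JOFF and NOFF, with a log2 ratio of -1.07 (95% interval from -1.08 to -1.06), and its smallest between JOFF and JON, with -0.09 (95% interval from -0.11 to -0.08, adjusted p = 7.1e-51 by Fisher's exact test). Counts of identical sequences alone gave 0.69 for the first of these pairs, from only 20 reads in JOFF and 12 in NOFF.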

**Figure 5:**
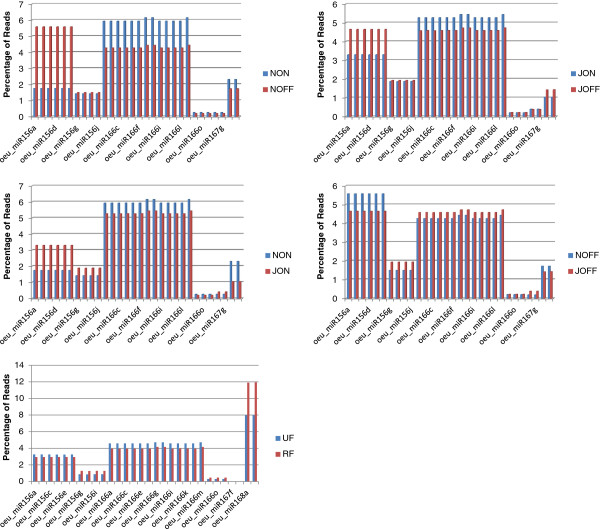
**The most differentially expressed miRNA.** The most differentially expressed known miRNAs were given as five comparisons of the libraries. The expressions were given as percentages.

### Putative novel miRNA in olive

The secondary structure and minimum free-energies were calculated to identify the putative novel miRNA in the olive tree dataset. Based on these predictions, 38 miRNAs were considered as novel (Table 4). 

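For the 38 sequences of Table 4, the tags identical to each sequence were counted. At least 1 read was found for 31 of the sequences in UF, 31 in RF, 28 in JON, 29 in NON, 31 in JOFF and 28 in NOFF (no replicates). Together they had 2590 reads over the 6 libraries. Requiring at least 5 reads, the smallest count printed in Table 4, left between 12 sequences (RF and JOFF) and 16 (NON). The paper chose these sequences by their predicted hairpins and folding energies, which need a genome that is not in the files analysed here.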

Secondary structures of the putative novel miRNA are shown in the Figure 6 and with more detail in Additional file 3. 

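Table 4 gives 22 of the 38 sequences at the 5' end of their hairpin, and 16 at the 3' end only. In length, 19 sequences were 23 bases long and 14 were 21 bases long. The arm was taken from the table, since the hairpins were predicted from a genome that is not in the files analysed here.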

A higher proportion of the sequences was identified at the 5’-end of hairpins than at the 3’-end.

**Table 4:** Identified putative novel miRNA and read counts of the miRNA in the six libraries

**Novel ID**	**Location**	**Strand (+/−)**	**Energy (kcal/mol)**	**Sequence of 5p**	**Sequence of 3p**	**UF**		**RF**		**NON**		**JON**		**NOFF**		**JOFF**	
						**(count)**		**(count)**		**(count)**		**(count)**		**(count)**		**(count)**	
						**5p**	**3p**	**5p**	**3p**	**5p**	**3p**	**5p**	**3p**	**5p**	**3p**	**5p**	**3p**
oeu_mir_1	scaffold_10:17226129:17226207	+	−27.20	AAGAAGAAGAAGAACGAUGCCUC	-	15	-	15	-	-	-	-	-	-	-	-	-
oeu_mir_2	scaffold_10:20223072:20223157	–	−36.30	-	AUUCGGUUCGGUUCGGUUCGGUU	100	117	-	33	32	50	-	45	74	71	53	58
oeu_mir_3	scaffold_14:15500470:15500726	–	−49.71	-	UGUCGACAUAGAAAUGAUUGGC	-	13	-	-	-	-	-	-	-	-	-	-
oeu_mir_4	scaffold_16:5755707:5756007	–	−69.50	-	UCUUUGGAUUGUUUAACAUGGUA	-	10	-	-	-	-	-	-	-	-	-	-
oeu_mir_5	scaffold_16:12916010:12916345	–	−42.40	-	UGAUGAUGAUGAUGACGACGACA	-	14	-	-	-	-	-	-	-	-	-	5
oeu_mir_6	scaffold_19:8213709:8214023	+	−50.83	UCUGAUACCAACUGAUGUGAACC	UCUGAUACCAACUGAUGUGAACC	5	5	-	-	-	-	-	-	-	-	-	-
oeu_mir_7	scaffold_19:15701744:15701856	+	−32.20	UCUGUGUACAAUAAGCCGAUGCU	-	59	-	6	-	-	-	-	-	-	-	-	-
oeu_mir_8	scaffold_1:34545837:34545992	+	−37.10	AGUAGAAGACGCUCUGGUGAG	-	10	-	-	-	-	-	-	-	7	-	-	-
oeu_mir_9	scaffold_1:387325:387591	–	−88.20	UGAUUGAGCCGCGCCAAUAUC	-	51	-	39	-	-	-	-	-	-	-	-	-
oeu_mir_10	scaffold_1:12533361:12533445	–	−25.40	UCGGUUCGGGUUCGGUUCGGUUC	-	16	-	-	-	-	-	-	-	9	-	13	-
oeu_mir_11	scaffold_2:18857579:18857663	+	−34.80	GGUCGGUUCGGUUCGGUUCGGUU	-	10	-	11	-	8	-	5	-	18	-	11	-
oeu_mir_12	scaffold_3:16233511:16233599	–	−31.52	AGAUGGAGAUGGAGAUGGAGAUG	-	7	-	-	-	-	-	-	-	-	-	-	-
oeu_mir_13	scaffold_4:16304187:16304406	+	−44.80	GCUGGAGUAGCUCAGUUGGUU	-	55	-	167	-	64	-	24	-	83	-	36	-
oeu_mir_14	scaffold_5:13476318:13476427	+	−40.21	-	GAGGGGGAGUGUUGGCGUGAG	-	22	-	-	-	-	-	-	-	-	-	-
oeu_mir_15	scaffold_7:6284292:6284592	–	−46.40	UGUUGUUGUUGUUGUCGUCGUCA	-	13	-	-	-	-	-	12	-	-	-	-	-
oeu_mir_16	scaffold_11:6066546:6066885	+	−81.90	-	UCCGUUGUAGUCUAGUUGGUU	-	-	-	132	-	-	-	-	-	-	-	-
oeu_mir_17	scaffold_12:2050403:2050549	–	−60.20	UCUUGCUCAAAUGAGUAUUCCA	-	-	-	12	5	86	36	-	-	12	12	-	-
oeu_mir_18	scaffold_1362:5405:5632	–	−48.92	-	GUUGUAGACAUGAAAGCGUAAGA	-	-	-	28	-	-	-	-	-	-	-	-
oeu_mir_19	scaffold_14:13968161:13968276	+	−32.40	-	GUUUGGUUCGGUUCGGUUCGGUU	-	-	-	28	-	14	-	18	-	25	-	16
oeu_mir_20	scaffold_19:13198720:13199053	+	−107.50	-	UGGUGGUGGUGGUGGUGGUGACA	-	-	-	12	-	-	-	-	-	-	-	-
oeu_mir_21	scaffold_1:30807164:30807488	-	−87.40	-	AAUAUUUUUGAUCUUUUGGAU	-	-	-	7	-	8	-	-	-	-	-	-
oeu_mir_22	scaffold_5:4584254:4584466	+	−39.20	-	UGUCUGGACCAGUUUACGUGC	-	-	-	12	-	-	-	-	-	11	-	-
oeu_mir_23	scaffold_136:423:565	+	−38.90	-	GUUCGGUUCGGUUCAGUUCGGUU	-	-	-	-	7	10	-	-	-	-	-	-
oeu_mir_24	scaffold_13:1053462:1053647	+	−46.84	GAAGCUAUGAGAUCUGAGGG	-	-	-	-	-	12	-	-	-	-	-	-	-
oeu_mir_25	scaffold_16:12933922:12934079	–	−56.90	UGGGGAAGACAGGCACAUGAA	-	-	-	-	-	11	-	22	-	11	-	16	-
oeu_mir_26	scaffold_18:1471946:1472262	–	−66.60	-	GGGGGAGGGGGAGAGAGAGAGAG	-	-	-	-	-	5	-	-	-	-	-	-
oeu_mir_27	scaffold_1:29385469:29385555	–	−37.30	UGGCGGUGGCGGUGGCGGUGGU	-	-	-	-	-	7	-	6	-	5	-	-	-
oeu_mir_28	scaffold_1:31083890:31083975	–	−35.80	-	GAUGGUGGGGUUGUGGGUGGC	-	-	-	-	-	26	-	-	-	22	-	-
oeu_mir_29	scaffold_1:34445830:34445942	–	−27.10	UUGACAGAAGAUGGAGAGCAC	-	-	-	-	-	17	-	54	-	32	-	34	-
oeu_mir_30	scaffold_204:28760:28841	–	−32.55	GUUCGGUUCGGUUCUGUUCGGUU	-	-	-	-	-	12	-	-	-	-	-	-	-
oeu_mir_31	scaffold_3:15576344:15576447	–	−51.20	UUCCACGGCUUUCUUGAACUUC	-	-	-	-	-	194	-	212	-	88		588	-
oeu_mir_32	scaffold_4:14314575:14314936	–	−48.55	-	UUUAAAGAGAUUGUUGUAAUU	-	-	-	-	-	22	-	8	-	-	-	-
oeu_mir_33	scaffold_16:2089550:2089717	+	−34.00	AAAUUGGUCCGGACACCCAUA	-	-	-	-	-	-	-	8	-	-	-	6	-
oeu_mir_34	scaffold_4:13969966:13970214	+	−57.51	UGGAGGUGGAGGUGGCGGUGG	-	-	-	-	-	-	-	20	-	-	-	-	-
oeu_mir_35	scaffold_1:42369615:42369709	–	−23.90	-	GUUCAGUUCGGUUCGGUUCGGUU	-	-	-	-	-	-	-	-	-	13	-	-
oeu_mir_36	scaffold_13:1053462:1053647	+	−46.84	GAAGCUAUGAGAUCUGAGGGC	-	-	-	-	-	-	-	-	-	-	-	10	-
oeu_mir_37	scaffold_16:11530564:11530665	–	−26.60	AGGGGAGGGAGAGAGAGAGAGAG	-	-	-	-	-	-	-	-	-	-	-	6	5
oeu_mir_38	scaffold_4:14079438:14079535	–	−39.30	UCUCGGUUCGGUUCGGUUCGGUU	-	-	-	-	-	-	-	-	-	-	-	13	-

**Figure 6:**
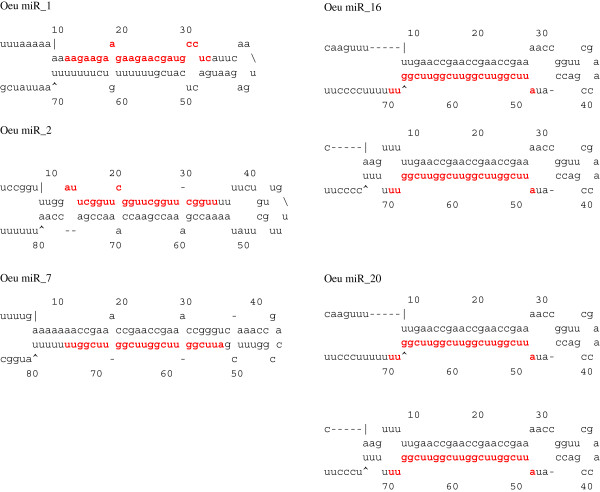
**The most differentially expressed miRNA.** The mature miRNA sequences are shown in red color.

With an average of 15 read counts, the putative novel miRNA showed lower expression levels than the miRNA. 

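Averaged over the sequences and libraries with at least 1 read, a sequence of Table 4 had 14.55 reads per library (no replicates). The median over all 228 combinations of sequence and library was 3 reads, and the largest value was 582, for mir_31 in JOFF. By comparison, the 22 families together had 1008535 reads in NON, the lowest of the 6 totals. Allowing the ends to shift by up to 2 bases moved the average most, to 37.12 reads.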

Some of the putative novel miRNA showed particular expression profiles (Table 4). Thus, 10 were expressed only in libraries created from fruits, and missing in leaf ones. 

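With 1 read taken as detection, 3 of the 38 sequences had reads in fruit libraries and none in leaf libraries (no replicates). These were mir_1, mir_7 and mir_12. Of the 11 sequences with counts only in fruit columns of Table 4, 8 had at least 1 leaf read, and 7 had more reads in fruit than in leaf libraries beyond counting noise (Fisher's exact test on pooled reads, adjusted threshold 0.05). mir_9 was the clearest of those with leaf reads, with 89 fruit and 2 leaf reads (adjusted p = 5.1e-41 by Fisher's exact test). Detection with at least 5 reads raised the number found only in fruits to 8, and with ends shifted by up to 2 bases it fell to 0.

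**Figure D4:**
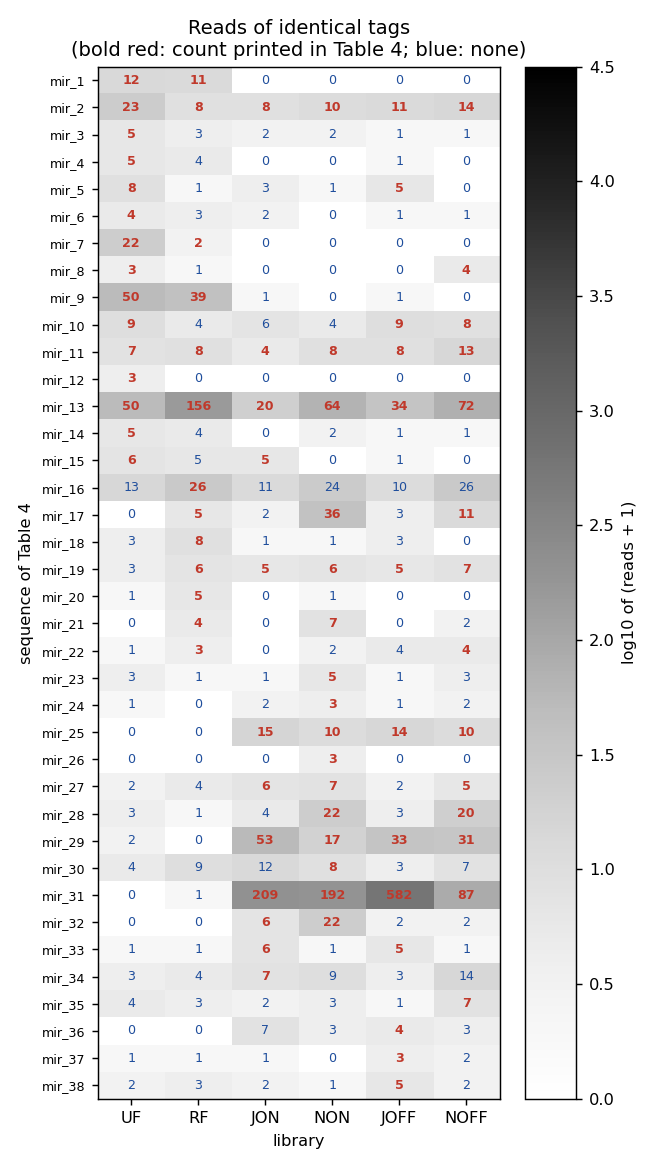
Reads of tags identical to the 38 sequences of Table 4 in the 6 libraries, with the number of reads printed in each cell and the shade following log10 of reads plus 1. Bold red numbers mark the 83 cells for which Table 4 prints a count and blue numbers the 145 cells for which it prints none, of which 95 have at least 1 read.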

Some of them (miR3, miR4, miR6, miR12 and miR14) were detected only in the unripe fruit library (UF), while the miR16 and miR20 were found in the ripe fruit library (RF). 

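Reads identical to mir_3 numbered 5 in UF, 3 in RF, 2 in JON, 2 in NON, 1 in JOFF and 1 in NOFF (no replicates). mir_4 had 5 reads in UF, 4 in RF and 1 in JOFF, while mir_6 had 4 in UF, 3 in RF and up to 2 in the leaf libraries. For mir_14, there were 5 reads in UF, 4 in RF and up to 2 in the leaf libraries. mir_12 had 3 reads in UF and none elsewhere. Turning to the ripe fruit, mir_16 had 13 in UF, 26 in RF, 11 in JON, 24 in NON, 10 in JOFF and 26 in NOFF, and mir_20 had 5 in RF, 1 in UF and 1 in NON. A minimum of 5 reads left mir_3 in 1 library instead of 6, and shifted ends put mir_12 in 6 libraries instead of 1.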

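The sequence UCUGUGUACAAUAAGCCGAUGCU (mir_7) had 22 reads in UF and 2 in RF (no replicates), a ratio of RPM of 9.96 and a log2 ratio of 3.03 (95% interval 1.14 to 4.91, p = 5.4e-05 by Fisher's exact test). With ends shifted by up to 2 bases, the log2 ratio was 2.55, and leaf reads then appeared in JON (1), NON (1) and JOFF (7).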

Although the miR7 was counted in both fruit-derived libraries, its expression was three-fold higher in the UF than in the RF dataset. 

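For mir_1, 12 reads in UF and 11 in RF gave a log2 ratio of -0.02 (95% interval -1.18 to 1.13, p = 1 by Fisher's exact test, no replicates). For mir_9, 50 and 39 reads gave 0.21 (95% interval -0.39 to 0.81, p = 0.52 by the same exact test). Neither difference was detectable at this depth. Shifted ends moved the log2 ratio of mir_1 to 0.17.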

The miR1 and miR9 had similar expression levels in both libraries (Table 4 and Figure 7).

**Figure 7:**
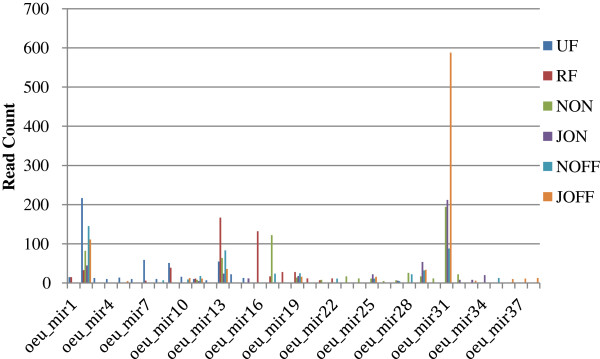
**The most differentially expressed putative novel miRNA.** The histograms show the most differentially expressed putative novel miRNA for the six libraries. The expressions were shown as read counts.

On the contrary, 16 putative novel miRNAs were specifically detected in leaf libraries, and they showed different expression patterns (Figure 7). 

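Counting 1 read as detection, 4 sequences of Table 4 had reads in leaf libraries and none in fruit libraries (no replicates). These were mir_25, mir_26, mir_32 and mir_36. Of the 16 sequences with counts only in leaf columns of Table 4, 12 had at least 1 fruit read, and 6 had more reads in leaf than in fruit libraries beyond counting noise. The strongest was mir_31, with 1070 leaf reads and 1 fruit read (adjusted p = 4.5e-171 by Fisher's exact test). With a minimum of 5 reads, 13 sequences were found only in leaves, and with shifted ends 1.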

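The list of miRNA* in Additional file 2 held 133 rows, of which 130 gave a miRNA* different from the mature sequence. None of these 130 had an identical tag in the library it was listed for (no replicates). Among the 81 distinct miRNA* sequences, 1 had an identical tag in any library, with 2 reads. By contrast, the mature sequence had reads in its own library for all 133 rows. When the ends were allowed to shift by up to 2 bases, 12 of the listed miRNA* had a tag in their library. With 1 read taken as detection, a miRNA* too rare to give a read at this depth would be missed.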

Additionally the miRNA* sequences of the putative novel miRNAs were also identified (Additional file 2). Some of them were found to be associated with leaf developmental stages. The miR35 was detected just in the NOFF library, whereas the miRNA28 was present only in both of the November leaf libraries (NON and NOFF). 

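mir_35 had 4 in UF, 3 in RF, 2 in JON, 3 in NON, 1 in JOFF and 7 in NOFF (no replicates). mir_28 had 22 reads in NON and 20 in NOFF, against 4 in JON, 3 in JOFF, 3 in UF and 1 in RF. Requiring 5 reads moved the number of libraries for mir_35 from 6 to 1, and that for mir_28 from 6 to 2.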

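The tag of mir_33 was counted 6 times in JON and 5 times in JOFF, and 1 time each in the other libraries (no replicates). Between leaf and fruit libraries, its difference was within counting noise (adjusted p = 0.28 by Fisher's exact test). That test pools July and November leaves, so that it cannot address the month. At a minimum of 5 reads it was detected in 2 libraries.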

The miRNA33 showed the opposite pattern, being expressed only in July leaf libraries (JON and JOFF). 

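In NON, mir_23 had 5 reads, mir_24 had 3, mir_26 had 3 and mir_30 had 8 (no replicates). Other libraries also held mir_23 (up to 3 reads, in UF and NOFF), mir_24 (up to 2, in JON and NOFF) and mir_30 (up to 12, in JON), while mir_26 was seen in NON only. Shifted ends brought mir_26 to 6 libraries, with 10 reads in NON and 6 in RF.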

Others (miR23, miR24, miR26 and miR30) were found exclusively in the NON library. 

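JOFF held 4 reads of mir_36, 3 of mir_37 and 5 of mir_38 (no replicates). mir_36 was also counted in JON (7 reads), NON (3) and NOFF (3), mir_37 in NOFF (2) and with 1 read each in UF, RF and JON, and mir_38 in every library, with 3 reads in RF. At 5 reads, mir_38 was left in 1 library and mir_37 in 0.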

On the other hand, some of them (miR36, miR37 and miR38) were only expressed in the "off-year" July library (JOFF). Others (miR32 and miR34) were detected solely in the "on-year" July library (JON), whereas the miR31 was identified in both on- and "off-year" libraries. 

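For mir_32, 6 reads were counted in JON, 22 in NON, 2 in JOFF and 2 in NOFF, and for mir_34 3 in UF, 4 in RF, 7 in JON, 9 in NON, 3 in JOFF and 14 in NOFF (no replicates). mir_31 had 209 reads in JON, 192 in NON, 582 in JOFF and 87 in NOFF. Over 19 bases, its sequence UUCCACGGCUUUCUUGAACUUC differed at 0 positions from a listed miR396 sequence. Detection with at least 5 reads left mir_34 in 3 libraries.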

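All 4 leaf libraries held mir_25, with 15 in JON, 10 in NON, 14 in JOFF and 10 in NOFF, and no fruit reads were seen (no replicates). mir_27 had 2 in UF, 4 in RF, 6 in JON, 7 in NON, 2 in JOFF and 5 in NOFF. mir_29 had 53 in JON, 17 in NON, 33 in JOFF and 31 in NOFF, with 2 in UF. The sequence of mir_29, UUGACAGAAGAUGGAGAGCAC, was 1 mismatch away from a listed miR156 sequence over 19 bases.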

The rest three (miR25, miR27 and miR29) were expressed with no particular pattern among the leaf libraries.

### Target transcript analyses of olive miRNAs

To obtain a further insight view of the mechanisms underlying the alternate bearing in the olive tree, both the Gene Ontology (GO) <http://www.geneontology.org> and the Kyoto Encyclopedia of Genes and Genomes (KEGG) <http://www.genome.jp/kegg> pathway analyses were performed on the obtained datasets. Thus, different targets of miRNA were predicted as described by Allen et al. [28]. A total of 1,616 and 1,288 mRNA were predicted as targets of 135 known and 32 putative novel miRNA, respectively (see detailed information in Additional file 4). The gene ontology analyses of biological function and molecular processes of miRNA targets are summarized in Table 5. In most cases, single genes were targeted by several miRNA (eg., the gene POPTR_0003s18900.1|PACid:18216192 was targeted by both miR159 and miR319). Yet, in some cases, multiple targets were regulated by a single miRNA (eg., the miR167e targets 15 genes). Thus, a total of 280 groups were identified on the basis of their functional similarities. More than 80% of the targets showed binding function, and the following cluster contained genes with oxidoreductase activity. The most significantly abundant groups (p-value <0.05) are shown in detail in the Additional file 5.

**Table 5:** Summary of the gene-ontology analyses of the biological functions and molecular processes related to the miRNA target genes

**miRNA**	**Total targets**	**Individual targets**	**GO biological processes**	**GO molecular functions**
oeu_miR156 a/b/c/d/e/f/g/h/i/j/k	306	50	Biological regulation, metabolic process, cellular process, signal transduction, response to stimulus, response to stress, organismal development, transport, localization, reproductive developmental process and phyllome development.	Binding, oxidoreductase activity, kinase activity, transferase activity, catalytic activity, phosphatase regulator activity and enzyme regulator activity.
oeu_miR159 a/b/c/d	65	19	Organismal development, reproductive developmental process, biological regulation, developmental process, cellular response to hormone stimulus, metabolic process, biological regulation and transcription.	Binding, oxidoreductase activity, catalytic activity, hydrolase activity and ligase activity.
oeu_miR160 a/b/c/d/e/f/g	45	10	biological regulation, metabolic process, transcription, response to stimulus, organismal development and reproductive development.	Binding.
oeu_miR164 a/b/c/d/e/f	46	12	Biological regulation, metabolic process, transcription, response to stimulus, organismal development, reproductive developmental process, transport, localization and phyllome development.	Binding, oxidoreductase activity, kinase activity, transferase activity, catalytic activity and hydrolase activity.
oeu_miR166 a/b/c/d/e/f/g/h/i/j/k/l/m/n/o/p/q	159	16	Organismal development, reproductive developmental process, metabolic process, biological regulation.	Binding, transporter activity, oxidoreductase activity, protease activity, peptidase activity, catalytic activity and hydrolase activity.
oeu_miR167 a/b/c/d/e/f/g	83	25	Organismal development, biological regulation and metabolic process.	Binding, oxidoreductase activity, catalytic activity, kinase activity, transferase activity, phosphatase activity, hydrolase activity and unannotated.
oeu_miR168 a/b	14	7	Organismal development and biological regulation.	Binding.
oeu_miR169 a/b/c/d/e/f/g/h/i/j/k/l/m/r/s/v/w	84	18	Transport and localization.	Binding and transporter activity.
oeu_miR171 a/b/c/d/e/f/g/h/i	96	24	Organismal development, metabolic process and gene expression.	Binding, oxidoreductase activity, catalytic activity and transporter activity.
oeu_miR172 a/b/c/d/e/f/g/h/i	153	30	Organismal development, reproductive developmental process, metabolic process, transport, localization, biological regulation and transcription.	Binding, oxidoreductase activity, signal transducer activity, hydrolase, transporter activity and protein kinase activity.
oeu_miR319 a/b/c/d/e/f/g/h	128	22	Organismal development, reproductive developmental process and transcription.	Binding.
oeu_miR390 a/b/c/d	84	21	Biological regulation, metabolic process, organismal development and inorganic anion transport.	Binding, oxidoreductase activity, phosphotransferase activity and protein kinase activity.
oeu_miR393 a/b	12	12	Organismal development, reproductive developmental process, flower development, metabolic process, response to stimulus, response to stress, transport and localization.	Binding, phosphotransferase activity and protein kinase activity.
oeu_miR394 a/b	30	15	–	–
oeu_miR395 b/c/d/e/f/g/h/i/j	72	8	Metabolic process, response to chemical stimulus and ion transport.	Binding, catalytic activity, transporter activity and adenylyltransferase activity.
oeu_miR396 a/b/c/d/e/f	98	34	Biological regulation, negative regulation of molecular function, metabolic process, organismal development, reproductive developmental process and flower development.	Binding, catalytic activity, hydrolase activity and methyltransferase activity.
oeu_miR397 a/b	59	35	Organismal development, reproductive developmental process, lignin metabolic process and biological regulation. <−−missing something at the end??	Binding, oxidoreductase activity and signal transducer activity.
oeu_miR399 b/c/f/g/i	18	7	Transport and localization.	Transporter activity.
oeu_miR408	13	13	Lignin metabolic process, unannotated and biological regulation.	Binding, oxidoreductase activity and transferase activity.
oeu_miR530 a	39	39	–	–

The identified target genes are involved in a broad range of biological processes. A total of 341 GO terms from the process ontology were identified. Among them, 108 groups were found with significant abundance (p-value <0.05), the majority of which were associated with metabolic processes (>70%) followed by developmental processes (33%) and biological regulation (30%). The GO terms for all of the 108 groups are shown in the Additional file 6. Some targets were involved in many other general processes such as transcription, reproduction and anatomical structure maintenance. Approximately, 1% of the targets could not be annotated. About 19%, 12% and 6% of the targets were clustered in groups of organ development, hormone-mediated signaling and flower-development processes, respectively, which are thought to be associated with alternate bearing. For example, the target of miR166 is associated with flower development, and interestingly, it was more upregulated in the unripe fruit (UF) library than in the ripe fruit dataset (RF). 

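miR166 had 729340 reads in UF, or 47794 RPM, and 458543 in RF, or 33186 RPM (no replicates). The UF/RF log2 ratio was 0.53 (95% interval from 0.52 to 0.53). Its sign was the same under every alternative, and the largest change was to 0.87, when counts were scaled to the reads of the 22 families. An assumed variation of 0.4 between trees in edgeR's exact test left it above the adjusted threshold of 0.05. The paper links this difference to flower development through the predicted target of miR166.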

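Over the 2 fruit libraries, miR164 averaged 13.80 RPM, and over the 4 leaf libraries 693.03, a log2 ratio of 5.65 with every leaf library above both fruit libraries (no replicates). The exact permutation p was 0.067, the smallest the 15 splits allow. With TMM factors, the log2 ratio was 5.13, its largest change. Since a leaf development gene is the predicted target, the paper relates the lower count in fruits to that process.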

Similarly, the phyllome development-responsible gene was targeted by the miR164, which exhibited a lower count in the fruit- than in the leaf-derived library. Additionally, the predicted targets of the putative novel miRNA were also analyzed to better understand their physiological roles. However, all of them were found to encode unidentified proteins. The GO terms for all of the 108 groups are shown in the Additional file 6.

A total of 130 KEGG pathways were enriched (see Additional file 7), of which seven main groups were detected at significantly high abundance level (p-value <0.05), as shown in Table 6. The majority of the targets are involved in the ascorbate and aldarate metabolism, as well as hormone-signal transduction pathways. A few percentage of targets corresponded to the biosynthesis of the brassinosteroids, which regulate the growth and development in plants.

**Table 6:** Pathway annotations of genes targeted by miRNAs

		**UF**		**RF**		**NON**		**JON**		**NOFF**		**YT**	
**Pathway**	**Pathway ID**	**p-value**	**q-value**	**p-value**	**q-value**	**p-value**	**q-value**	**p-value**	**q-value**	**p-value**	**q-value**	**p-value**	**q-value**
Ascorbate and aldarate metabolism	ko00053	1.46E-34	1.75E-32	8.73E-35	9.87E-33	4.65E-34	5.35E-32	9.92E-32	1.24E-29	5.72E-32	7.20E-30	1.38E-32	1.69E-30
Plant hormone signal transduction	ko04075	1.12E-06	6.71E-05	7.59E-07	4.29E-05	3.81E-07	2.19E-05	2.74E-07	1.71E-05	1.67E-07	1.05E-05	2.16E-06	1.33E-04
Brassinosteroid biosynthesis	ko00905	7.05E-06	2.82E-04	6.48E-06	2.44E-04	8.54E-06	3.27E-04	2.08E-05	8.65E-04	1.90E-05	7.96E-04	1.50E-05	6.13E-04

### Sequencing read validation and target transcript identification

In order to confirm the results of the Illumina sequencing and quantify the expression patterns of both the miRNA and their target transcripts, nine miRNA-target gene pairs were arbitrarily selected for further analyses by qRT-PCR. All six sample sets (UF, RF, JON, NON, JOFF and NOFF) were used for validation and expression measurement of conserved olive tree miRNA (miR156, miR159, miR164, miR166, miR168, miR171, miR172, miR395 and miR396) (see Additional file 8). The quantification of the identified olive tree miRNA and miRNA target transcript expression levels are comparatively showed in the Figure 8. Of the nine studied miRNA, only two (miR156 and miR172) were not detected via qRT-PCR. miR395 was detected as upregulated in the unripe fruit, as compared to the ripe fruit tissue, while the standart deviation of miR395 was not low enough to fully validate those expression differences. The qRT-PCR experiments also validated the deep-sequencing results of upregulation in the JON as compared to the JOFF for miR166 and formiR396. The latter had high standart deviation; however expression level of target showed a clear difference between JON and JOFF indicating relable expression difference between the samples. Downregulation in the JON as compared to the JOFF was also confirmed for miR159 and miR164 by qRT-PCR. 

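In RPM, miR159 stood at 191.7 in NON and 264.7 in NOFF, miR164 at 561.2 and 880.6, and miR166 at 34251 and 40930 (no replicates). The NOFF/NON log2 ratios were 0.47, 0.65 (95% interval from 0.61 to 0.69) and 0.26, each higher in NOFF. The direction was the same with TMM factors and with DESeq2 size factors, but not with every scaling. Scaled to the reads of the 22 families, the log2 ratios were -0.29, -0.11 and -0.50, which is higher in NON. The highest member counts printed in Table 3 for these families are higher in NOFF.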

Read counts of miR159, miR164, and miR166 revealed that there were a slight upregulation in the NON tissue as compared to the NOFF. Similarly, qRT-PCR data showed the minor expression differences. The obtained miR166, miR395 and miR396 expressions were shown as upregulated in the JON as compared to the NON tissue. On the other hand, the expression measurement of the JOFF versus the NOFF showed the upregulation in miR159, miR164. Congruent with that the miRNA-transcript target quantifications detected the expected correlations between the miRNA and the target gene expression levels. Expression of their target genes were downregulated in JOFF as comparered to NOFF (Table 3 and Figure 8). Additionally, the target transcript of the miR164 was measured as upregulated in RF compared to UF, validating the miRNA deep-sequencing results, while it was not verified with miRNA expression by qRT-PCR. The expression difference of miR396 between NON and JON correlated with expression of its target. Similarly, miR168 was detected as upregulated in the NON compared to the JON, and the target transcripts of these miRNA were measured as downregulated (Table 3, Figure 8).

**Figure 8:**
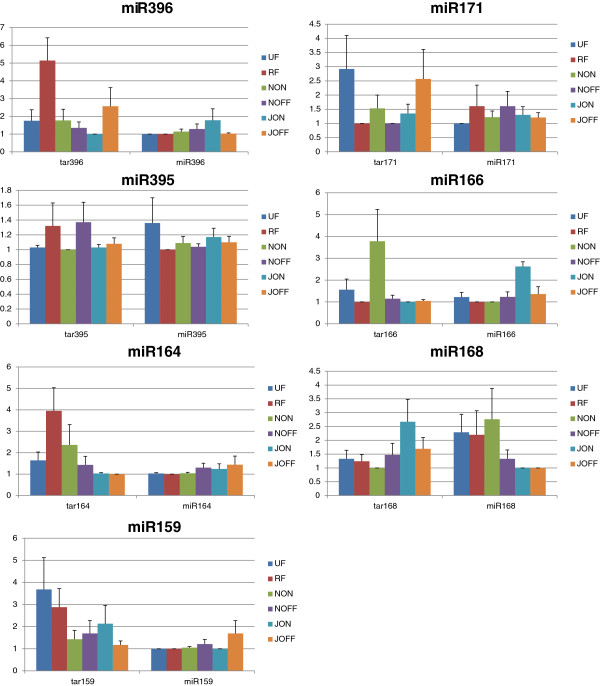
**qRT-PCR validation of selected miRNA and their target genes.** The histograms show the relative values for the quantified expressions of seven miRNA and their target genes in six olive tree samples. The analyses were performed as triplicates, and the error bars indicate the standard deviations.

## Discussion

The olive tree is known for its irregular crop production from year to year [2]. Although different plant species exhibit such phenomenon, the physiological processes involved are not universal, but rather species-specific [29]. However, it has become clear that the genetic networks triggering the developmental phase-transitions share some common factors among species. Thus, Ulger et al. [30] reported that some endogenous plant growth hormones like the abscisic acid (ABA), gibberellins like the gibberellic acid (GA_3_) and auxins like the indole-3-acetic acid (IAA) have important roles on the alternate bearing. Additionally, the stored carbohydrate amounts in the plants differ between the on- and off-years, and consequently, an association between carbohydrate mobilization and biennial bearing was proposed [31].

The olive tree has a natural tendency to produce high number of flowers and fruits. Yet, the developing seeds inside the fruits produce molecular messengers (like the gibberellins) that inhibit the floral induction, arresting the buds and directing them towards shoots or leaves (vegetative buds) instead of flowers (reproductive buds). Likewise, the growing of a large number of fruits may produce the depletion of the carbohydrate reserves in the tree. Therefore, different strategies can be used to reduce or even eliminate the alternate bearing in the olive tree: i) reduction of the number of fruits, by means of a proper pruning the year before the expected high production; ii) reduction of the density of the fruits at a very early stage of development (very small fruits); iii) early harvest of the developed fruits (large green fruits; even though the flowering inhibition has started at such stage, this strategy has some influence); and iv) prevention of the depletion of the carbohydrate reserves in the tree (eg, supplying a convenient irrigation to favor the plant nourishment and reserve accumulation). These facts indicate that the periodicity in bearing is indeed an adaptation mechanism of the plant to avoid excessive depletion of its reserves, to assure that part of them are devoted to a significant vegetative growth (leaf and shoot buds), and a defensive mechanism to cope with restrictive environmental conditions like drought and macronutrient/micronutrient deficiencies [32].

So far, several miRNA have been identified and characterized in plants, and their roles in diverse biological processes have been documented in many instances. They are involved in many physiological processes, like development and stress responses [9,16,33]. The study of miRNA with traditional methods may be complicated, but the recent high-throughput sequencing methodologies have become an excellent approach to discover miRNA in different organisms [34-36].

In this study, we sequenced and assessed the sRNA of six olive libraries constructed from two organs, each at different developmental stages, using the Illumina high-throughput system to identify a comprehensive set of alternate bearing-associated miRNAs in *O. europaea* L. With a total of 93,526,915 sequence reads, these libraries represent, to our knowledge, the deepest olive tree miRNA sampling to date. Thus, it is about 550 times higher than the one produced by Donaire et al. [36], which is the only olive tree miRNA report previously published to date. In that study, two libraries were constructed (juvenile and mature shoots), and 18 families of known and five putative miRNA were identified in *O. europaea* L. In addition to those, we have discovered four more conserved miRNAs within 22 families.

The high-abundance miRNA (except the miR156a, miR156b, miR156c and miR156d) were generally ubiquitously expressed in the six libraries, suggesting a correlation between the abundance of miRNA and their expression levels. 

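The families with the most reads were found in every library. miR156, miR166 and miR168 had at least 99055 reads in each of the 6 libraries, and 19 of the 22 families had reads in UF, 20 in RF, 21 in NON and all 22 in JON, JOFF and NOFF (no replicates). Single mature sequences of miR156 were rarer. The one listed for miR156b, AGGUGACAGAAGAGAGUGAGCAC, had 1 identical read in UF, none in RF and between 5 reads in NON and 54 in JOFF, and the one listed for miR156a and miR156c, ACUGACAGAAGAGAGUGAGCA, had 30 in UF and 6 in NOFF. The paper relates the wide presence of the abundant miRNAs to their level of expression.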

Supporting our data, evolutionarily conserved miRNA have been found often among the most abundant miRNA by other studies [37]. The miR156 was previously identified in adult olive tree shoots [24]. However, in that study, the miR156 had a very low count. Moreover, the miR156 regulates the expression of the Squamosa Promoter-binding protein-Like (*spl*) gene, which plays a role in the juvenile-to-adult and annual phase transitions [12,13,24]. Shalom et al. [38] analyzed the expression of the miR156 in "on" and "off" citrus trees, and no significant differences were found between samples. They also analyzed the expression of the *spl* gene, and detected upregulation in "off" year trees, as compared to "on" year trees. 

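miR156 had 551200 reads in JON (32519 RPM) and 232794 in NON (15362 RPM), a JON/NON log2 ratio of 1.08 (95% interval from 1.07 to 1.09, no replicates). Under every alternative, JON stayed above NON. The log2 ratio moved most when reads were scaled to the 22 families, to 0.66. Because miR156 represses *spl*, the paper sets this difference beside the report of a higher *spl* expression in off-year citrus trees.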

Supporting that, we found that the expression of the miR156 (which is a negative regulator of the *spl* gene) in "on" year juvenile olive tree sample pool (JON) was higher than in the "on" year mature one (NON).

The expression level of several miRNA varied between the six analyzed libraries, indicating a differential functional role of the involved genes in the development-associated regulation. The miR395 that we have found was also detected in the previous study on the olive tree [24], which targets transport and response-to-stimulus genes, being four-fold upregulated in the unripe fruit library (UF) as compared to the ripe fruit one (RF). 

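From 32 reads in UF and 4 in RF, miR395 had a UF/RF ratio of RPM of 7.24 (no replicates). The 95% interval of its log2 ratio, from 1.29 to 4.13, was wide at these counts. An assumed variation of 0.4 between trees was enough to bring the difference above the adjusted threshold of 0.05. The paper takes the higher level in UF as part of its case that nutrient transport is involved in fruit development and ripening.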

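In July leaves, miR395 had 141 reads in JON and 55 in JOFF, and in November leaves 5 in NON and 35 in NOFF (no replicates). The JON/NON log2 ratio was 4.52 (95% interval from 3.29 to 5.75, adjusted p = 5.2e-32 by Fisher's exact test). The JOFF/NOFF ratio was 0.62 (95% interval from 0.02 to 1.23, adjusted p = 0.061 by the same exact test), short of the threshold. Identical sequences alone gave 6.96, from 69 reads in JON and none in NON, and 1.69, from 24 in JOFF and 7 in NOFF. The second then passed the threshold (adjusted p = 0.017 by Fisher's exact test over the mature sequences).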

Its expression was also higher in July (JON-JOFF) than in November leaves (NON-NOFF). The nutritional control has been considered as one of the principal regulatory mechanisms for alternate bearing [29]. Yet, contradictory results have been reported on the involvement of the carbohydrate reserves on the reproductive development in the olive tree [30,31,39,40]. Recently, Bustan et al. [2] showed that the demand on carbohydrates by the developing fruits is significant; yet the carbohydrate deficiency was not an essential controller for the alternate bearing. In addition, deficient boron transport was proposed as an important factor in the alternate bearing in avocado [41]. Previously, it was reported that the miR395 might be involved in the salt-induced response pathways, such as the maintenance of the energy supply in maize [42]. In the view of the previous reports and the present study, we conclude that the transport of nutrients (including ions) is involved in the development and ripening, with a significant role of the miR395 on the alternate bearing in such species.

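The RPM of the 22 families averaged 83843 over the 4 leaf libraries and 86900 over the 2 fruit libraries (no replicates), a log2 ratio of -0.05 (exact permutation p = 0.93). The totals of the single libraries overlapped, from 66555 to 112352 in leaves and from 76457 to 97343 in fruits. Identical sequences alone moved the ratio most, to 4.80, and leaving out TTGACAGAAGAGAGAGAGCAC and TCGGACCAGGCTTCATTCCTC, a choice made after seeing the data, gave 1.46. Among identical sequences, miR167 held the most reads in every leaf library, so that 4.80 does not stand for the families together.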

The count of known miRNA in the leaf-derived libraries was higher than that of fruit-originated ones. Moreover, a higher diversification of miRNA was also found in the leaf libraries. 

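Of the 62 distinct mature sequences, 43 were found in UF and 29 in RF, against 46 in JON, 37 in NON, 55 in JOFF and 44 in NOFF (no replicates). NON thus had fewer than UF. By families, those with at least 100 reads numbered 9 in UF, 9 in RF, 13 in JON, 11 in NON, 16 in JOFF and 13 in NOFF. When unique tags under the rule with 2 mismatches were counted, UF had 1733 and NON 2583. From the higher diversity, the paper infers that more miRNAs take part in leaf than in fruit physiology.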

These results indicate that more miRNA are involved in the leaf than in the fruit physiology. This is not surprising, taking into account that the latter represents a specific organ, whereas the former is a more general-purpose organ. Supporting our data, the contribution of leaves to the reproductive growth was found to be two-fold [3].

The miR156 and miR166 are the two most abundant conserved miRNA in our analyses, being also found in large amounts in other studies [31]. 

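In the files, miR156 and miR166 had the most reads in RF, JON, NON, JOFF and NOFF, whereas in UF miR166 (729340 reads) was followed by miR168 (233009) and miR156 (199281) (no replicates). As percentages of the family reads, miR156 held 17.1% in UF and 53.3% in RF, and miR166 held 62.5% and 34.1%.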

The six libraries exhibited significant differential expression of the miR156 members. 

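From 53147 RPM in NOFF to 15362 in NON, the ratio of miR156 was 3.46, or 1.79 on the log2 scale (no replicates). Scaling to the reads of the 22 families changed the log2 value most, to 1.04. Its sign held under every alternative, although with an assumed variation of 0.4 between trees the edgeR exact test did not reach the adjusted threshold of 0.05.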

Their expression decreased approximately 2.5-fold in NON as compared to NOFF. The assessment of the “on-year” July (JON) and November (NON) leaf libraries showed that the miR156 expression was downregulated in the July (JON) leaf library, indicating the specificity of the miR156 for the November leaf stage. 

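Between the on-year libraries, the counts of miR156 were 32519 RPM in JON and 15362 in NON (no replicates), and the ratio of JON over NON was 2.12. No alternative placed JON below NON, and the log2 ratio with DESeq2 size factors was 1.12. The paper reads the contrast of JON and NON as a sign that miR156 belongs to the November leaf stage.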

Previous studies also revealed that, besides the miR172, the miR156 also regulates the Squamosa Promoter-binding protein-Like (SPL) transcription factors, controlling the maintenance of the juvenile phase and the timing of the juvenile-to-adult phase transition in both *Arabidopsis thaliana* and olive tree [12,13,24]. The miR172 is considered one of the most ancient miRNA families in plants, being shown to function in regulating the transition between developmental stages [10,14]. In our study, the expression of the miR172 members was clearly higher in the leaf libraries than in the fruit datasets, supporting their activity in the maintenance of juvenile stage. 

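miR172 averaged 2125.27 RPM over the 4 leaf libraries and 181.12 over the 2 fruit libraries, a log2 ratio of 3.55 (no replicates, exact permutation p = 0.067, the smallest possible). The lowest leaf value, 1332 in JOFF, was above the highest fruit value, 227.85 in UF. Most of these reads came from the tag AGAATCCTGATGATGCTGCAT, which held 89.1% of the family in JON and 84.2% in JOFF, the highest and lowest of the 6 libraries. With identical sequences only, the log2 ratio was 2.77. The paper reads the higher leaf level as activity of miR172 in maintaining the juvenile stage.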

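The sequence GAAUCUUGAUGAUGCUGCAU, listed for both miR172d and miR172e, had 11 identical reads in NOFF and 5 in NON, a log2 ratio of 1.01 (95% interval -0.45 to 2.48, adjusted p = 0.58 by Fisher's exact test, no replicates). The difference was not detectable at this depth. TMM factors moved the log2 ratio to 1.14. For the whole miR172 family, the NOFF/NON log2 ratio was -0.67 (95% interval from -0.69 to -0.65).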

The higher expression of two miR172 members (miR172d and miR172e) in NOFF than in NON also supports this conclusion. 

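Only 1 read was identical to GAAUCUUGAUGAUGCUGCA, the sequence listed for miR172g and miR172h, and it came from JOFF (no replicates). Such a count cannot show a difference between JOFF and JON (log2 ratio 1.67, 95% interval -2.94 to 6.29, adjusted p = 0.98 by Fisher's exact test). With 1 read added to each count, the log2 ratio was 1.09.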

Additionally, a similar pattern was observed for the miR172g and miR172h expression of July leaf libraries (JOFF and JON). Moreover, the July leaves (JON) expressed significantly more miR172d and miR172e than the November ones (NON). 

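JON had 12 reads identical to the sequence of miR172d and miR172e, against 5 in NON (no replicates). Their log2 ratio was 1.02 (95% interval -0.42 to 2.47), and the adjusted p of Fisher's exact test was 0.45, so that the difference lay within counting noise. Adding 1 read instead of 0.5 changed the log2 ratio to 0.95. For the family as a whole, it was -0.33 (95% interval from -0.35 to -0.31).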

Except for miR172d, miR172e, miR172g and miR172h, the rest were ubiquitously expressed in the leaf libraries. 

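Of the other miR172 sequences, the one listed for miR172i, AGAAUCCUGAUGAUGCUGCA, had 72 identical reads in JON, 86 in NON, 55 in JOFF and 42 in NOFF (no replicates). The one listed for miR172a, miR172b, miR172c and miR172f, GAGAAUCUUGAUGAUGCUGCAU, had 1 read in JOFF and none in the other leaf libraries. The tag AGAATCTTGATGATGCTGCAT, which is this sequence without its first base, had 3334 reads in JON, 5005 in NON, 2511 in JOFF and 3022 in NOFF. From the pattern of the members, the paper concludes that miR172 has a significant though not the main role in the onset of the phase transition.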

Therefore, we conclude that the miR172 plays not the main, but a significant role in the onset of the developmental phase-transition in the olive tree.

The hormonal control has been proposed as one of the major regulatory mechanisms of alternate bearing [28]. 

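miR160 had 122 reads in JOFF, 20 in JON, 97 in NOFF and 5 in NON, and miR319 had 32, 7, 15 and 4 in the same order (no replicates). In July, the off-year over on-year log2 ratio of miR160 was 2.67 (95% interval from 1.99 to 3.34, adjusted p = 3.3e-20 by Fisher's exact test), and in November it was 4.10 (95% interval from 2.86 to 5.34, adjusted p = 4.1e-22 by the same exact test). With identical sequences alone, the November value rose to 5.48.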

To give an example, members of the miR160 and miR319 (targeting the genes involved in the hormone-mediated signaling) were significantly regulated by bearing on the olive tree. The expression difference of the miR160 members between the on- and off-year varied from 4- to 6-fold, while its expression was slightly upregulated in juvenile leaves compared to mature leaves which was also detected in olive shoots [24]. 

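As linear ratios of RPM, miR160 was 6.49 times higher in JOFF than in JON and 18.71 times higher in NOFF than in NON (no replicates), while on the log2 scale the values were 2.67 and 4.10. Between July and November leaves, the log2 ratio was 1.74 for JON over NON (95% interval from 0.38 to 3.09) and 0.31 for JOFF over NOFF (95% interval from -0.07 to 0.69, adjusted p = 0.16 by Fisher's exact test).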

Whereas the difference between on- and off-years was about 1.8-fold for the miR319. 

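For miR319, the off-year over on-year ratio of RPM was 4.86 in July and 3.62 in November, or 2.20 and 1.73 as log2 ratios (no replicates). The counts were low, and the 95% intervals of the log2 ratios ran from 1.06 to 3.35 and from 0.22 to 3.25. In November, the log2 ratio was 0.98 when counts were scaled to the reads of the 22 families and 1.07 with an overlap of at least 16 bases, and neither passed the adjusted threshold of 0.05. NOFF and NON had no reads identical to a listed miR319 sequence, so that this alternative gave no ratio.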

Besides, significant fold changes were observed between the fruit libraries. 

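Between UF and RF, miR319 had 2 and 10 reads, a log2 ratio of -2.21 (95% interval from -4.20 to -0.22, adjusted p = 0.025 by Fisher's exact test), and miR160 had 4 and 5 reads, a log2 ratio of -0.43 (95% interval from -2.23 to 1.36, adjusted p = 0.81 by the same exact test, no replicates). Only the first was beyond counting noise, and it no longer passed the threshold with an overlap of at least 16 bases, where it was -1.37, its largest change. Neither library had reads identical to a listed miR319 sequence.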

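miR393 had 21 reads in UF (1.38 RPM) and 66 in RF (4.78 RPM), a log2 ratio of -1.77 (95% interval from -2.47 to -1.07, adjusted p = 2.4e-07 by Fisher's exact test, no replicates). Counting identical sequences alone brought it to -0.42, no longer past the threshold. The paper takes the difference as evidence that hormone-mediated responses contribute to olive development.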

Similarly, the fruit libraries showed considerable expression differences of the miR393 (which targets genes responsible for hormone-mediated signaling), indicating an important contribution of the hormone-mediated response on the olive tree development processes.

The analyses of the miRNA also revealed that a number of targets are related to functions which may be associated to alternate bearing, as in the case for floral development and organ morphogenesis. 

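miR168 changed little between the bearing years, with a log2 ratio of -0.09 for JOFF over JON (95% interval from -0.11 to -0.08) and 0.22 for NOFF over NON (95% interval from 0.21 to 0.23, no replicates). miR396 had 2281 reads in JOFF and 1621 in JON, a log2 ratio of 0.58 (95% interval from 0.49 to 0.67), and 1166 in NOFF and 2269 in NON, a log2 ratio of -1.01 (95% interval from -1.11 to -0.91). All of these were beyond counting noise by Fisher's exact test (the largest adjusted p was 1.9e-35), but with an assumed variation of 0.4 between trees none passed the threshold. Scaling by the 22 families reversed miR168, to 0.32 in July and -0.53 in November, and identical sequences alone reversed miR396 in July, to -0.18. The paper reports miR396 as higher in JON than in JOFF, by reads, by its target and by qRT-PCR with a high standard deviation. The most abundant miR396 tag went that way, with 923 reads in JON and 722 in JOFF. The next tags went the other way, with 209 and 582 for mir_31 and 146 and 167 for the sequence of miR396c. A tag equal to the start of mir_31 had 71 and 294.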

The comparison of the expression of the miR168 and miR396 between the on- and “off-year” libraries revealed small but significant differences. The effect of the miR396 on the leaf development via the targeting growth-regulating factors had been previously shown [43]. Additionally, the miR166 and miR171 targeting genes involved in organ morphogenesis and developmental processes showed a fruit library-specific regulation. 

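miR171 had 90 reads in UF and 63 in RF, a log2 ratio of 0.37 (95% interval from -0.10 to 0.83, adjusted p = 0.16 by Fisher's exact test, no replicates), which was within counting noise. Of these reads, 50 in UF and 39 in RF were identical to mir_9 of Table 4. The log2 ratio of miR166 was 0.53 (95% interval from 0.52 to 0.53). Scaled to the reads of the 22 families, miR171 passed the threshold with a log2 ratio of 0.72, and with identical sequences only it was 0.79. On the basis of higher levels in UF, the paper offers as a speculation that repression of the targets of these miRNAs holds back the maturation of fruits, and asks for further study.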

Thus, their expression was significantly upregulated in the unripe fruit (UF) library. It may be speculated that the suppression of these target genes may inhibit the maturation of fruits, albeit such hypothesis needs further investigation.

The KEGG analyses revealed that the genes targeted by the olive tree miRNA are largely involved in the carbohydrate metabolism and hormone signal-transduction pathways, followed by the brassinosteroid biosynthesis pathway. As discussed above, the nutrition and hormone control have been proposed as two principal factors involved in the alternate bearing. Besides, the brassinosteroids belong to the plant steroid hormone group that regulates the growth and development [44]. Thus, our data further support that the nutritional and hormone control play essential roles in the alternate bearing for the olive tree.

In this study, in addition to the 135 conserved miRNA, we have also identified 38 putative novel miRNA in the olive tree, which exhibit the diversity of the miRNA expression in *O. europaea* L. and show the occurrence of more miRNA than previously known. This genome-wide survey of six olive tree miRNA libraries has allowed to discover the miRNA expression profiles associated to alternate bearing, and consequently can contribute to elucidate the processes involved in this relevant physiological phenomenon. These results allow to conclude that not just a few, but many genes, may be involved in the alternate bearing in the olive tree. Thus, the differentially-expressed miRNA identified in this study will be a valuable source for further assessments of alternate bearing-associated genes in such and other species.

### Concluding remarks

A comprehensive study on the olive tree miRNA related to the alternate bearing was performed. The miRNA of six olive libraries constructed from fruits (ripe and unripe) and leaves ("on-year" and "off-year" in July and in November, respectively) were subjected to Illumina deep-sequencing. The bioinformatics analyses of 93,526,915 reads identified 135 conserved miRNA belonging to 22 families, with 38 putative novel miRNA for the olive tree datasets. The expression of the miRNA varied greatly between the six libraries, indicating the contribution of diverse miRNAs in the balancing between the reproductive and the vegetative developments. The predicted targets of the miRNAs were categorized into 108 process-ontology groups with significant abundance. Among those, some potential alternate bearing-associated processes were found, such as development, hormone-mediated signaling and organ morphogenesis. The KEGG analyses indicated that the nutritional and hormonal control play essential roles in the alternate bearing of the olive tree. The regulation of the miRNAs under different developmental stages indicated that the nutritional and hormonal controls, together with the ones for the flowering processes had noteworthy impacts on the alternate bearing of *O. europaea* L. Our results provide significant data on the miRNA-dependent developmental phase transition interaction and advance perspectives in the miRNA profiling of the olive tree that may be also useful for other species.

## Methods

### Sample collection

Olive (*Olea europaea* L. cv. Ayvalik) leaf samples from the Edremit Olive Seedling Growing Station were collected directly into liquid nitrogen from “on year” leaves and from “off year” leaves in July and from “on year” leaves and from “off year” leaves in November. Unripe and ripe fruits were also collected the same way in November and stored in an −80°C freezer until use. The total RNA extractions from the olive tree leaves and fruits were performed using the RNeasy Plant Mini Kit (Qiagen, Hilden, Germany) following the manufacturer’s instructions. The "on year" trees and the "off year" trees were approximately four meters apart from each other and they were not shading one another.

### Small RNA library construction and sequencing

Six sample sets were prepared: unripe fruit (UF), ripe fruit (RF), “on-year” November leaf (NON), “on-year” July leaf (JON), “off-year” November leaf (NOFF) and “off-year” July leaf (JOFF). Total RNA extractions from olive leaves and fruits were performed using RNeasy Plant Mini Kit (Qiagen, Germany) and TriPure (Roche, Germany) following manufacturer instructions for each library set, the RNA samples from leaves and fruits of the olive trees were used as a single RNA pool. The construction of the sRNA libraries, cluster generation and deep-sequencing were carried out by the Beijing Genomics Institute (BGI) (Hong Kong). Briefly, the isolated total RNA of each sample was fractionated on 15% denaturing polyacrylamide gel for size selection. The small RNAs (18 to 30 nt) were then ligated to a pair of Solexa adapters at the 5’- and 3’-ends using the T4 RNA ligase. The ligated products were selected by size-fractionation and purified from gel. Then, adapter-ligated fractions were amplified for 15-cycles with a pair of adapter-complementary primers to produce sequencing libraries. The purified PCR products were directly sequenced with the HiSeq 2000 Sequencing System (Illumina, San Diego, CA, USA) according to the manufacturer’s protocol.

### Bioinformatics analyses and putative novel miRNA prediction

The sequence tags from the HiSeq sequencing were processed by a data-cleaning pipeline to get rid of the low-quality and too-small tags, as well as the adapter sequences from the tags. The high-quality sRNA reads were searched using the National Center for Biotechnology Information (NCBI) GenBank and Rfam databases [45]. The clean tags were annotated into the appropriate non-coding RNA categories, such as rRNA, tRNA, snRNA or snoRNA, or either being considered as degradation fragments of mRNA (and thus, discarded).

In order to identify known miRNAs in the olive tree, the remaining unique small RNA sequences were subjected to BLASTn searches using the miRBase database version 18.0 [46]. The near perfectly matched (up to two mismatched) sequences were considered to be known miRNA [47]. Those which could not be annotated were used to predict putative novel miRNA by the software MicroRNA Discovery By Deep Sequencing (Mireap) <http://sourceforge.net/projects/mireap>, developed by the Beijing Genome Institute (BGI, China).

To identify putative novel miRNAs, the small RNA tags that matched the miRBase and Rfam databases were filtered and the remaining tags were aligned with the *Populus trichocarpa* genome using the SOAP 2.0 program [23], due to absence of a reference genome for the olive tree. Olive database a collection of *Olea europaea* L. EST reads is available online (http://www.oleadb.it/). However, the sequences in database have not been fully annotated. In this paper, we aimed to identify conserved and as well as new miRNAs. Since the whole genome sequence is missing, there is a possibility of misinterpreting the results especially for identification of novel miRNAs in case of using sequences olive database. Blast analysis for the sequences assigned as putative novel miRNA was performed against the sequences in olive database, and any hit was detected; whereas they were aligned against poplar genome. Since these miRNAs could not be mapped to genomic locus on olive chromosomes, we referred them as "putative novel miRNAs". And the olive miRNAs were validated in poplar genome which was fully sequenced. The secondary structures of the matched sequences were analyzed by the Mireap program. The structures that met previously described criteria [28] were considered as putative novel miRNA candidates. The secondary structures of the putative novel miRNA were folded again using Mfold 3.2 [48]. The match alignment score thresholds between the candidate olive tree and the known plant miRNA were set to 4.5 for conserved and to 5.0 for putative novel miRNA, and annotated defined by Meyers et al. [47].

The frequency of miRNA read counts was normalized as transcripts per million (TPM) and normalization of miRNA expression levels between six olive libraries was carried out based on the following formula [49]:

Normalization formula: ActualmiRNAcountTotalcountofcleanreads×106

The normalized read counts for each miRNA in six libraries were given in Table 3.

The data produced in this work have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE42978.

### miRNA quantification by real time RT-PCR

A volume of one μl of total RNA (1000 ng) was used for the miRNA stem-loop reverse transcription reaction in a total volume of 10 μl, containing 0.5 μl of the 10 mM dNTP mix, one μl of the stem-loop reverse-transcription (RT) primer (1 μM) and 7.5 μl of nuclease-free water. The mix was incubated at 65°C for 5 min and then put on ice for 2 min. After that, 4 μl of first-strand buffer (5X), 2 μl of 0.1 M dithiothreitol (DTT), 0.1 of μl of RNAseOUT (40 units/μl) from Invitrogen (Carlsbad, CA, USA) and 0.25 μl of SuperScript III (200 U/μl) from the same manufacturer were added into each tube, and the RT reaction was performed as follows: 30 min at 16°C; and 60 RT cycles (30°C for 30 s, 42°C for 30 s and 50°C for 1 s). The RT reactions were terminated at 85°C for 5 min. During the cDNA synthesis for the microRNA quantification, control reaction tubes including all components without either the RT primer (no-RT) or the RNA template (no-RNA) were also prepared [19-21,50].

The real-time RT-PCR was carried out using a SYBR Green I Master mix from Roche on the LightCycler 480 II Real-Time PCR from Roche Applied Science. By using the previously synthesized 2 μl RT stem-looped cDNA products, the quantitative PCR reactions were performed in a reaction mix containing 10 μl of the 2X Master mix, 1 μl of the forward (10 pmol) and 1 μl of the reverse (10 pmol) primers, 0.3 μl (30 nM) of reference dye and 7.7 μl of nuclease-free water. Specifically-designed forward primers for each individual miRNA as well as the universal reverse-primer (5’-GTGCAGGGTCCGAGGT-3’) [32,48] were used for quantifications. The qRT-PCR conditions were setup as follows: 95°C for 15 min, followed by 40 cycles of 95°C for 5 s, 56°C for 10 s and 72°C for 30 s. All PCR products were denatured at 95°C and cooled to 65°C, and the fluorescence signals were accumulated consistently from 65°C to 95°C as the temperature increased at 0.2°C per second. The reactions were repeated at least three times for sound statistical analyses.

### Target prediction and annotation

The putative mature miRNA sequences were aligned with the Expressed Sequence Tags (EST) database to predict putative miRNA targets. The resulting alignments should match the criteria suggested by Allen at al [28] and Schwab et al. [51] to be considered genuine. In short, the criteria used were as follows: i) no more than four mismatches between the sRNA and the target (G-U bases count as 0.5 mismatches); ii) no more than two adjacent mismatches in the miRNA/target duplex; iii) no adjacent mismatches in in positions 2–12 of the miRNA/target duplex (5’ of the miRNA); iv) no mismatches in positions 10–11 of miRNA/target duplex; v) no more than 2.5 mismatches in positions 1–12 of the of the miRNA/target duplex (5’ of the miRNA); and vi) the Minimum Free Energy (MFE) of the miRNA/target duplex should be ≥75% of the MFE of the miRNA bound to its perfect complement.

### qRT-PCR validation of predicted target genes

To validate and detect the expression levels of the predicted miRNA target genes related to the olive miRNA, qRT-PCR were performed with nine miRNA-target gene pairs. The target transcripts of miR156, miR159, miR164, miR166, miR168, miR171, miR172, miR395 and miR396 (see Additional file 8) were obtained using the Plant Small RNA Target Analysis Server (psRNATarget) <http://plantgrn.noble.org/psRNATarget> (selecting the “User-submitted small RNA/user-submitted transcripts” tab) [52] and the BlastN algorithm <http://blast.ncbi.nlm.nih.gov/Blast.cgi?PROGRAM=blastn>. Specific PCR primers were designed using the online Primer3Plus software <http://www.bioinformatics.nl/cgi-bin/primer3plus/primer3plus.cgi>[53]. Specific PCR primers were designed using online Primer3Plus software [32]. Firstly, 1.5 μg of total RNA were retrotranscribed into cDNA using the Superscript III First-Strand Synthesis System from Invitrogen, according to the manufacturer’s instructions. In brief, the qPCR was performed in a 96-well plate instrument (LightCycler 480 Instrument II) and in 20 μl reactions that contained one μl of the cDNA, 10 nM of each specific forward and reverse primers, and FastStart SYBR Green I master mix. Each experiment was run in triplicate for each gene and the relative quantities of the target transcripts were calculated based on the *18s rRNA* (forward primer: 5’-GTGACGGGTGACGGAGAATT-3’; reverse primer: 5’-GACACTAATGCGCCCGGTAT-3’) as a normalizer housekeeping gene. The qRT-PCR conditions were as follows: preheating for 10 min at 95°C; and 40 cycles (95°C for 30 s, 58°C for 1 min and 72°C for 10 min). To filter the false-positive peaks, the melting curves of the real-time PCR results were analyzed for each run and the data of the fluorescence signals were obtained from 58°C to 95°C, as the temperature increased at 0.5°C per second [16,19,49].

### GO-enrichment and KEGG pathway analyses

In order to understand the miRNA target function, a GO enrichment analysis was performed on the predicted target-gene candidates. The BLASTx <http://blast.ncbi.nlm.nih.gov/Blast.cgi?PROGRAM=blastx> was carried out using the target sequences and the NCBI database to identify the potential miRNA target genes. The biological processes, cellular components and molecular functions of the miRNA target genes were obtained. The results revealed the functions significantly related with the predicted target gene candidates of the miRNA.

The KEGG pathway analyses were performed for the predicted miRNA target genes, to further investigate the understanding their biological functions. These putative miRNA target sequences were used as queries against the KEGG database.

## Competing interest

The authors declare no competing interests.

## Author’s contribution

HY contributed to miRNA sequencing, and qRT-PCR analyses. MT contributed to bioinformatics analyses, manuscript preparation and critical edition. ED collected plant samples, planned the experimental design, isolated the RNA samples and performed critical edition of the manuscript. PH contributed to miRNA sequencing, bioinformatics analyses and manuscript critical edition. GD contributed to miRNA sequencing, bioinformatics analyses and manuscript critical edition. TU conceived and organized the experiments, contributed to miRNA sequencing, bioinformatics analyses, and preparation and manuscript critical edition. All authors have read and approved the final manuscript.

## Author’s information

TU is group leader at the Cankiri Karatekin University GD is Tenured Full Professor at the Cordoba University (Spain). PH is Tenured Scientist at the Instituto de Agricultura Sostenible (IAS-CSIC) (Spain).

## Supplementary Material

Additional file 1 **Sequences of conserved miRNAs discovered in olive.** A total of 136 conserved miRNA, belonging to 22 miRNA families, were identified in the six *Olea europaea* L. libraries. Click here for file

Additional file 2 **Predicted secondary structures of the putative novel miRNA.** A total of 38 putative novel miRNA were detected in the six libraries. The mature miRNA sequences are shown in green color. Click here for file

Additional file 3 The list of miRNA* sequences from six sRNA libraries. Click here for file

Additional file 4 **Gene ontology terms of biological function and molecular processes of miRNA targets.** Members of 22 conserved miRNA families were involved in diverse biological functions and processes. Click here for file

Additional file 5 **The most abundant gene ontology terms from the biological function ontology.** Eight ontology terms were found with significant abundance (p <0.05). Click here for file

Additional file 6 **The most abundant gene ontology terms from the molecular process ontology.** A total of 108 ontology terms were found with significant abundance (p <0.05). Click here for file

Additional file 7 **Pathway annotation of the miRNA targets.** The miRNA targets were included in 130 KEGG pathways. Click here for file

Additional file 8 Primer sequences of selected miRNA and target genes for qRT–PCR validation experiments. Click here for file

# Supplementary material for: Genome-wide identification of alternate bearing-associated microRNAs (miRNAs) in olive (Olea europaea L.)
**Source:** BMC Plant Biol. 2013 Jan 15;13:10. doi: 10.1186/1471-2229-13-10
**Supplement:** Additional file 1 — Sequences of conserved miRNAs discovered in olive. A total of 136 conserved miRNA, belonging to 22 miRNA families, were identified in the six Olea europaea L. libraries.

**Additional file 1: Sequences of conserved miRNA discovered in olive.** 136 conserved miRNAs which belong to 22 miRNA families were identified in six *O. europaea* L. libraries.

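Additional file 1 pairs each conserved miRNA with its mature sequence. Several names share a sequence, and the 135 names in the file as read here stood for 62 distinct sequences. In the files, 26 of these were present as identical tags in all 6 libraries, and none was absent from every library (no replicates).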

**miRNA Name Mature miRNA sequence (5’ –> 3’)**

oeu_miR156a ACUGACAGAAGAGAGUGAGCA

oeu_miR156b AGGUGACAGAAGAGAGUGAGCAC

oeu_miR156c ACUGACAGAAGAGAGUGAGCA

oeu_miR156d UUGACAGAAGAGAGUGAGCAC

oeu_miR156e UUGACAGAAGAGAGUGAGCAC

oeu_miR156f ACUGACAGAAGAGAGUGAGCA

oeu_miR156g GUUGUUGACAGAAGAUAGAGAGCA

oeu_miR156h UGUUGACAGAAGAUAGAGAGC

oeu_miR156i GUUGUUGACAGAAGAUAGAGAGCA

oeu_miR156j GUUGUUGACAGAAGAUAGAGAGCA

oeu_miR156k UGACAGAAGAGAGGGAGCAC

oeu_miR159a UUUGGAUUGAAGGGAGCUCUA

oeu_miR159b UUUGGAUUGAAGGGAGCUCUA

oeu_miR159c UUUGGAUUGAAGGGAGCUCUA

oeu_miR159d UUGGAUUGAAGGGAGCUC

oeu_miR160a AUGCCUGGCUCCCUGUAUGCCACA

oeu_miR160b UGCCUGGCUCCCUGUAUGCCA

oeu_miR160c UGCCUGGCUCCCUGUAUGCCA

oeu_miR160d AUGCCUGGCUCCCUGUAUGCCACA

oeu_miR160g UGCCUGGCUCCCUGGAUGCCA

oeu_miR164a UGGAGAAGCAGGGCACGUGCA

oeu_miR164b UGGAGAAGCAGGGCACGUGCA

oeu_miR164c UGGAGAAGCAGGGCACGUGCA

oeu_miR164d UGGAGAAGCAGGGCACGUGCA

oeu_miR164e UGGAGAAGCAGGGCACGUGCA

oeu_miR164f UGGAGAAGCAGGGCACAUG

oeu_miR166a UUUGAGGGGAAUGUUGUCUGG

oeu_miR166b UUUCGGACCAGGCUUCAUUCC

oeu_miR166c UUUGAGGGGAAUGUUGUCUGG

oeu_miR166d CUUCGGACCAGGCUUCAUUCC

oeu_miR166e UUUCGGACCAGGCUUCAUUCC

oeu_miR166f CUUCGGACCAGGCUUCAUUCC

oeu_miR166g AUCUCGGACCAGGCUUCAUUCCCC

oeu_miR166h CGAAUGAUCUCGGACCAGGCU

oeu_miR166i CCUCGGACCAGGCUUCAUUCC

oeu_miR166j UUUGAGGGGAAUGUUGUCUGG

oeu_miR166k UUUGAGGGGAAUGUUGUCUGG

oeu_miR166l CUCGGACCAGGCUUCAUUCC

oeu_miR166m CUCUCGGACCAGGCUUCAUUC

oeu_miR166n AUCUCGGACCAGGCUUCAUUC

oeu_miR166o AUCUCGGACCAGGCUUCAUUC

oeu_miR166p UCUCGGACCAGGCUCCAUUCC

oeu_miR166q GGAAUGUUGUCUGGCUCGAGG

oeu_miR167a UGAAGCUGCCAGCAUGAUCUAA

oeu_miR167b UGAAGCUGCCAGCAUGAUCUA

oeu_miR167c UGAAGCUGCCAGCAUGAUCUAA

oeu_miR167d UGAAGCUGCCAGCAUGAUCUA

oeu_miR167e UUGAAGCUGCCAGCAUGAUCUG

oeu_miR167f UGAAGCUGCCAGCAUGAUCUU

oeu_miR167g UGAAGCUGCCAGCAUGAUCUU

oeu_miR168a AUUCGCUUGGUGCAGGUCGGG

oeu_miR168b UAAUUCGCUUGGUGCAGGUCG

oeu_miR169a CAGCCAAGGAUGACUUGCCGA

oeu_miR169b CAGCCAAGGAUGACUUGCCGA

oeu_miR169c CAGCCAAGGAUGACUUGCCGA

oeu_miR169d CAGCCAAGGAUGACUUGCCGG

oeu_miR169e CAGCCAAGGAUGACUUGCCGG

oeu_miR169f CAGCCAAGGAUGACUUGCCGG

oeu_miR169g CAGCCAAGGAUGACUUGCCGG

oeu_miR169h CAGCCAAGGAUGACUUGCCGG

oeu_miR169i UAGCCAAGGAUGACUUGCC

oeu_miR169j UAGCCAAGGAUGACUUGCC

oeu_miR169k UAGCCAAGGAUGACUUGCC

oeu_miR169l UAGCCAAGGAUGACUUGCC

oeu_miR169m UAGCCAAGGAUGACUUGCC

oeu_miR169r UAGCCAAGGAUGACUUGCCUA

oeu_miR169s CAGCCAAGGAUGACUUGCCGG

oeu_miR169v UAGCCAAGGAUGACUUGCC

oeu_miR169w UAGCCAAGGAUGACUUGCC

oeu_miR171a UGAUUGAGCCGUGCCAAUAUC

oeu_miR171b UGAUUGAGCCGUGCCAAUAUC

oeu_miR171c AAGAAAGCGAUGUUGGUGAGGUU

oeu_miR171d AAGAAAGCGAUGUUGGUGAGGUU

oeu_miR171e UGAUUGAGCCGUGCCAAUAUC

oeu_miR171f UGAUUGAGCCGUGCCAAUAUC

oeu_miR171g UGAUUGAGCCGUGCCAAUAUC

oeu_miR171h UGAUUGAGCCGUGCCAAUAUC

oeu_miR171i UGAUUGAGCCGUGCCAAUAUC

oeu_miR172a GAGAAUCUUGAUGAUGCUGCAU

oeu_miR172b GAGAAUCUUGAUGAUGCUGCAU

oeu_miR172c GAGAAUCUUGAUGAUGCUGCAU

oeu_miR172d GAAUCUUGAUGAUGCUGCAU

oeu_miR172e GAAUCUUGAUGAUGCUGCAU

oeu_miR172f GAGAAUCUUGAUGAUGCUGCAU

oeu_miR172g GAAUCUUGAUGAUGCUGCA

oeu_miR172h GAAUCUUGAUGAUGCUGCA

oeu_miR172i AGAAUCCUGAUGAUGCUGCA

oeu_miR319a CUUGGACUGAAGGGAGCUCC

oeu_miR319b UUGGACUGAAGGGAGCUCC

oeu_miR319c UGUGCUUGGACUGAAGGGAGC

oeu_miR319d UGUGCUUGGACUGAAGGGAGC

oeu_miR319e UUGGACUGAAGGGAGCUCC

oeu_miR319f UGUGCUUGGACUGAAGGGAGC

oeu_miR319g UGUGCUUGGACUGAAGGGAGC

oeu_miR319h UUGGACUGAAGGGAGCUCC

oeu_miR390a AAGCUCAGGAGGGAUAGCGCC

oeu_miR390b AAGCUCAGGAGGGAUAGCGCC

oeu_miR390c AAGCUCAGGAGGGAUAGCGCC

oeu_miR390d AAGCUCAGGAGGGAUAGCGCC

oeu_miR393a UCCAAAGGGAUCGCAUUGAUC

oeu_miR393b UCCAAAGGGAUCGCAUUGAUC

oeu_miR393c UUCCAAAGGGAUCGCAUUGAUC

oeu_miR393d UUCCAAAGGGAUCGCAUUGAUC

oeu_miR394a-5p UUGGCAUUCUGUCCACCUCC

oeu_miR394b-5p UAUUGGCAUUCUGUCCACCUC

oeu_miR395b CUGAAGUGUUUGGGGGAACUC

oeu_miR395c CUGAAGUGUUUGGGGGAACUC

oeu_miR395d CUGAAGUGUUUGGGGGAACUC

oeu_miR395e CUGAAGUGUUUGGGGGAACUC

oeu_miR395f CUGAAGUGUUUGGGGGAACUC

oeu_miR395g CUGAAGUGUUUGGGGGAACUC

oeu_miR395h CUGAAGUGUUUGGGGGAACUC

oeu_miR395i CUGAAGUGUUUGGGGGAACUC

oeu_miR395j CUGAAGUGUUUGGGGGAACUC

oeu_miR396a UUCCACAGCUUUCUUGAACUG

oeu_miR396b UUCCACAGCUUUCUUGAACUG

oeu_miR396c UUCCACAGCUUUCUUGAACUU

oeu_miR396d UUCCACAGCUUUCUUGAACUU

oeu_miR396e UUCCACAGCUUUCUUGAACUU

oeu_miR396f UUUUCCACGGCUUUCUUGAAC

oeu_miR396g UUUUCCACGGCUUUCUUGAAC

oeu_miR397a UCAUUGAGUGCAGCGUUGAUG

oeu_miR397b AUUGAGUGCAGCGUUGAUGA

oeu_miR398b UGUGUUCUCAGGUCGCCCCUG

oeu_miR398c UGUGUUCUCAGGUCGCCCCUG

oeu_miR399b UGCCAAAGGAGAUUUGCCCGG

oeu_miR399c UGCCAAAGGAGAUUUGCCCGG

oeu_miR399f UUUGCCAAAGGAGAAUUGCCC

oeu_miR399g GUGCAAUUCUCCUUUGGCAGA

oeu_miR399i UGCCAAAGGAGAGUUGCCCUA

oeu_miR403a UUAGAUUCACGCACAAACUCG

oeu_miR403b UUAGAUUCACGCACAAACUCG

oeu_miR403c UUAGAUUCACGCACAAACUCG

oeu_miR408 UGCACUGCCUCUUCCCUGGC

oeu_miR530a UGCAUUUGCACCUGCACC

# Supplementary material for: Genome-wide identification of alternate bearing-associated microRNAs (miRNAs) in olive (Olea europaea L.)
**Source:** BMC Plant Biol. 2013 Jan 15;13:10. doi: 10.1186/1471-2229-13-10
**Supplement:** Additional file 3 — The list of miRNA* sequences from six sRNA libraries.

**Additional file 2. Predicted secondary structures of the novel miRNA.** A total of 38 novel miRNA were detected in the six libraries. The mature miRNA sequences are shown in green color.

|  | **Structure** | **Initial ΔG kcal/mol** |
| --- | --- | --- |
| VK1-m0001 | 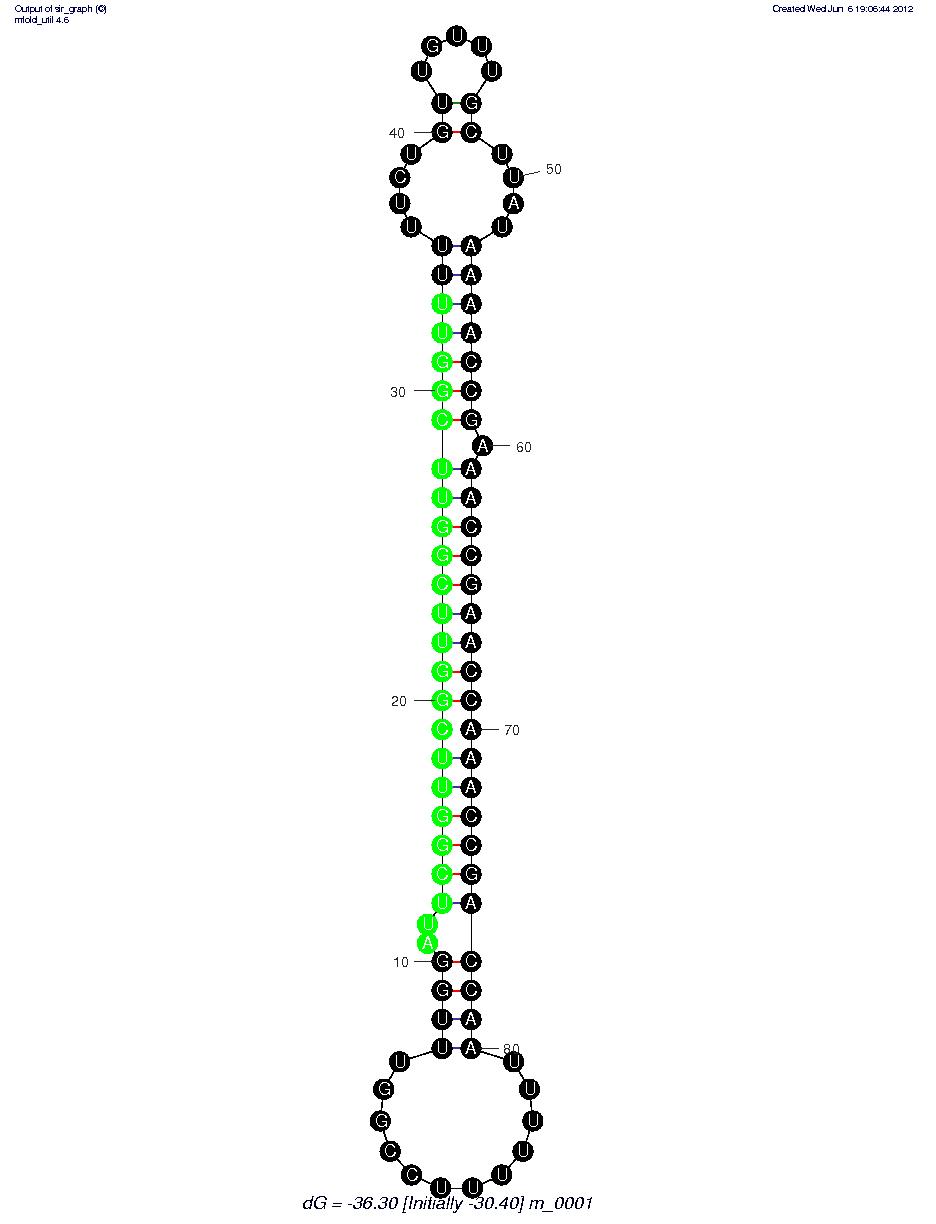 | -30.40 |
| VK1-m0002 | 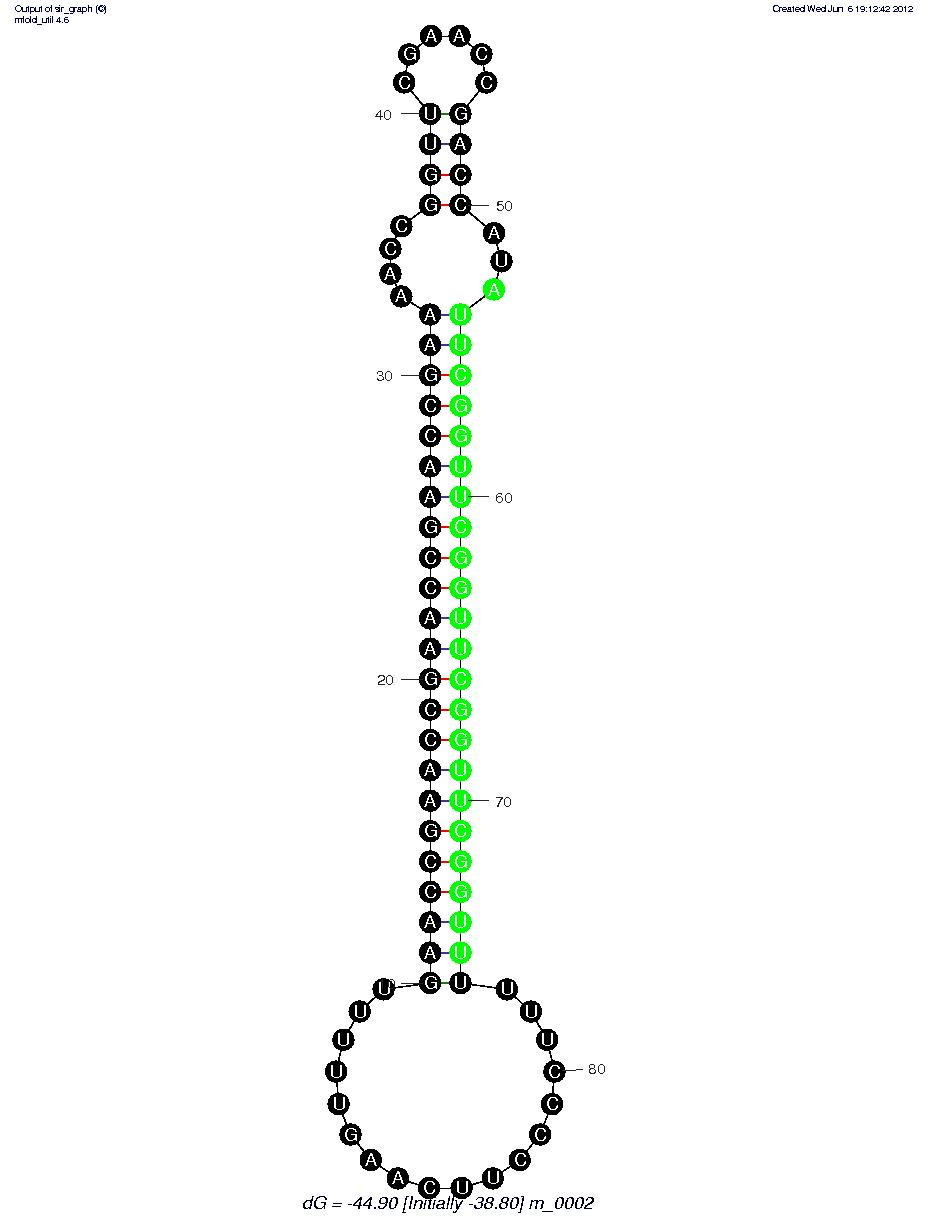 | -38.80 |
| VK1-m0003 | 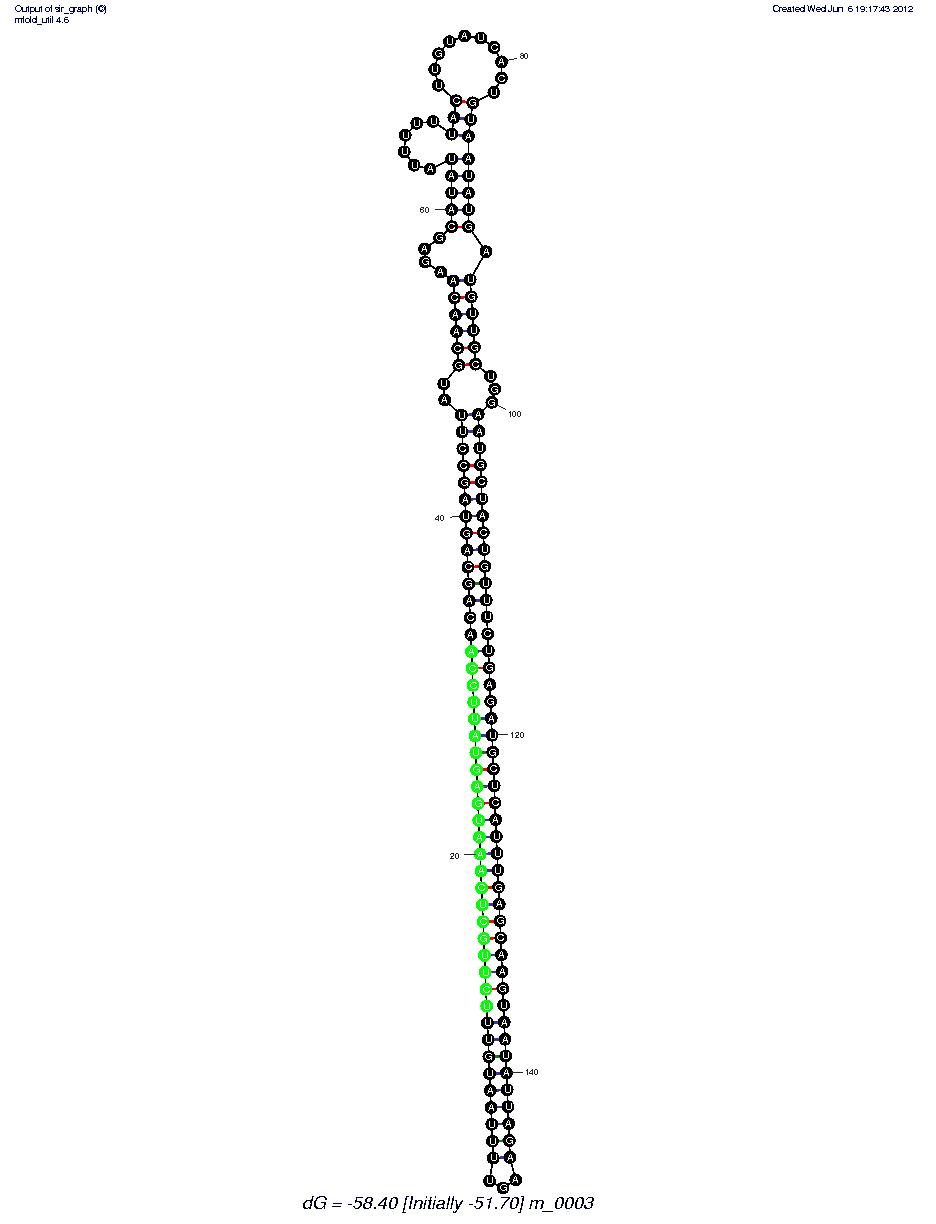 | -51.70 |
| VK1-m0004 | 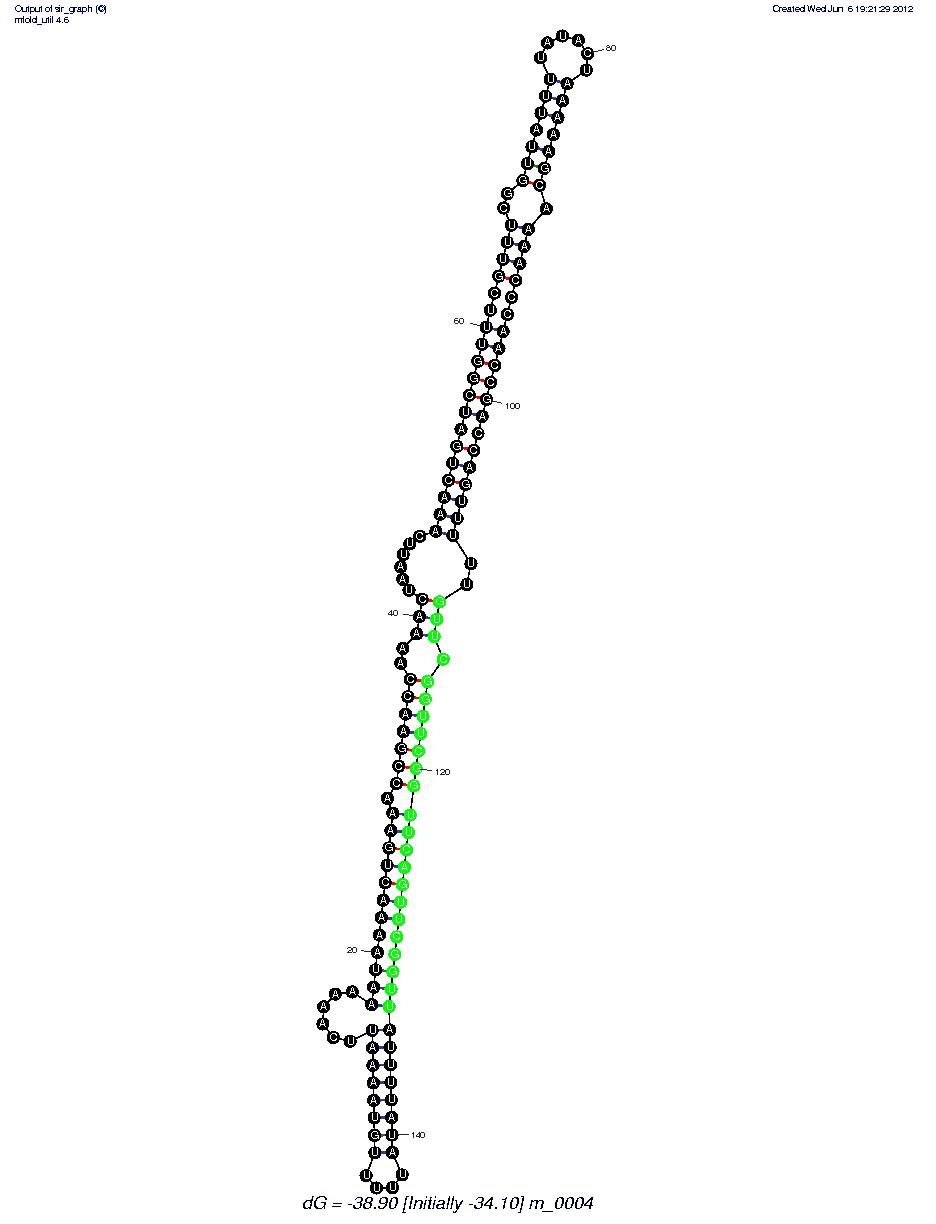 | -34.10 |
| VK1-m0005 | 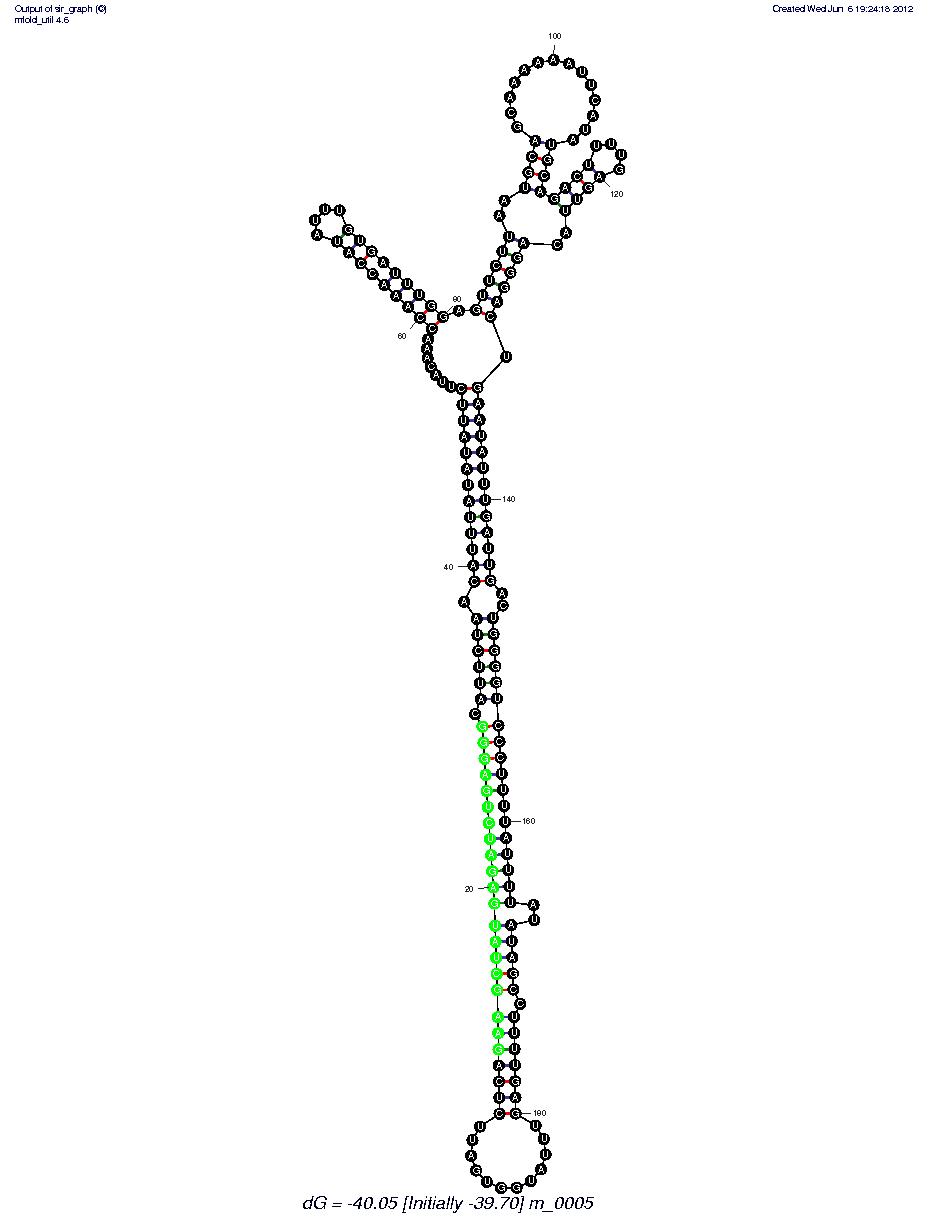 | -39.70 |
| VK1-m0006 | 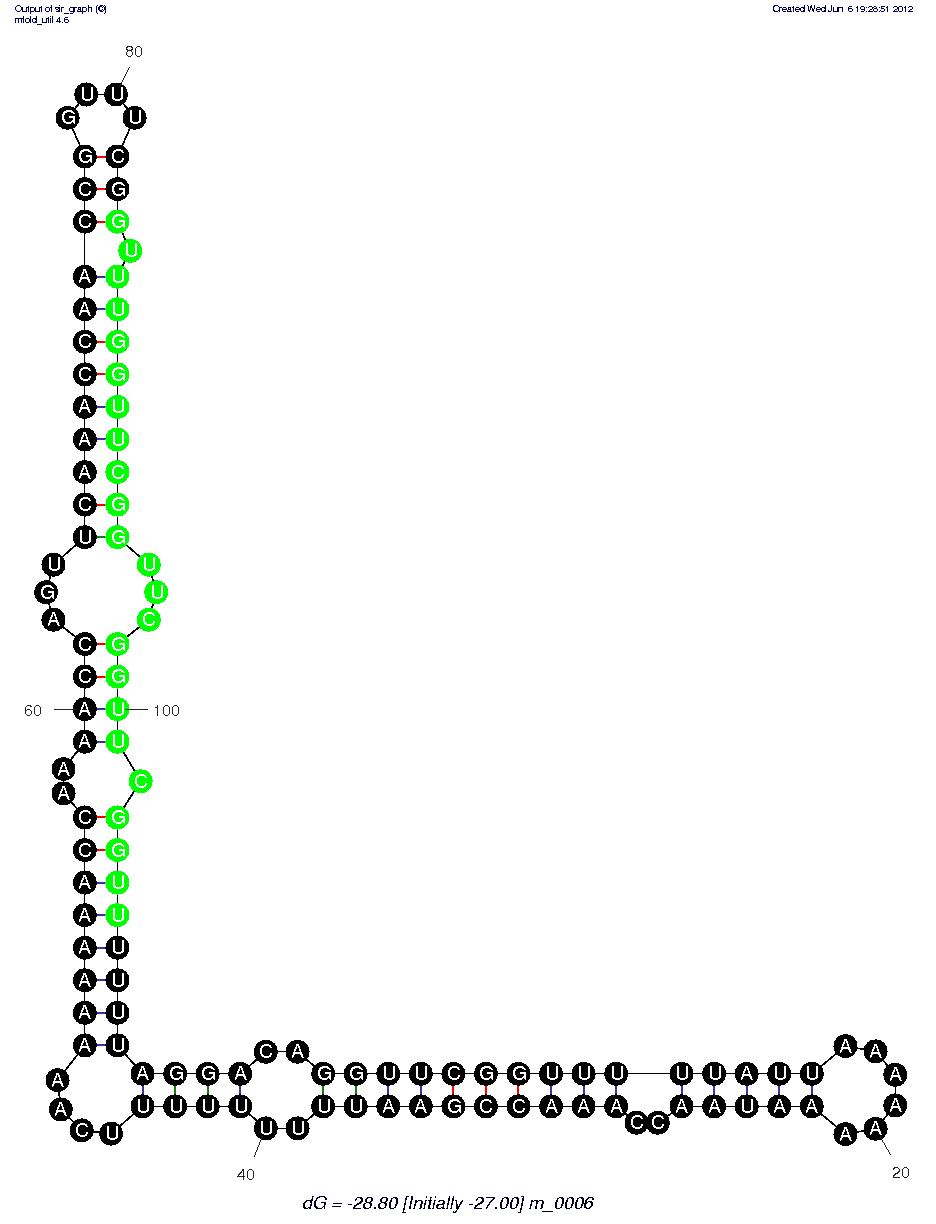 | -27.00 |
| VK1-m0007 | 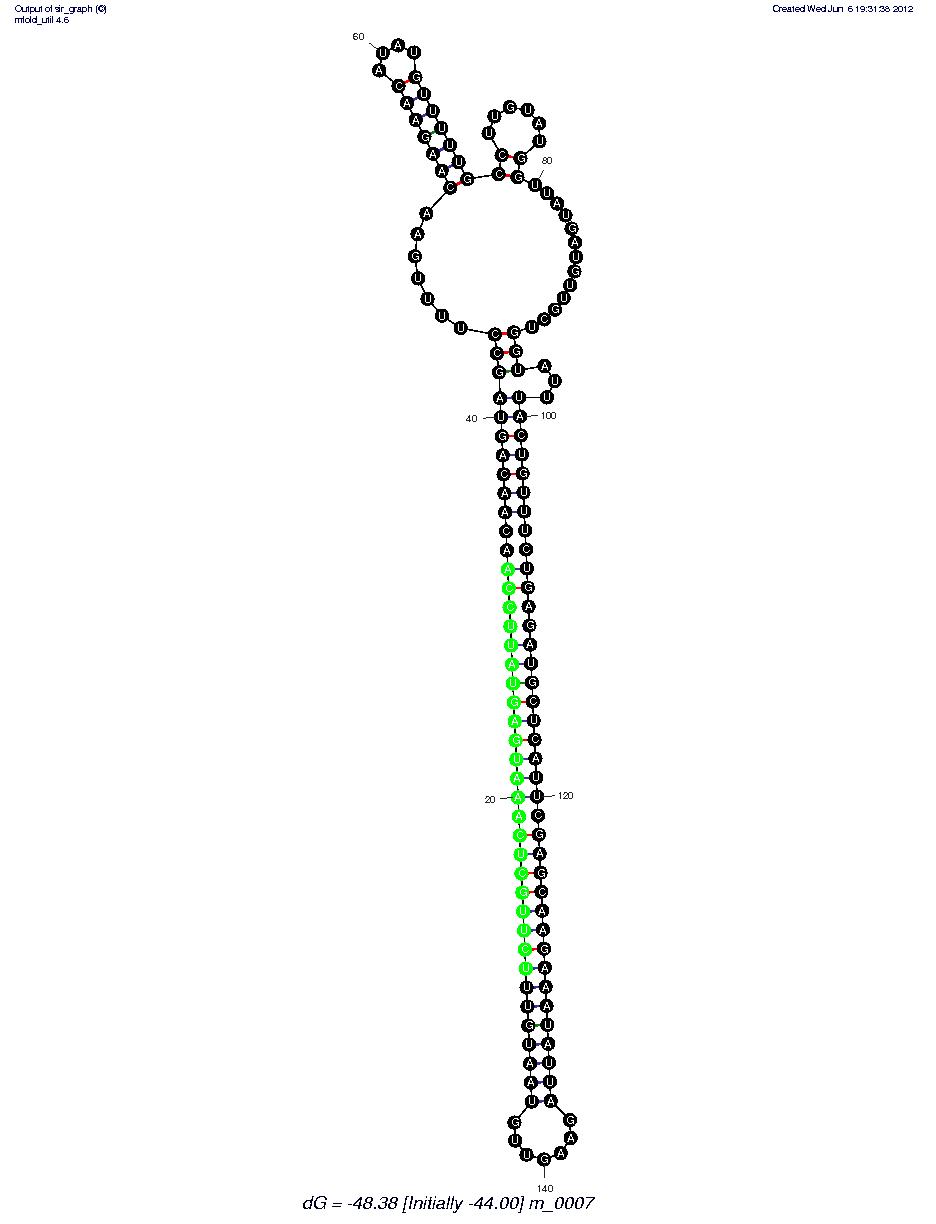 | -44.00 |
| VK1-m0008 | 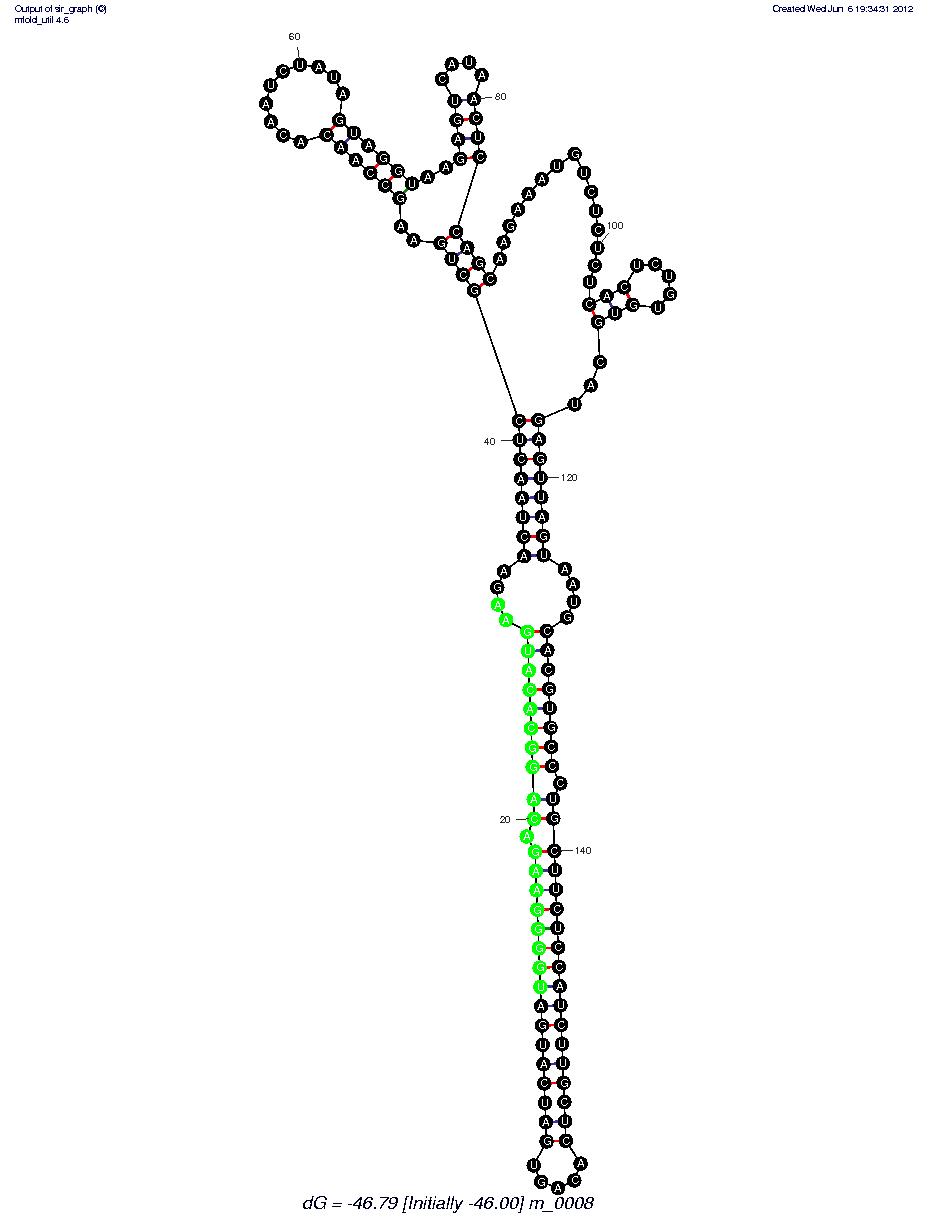 | -46.00 |
| VK1-m0009 | 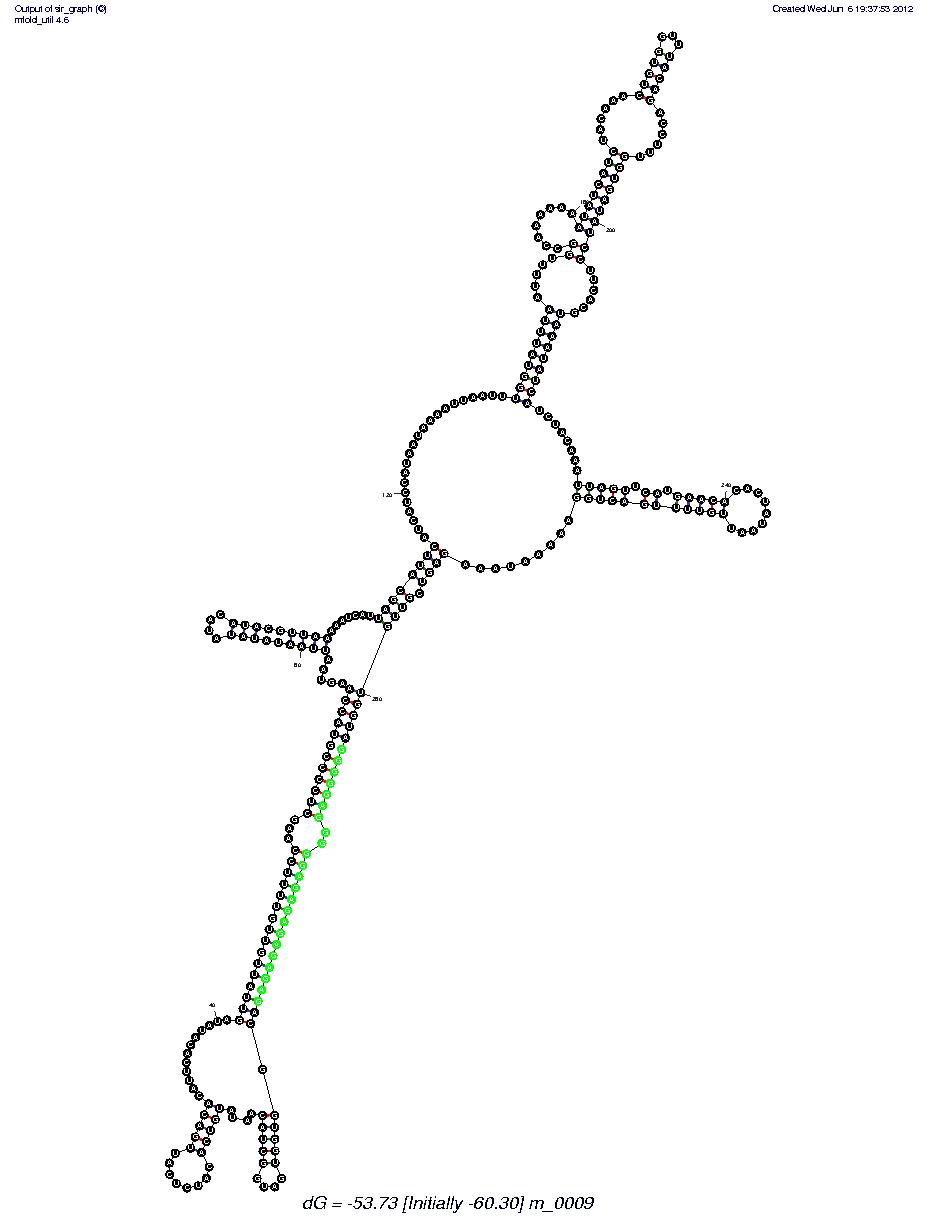 | -60.30 |
| VK1-m0010 | 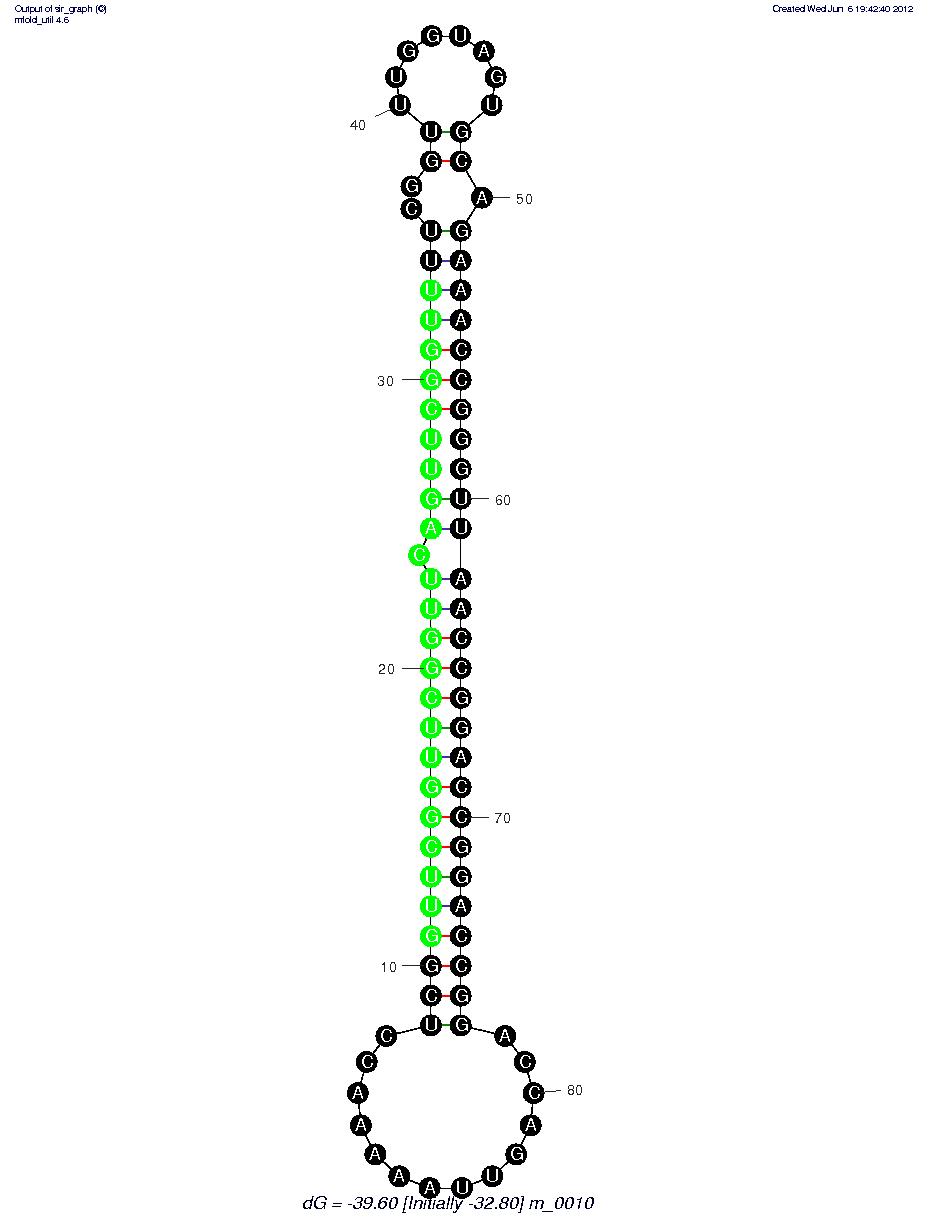 | -32.80 |
| VK1-m0011 | 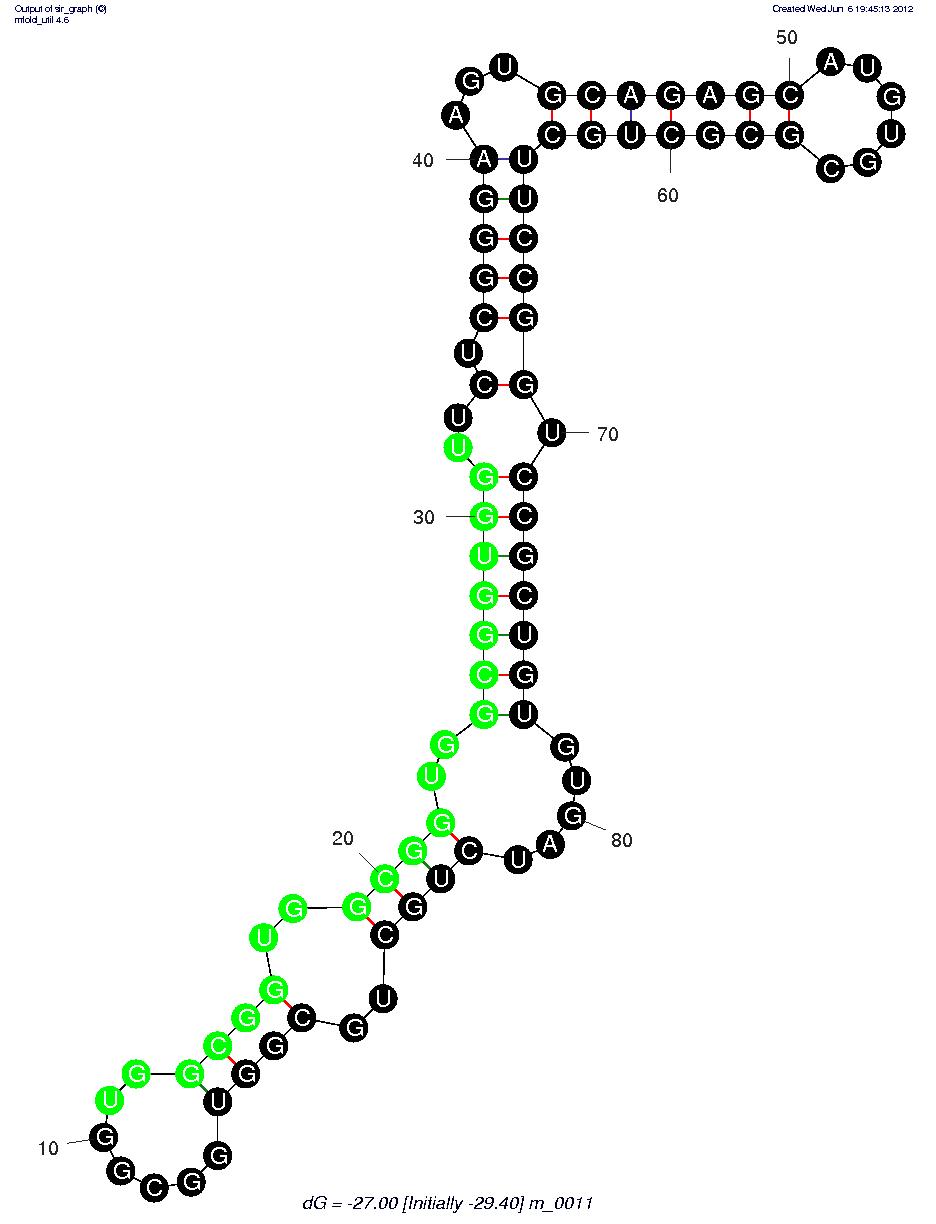 | -29.40 |
| VK1-m0012 | 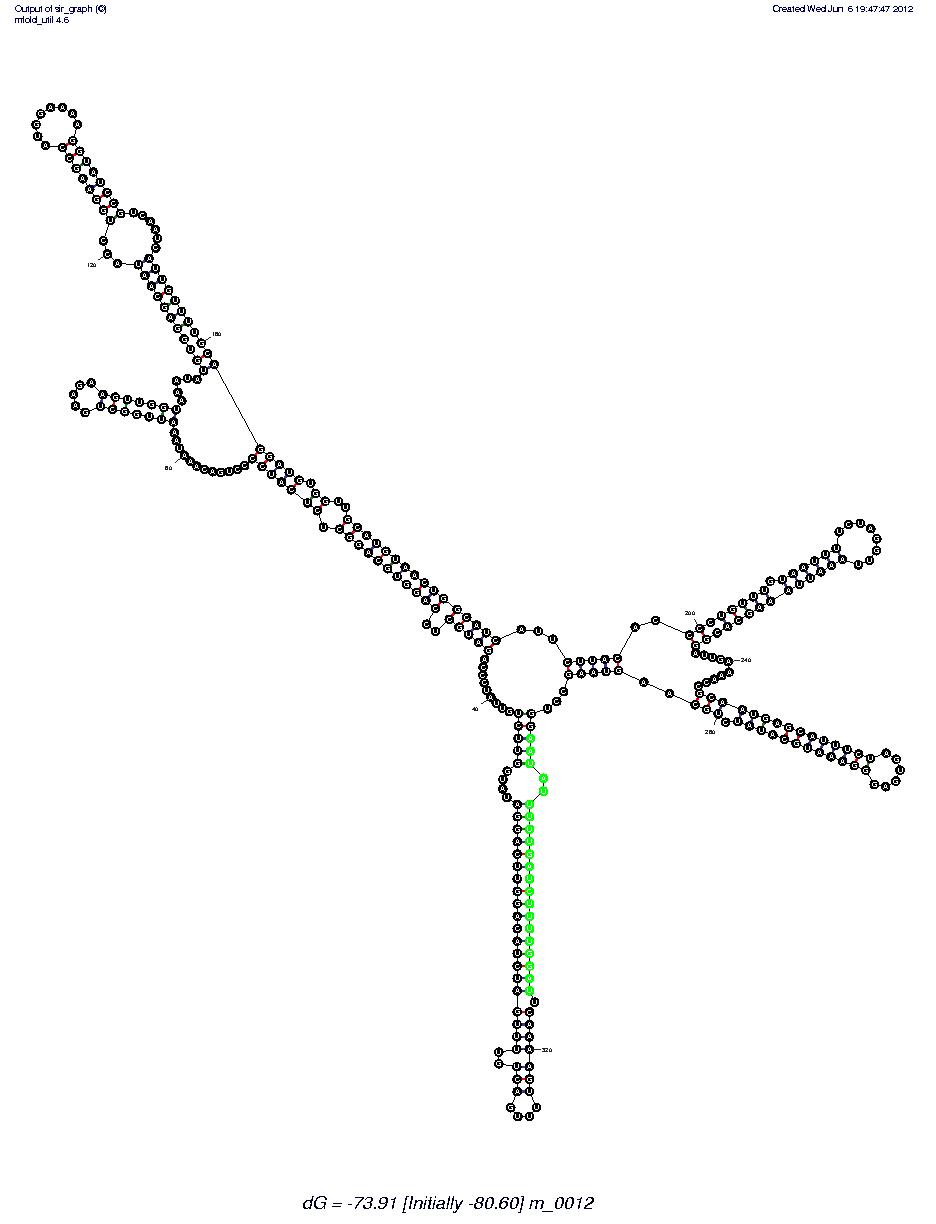 | -80.60 |
| VK1-m0013 | 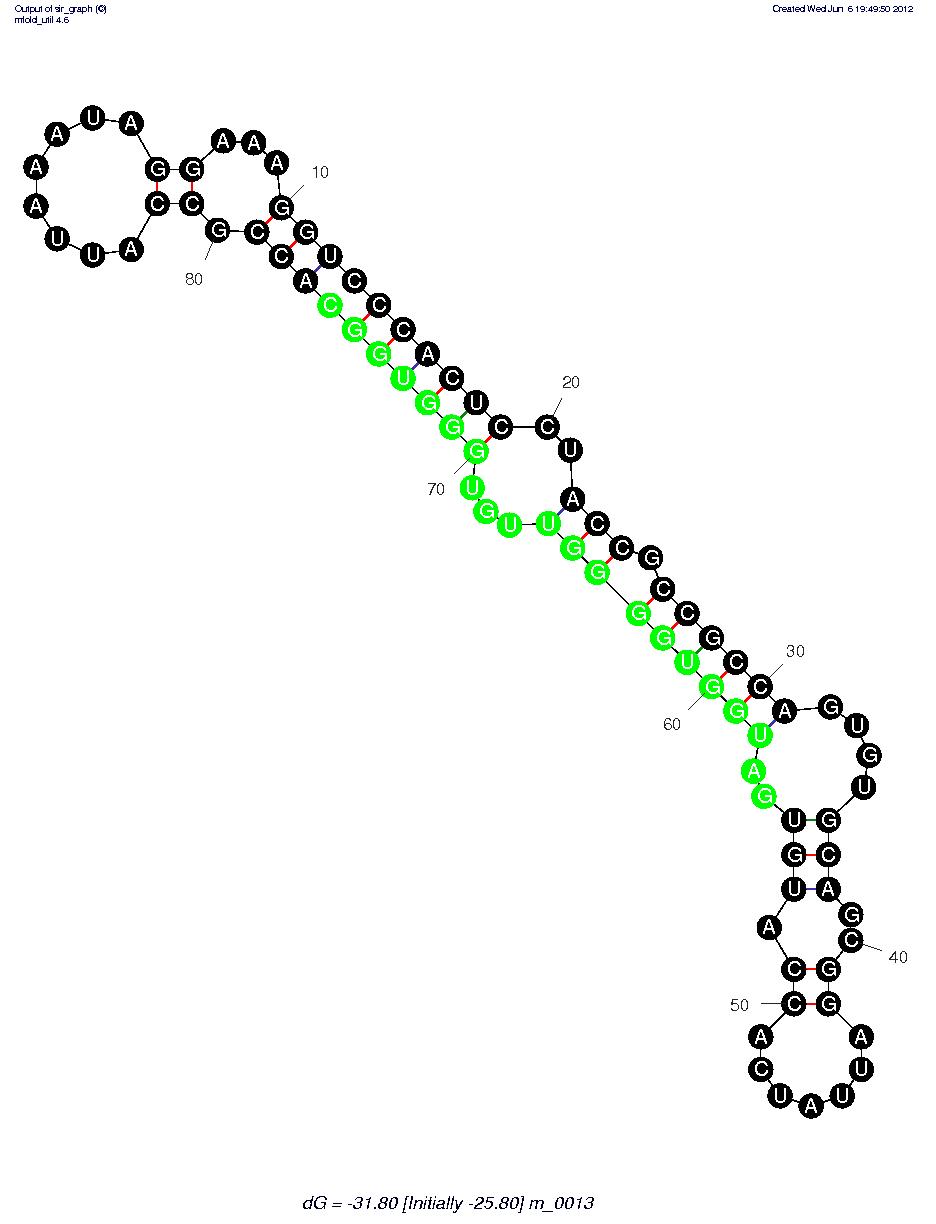 | -25.80 |
| VK1-m0014 | 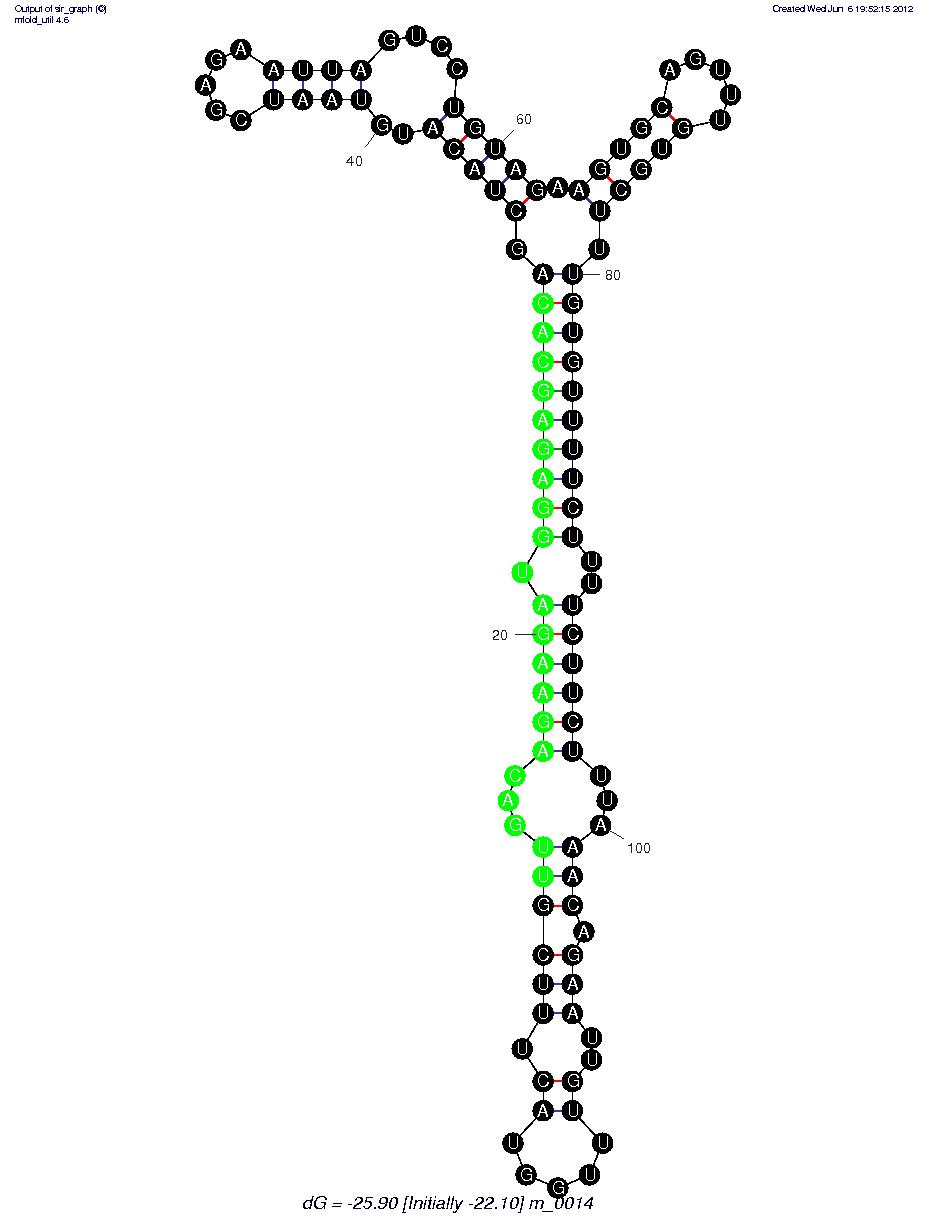 | -22.10 |
| VK1-m0015 | 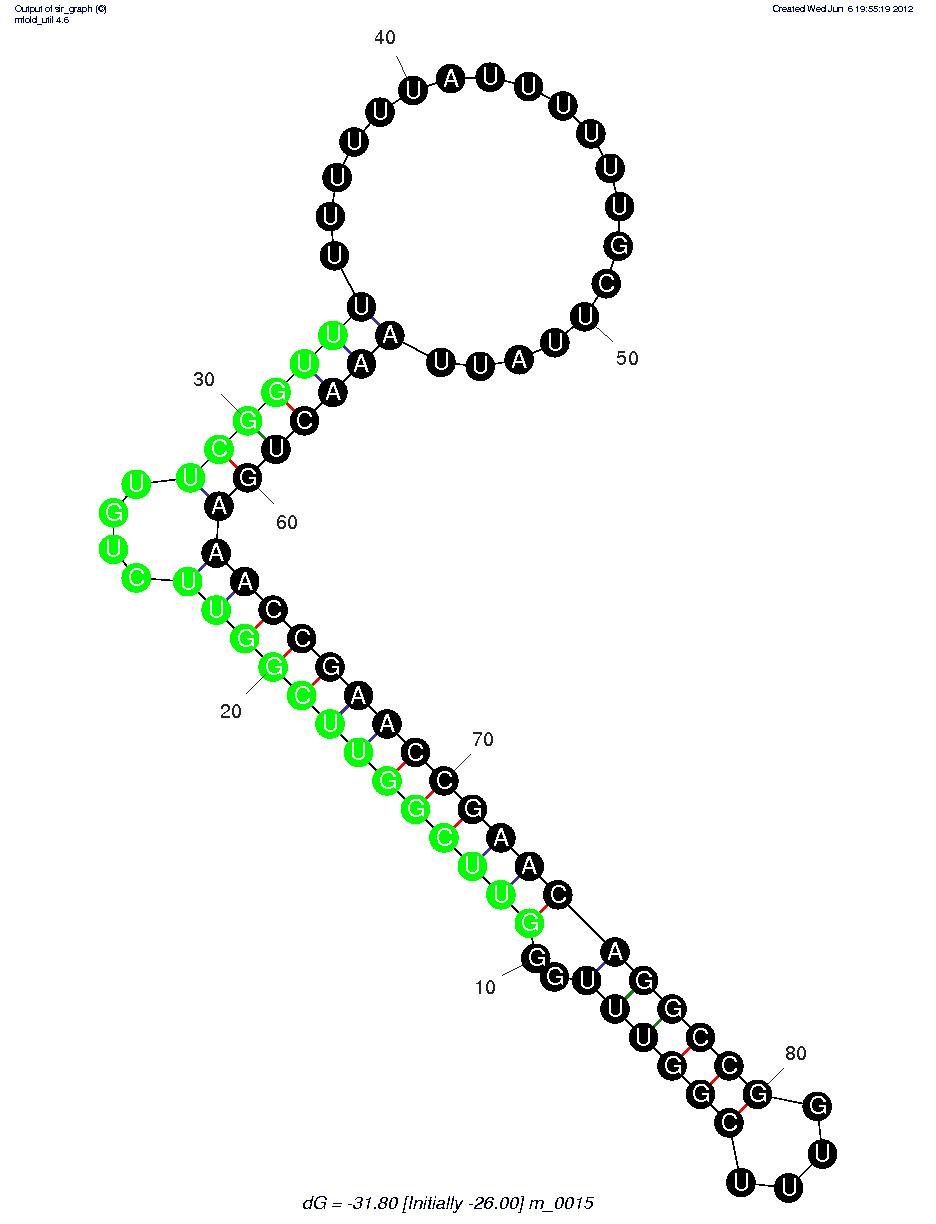 | -26.00 |
| VK1-m0016 | 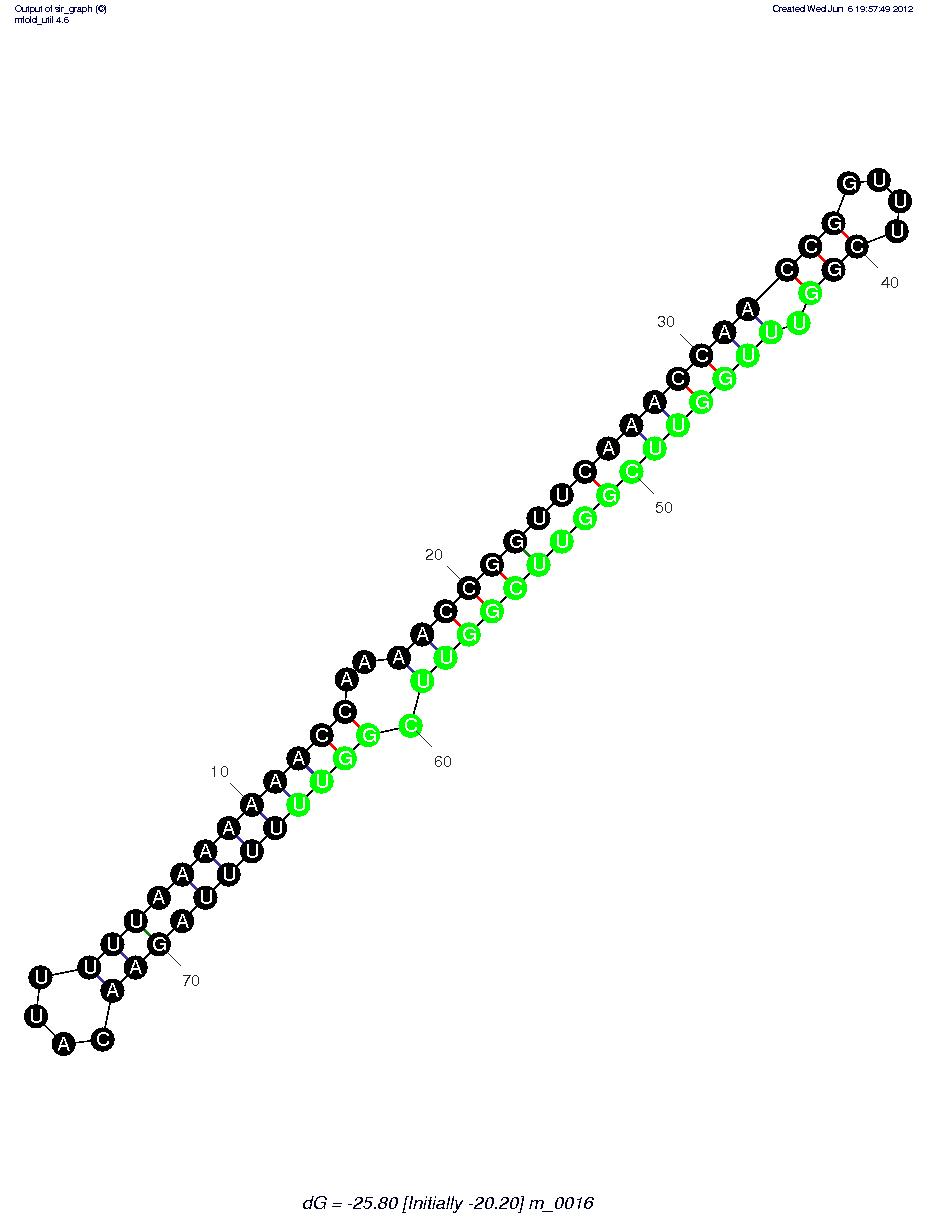 | -20.20 |
| VK1-m0017 | 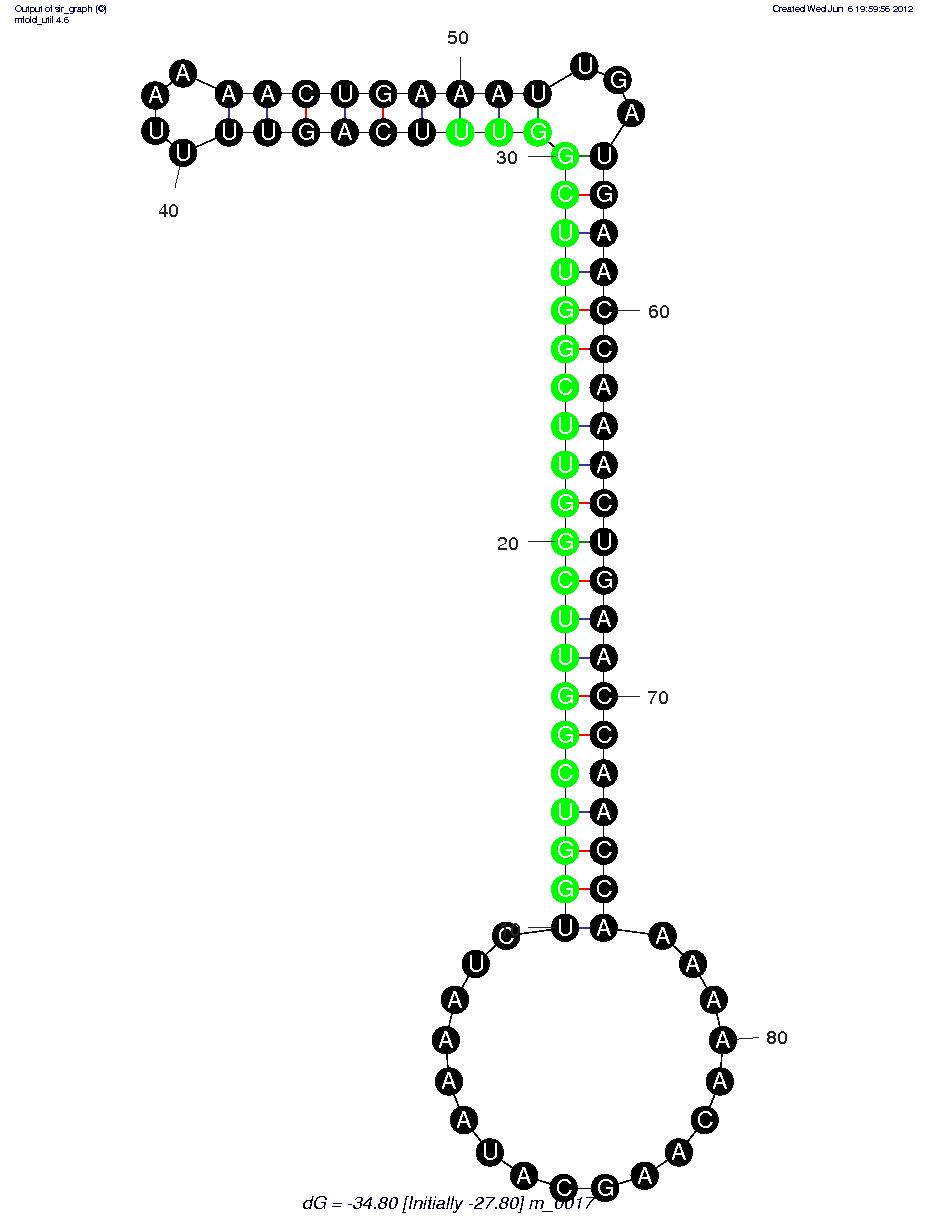 | -27.80 |
| VK1-m0018 | 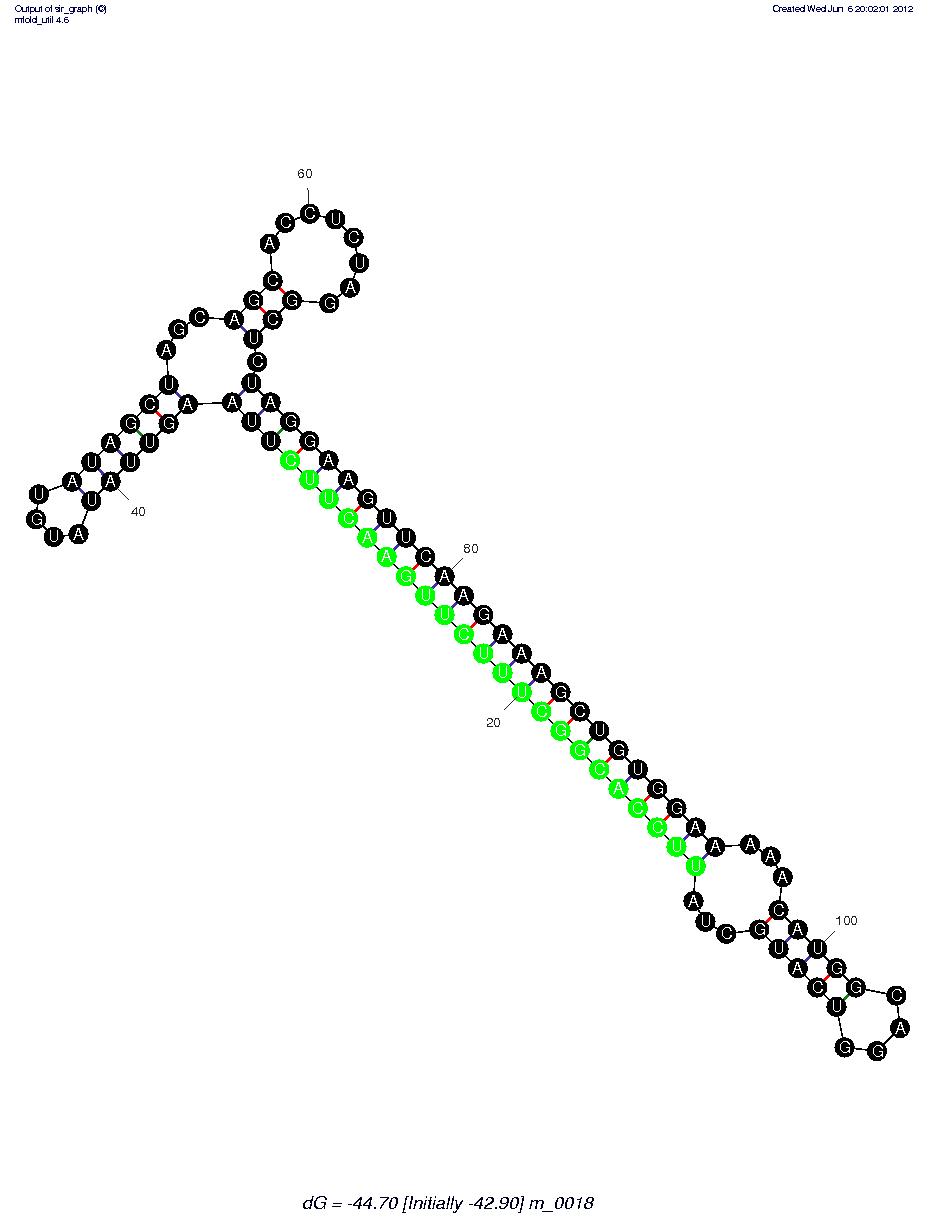 | -42.90 |
| VK1-m0019 | 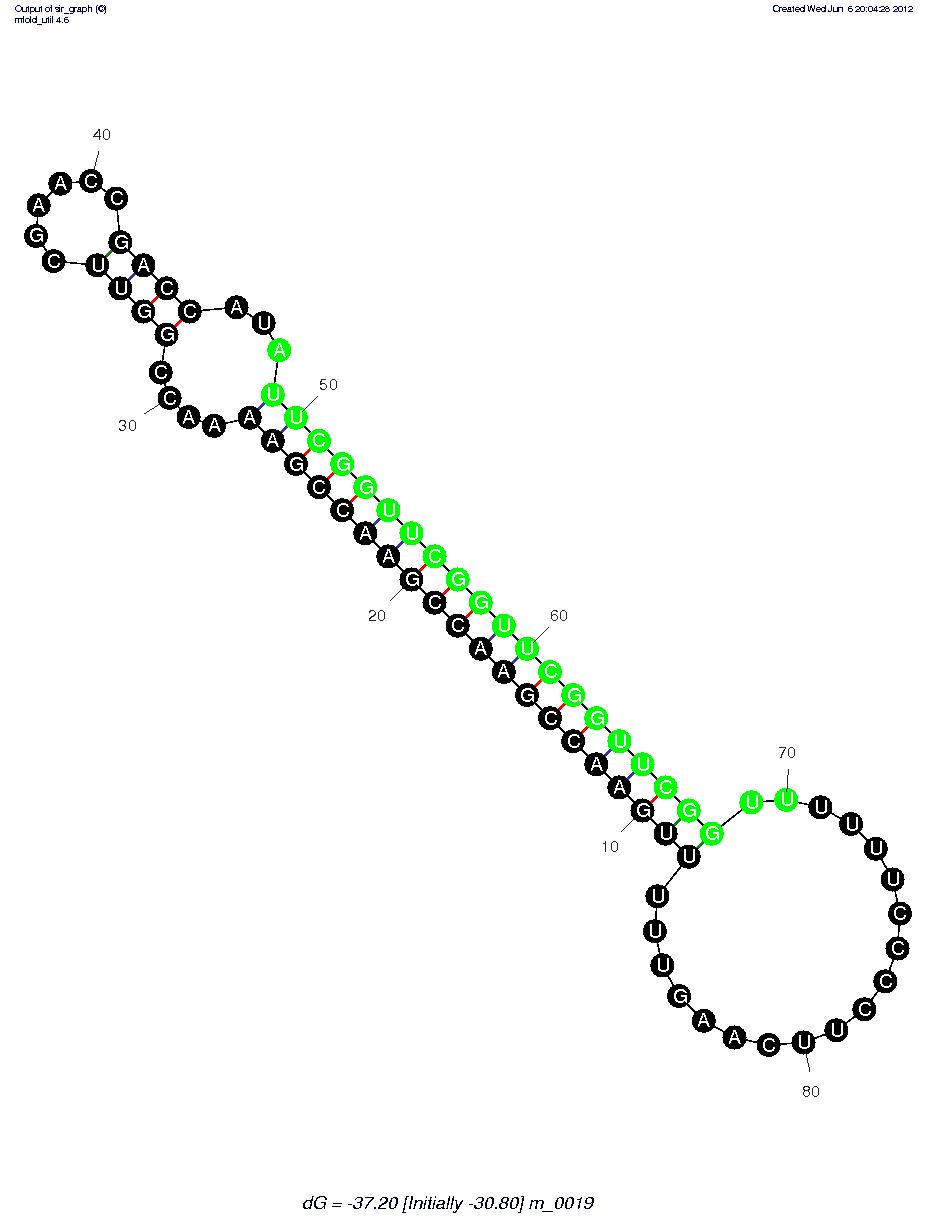 | -30.80 |
| VK1-m0020 | 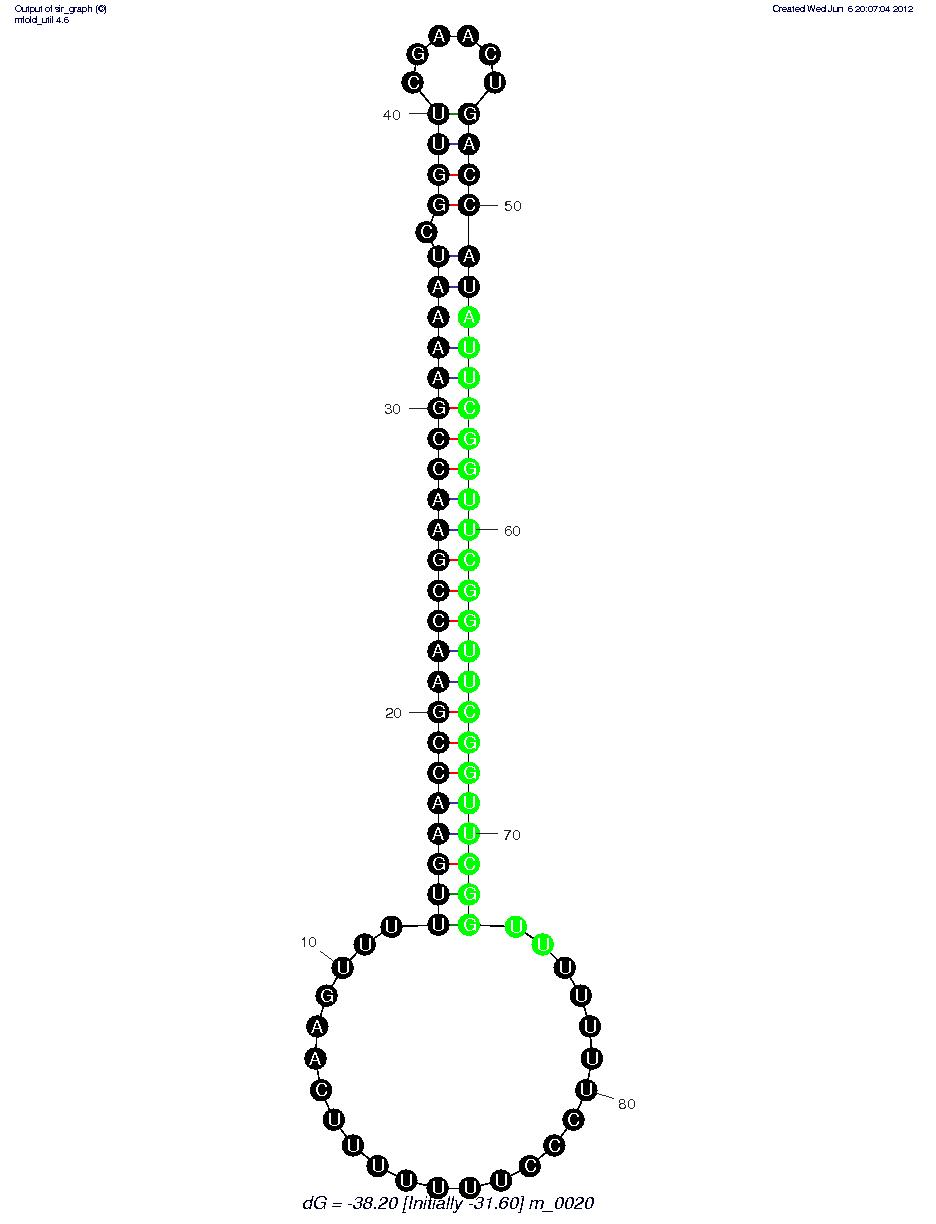 | -31.60 |
| VK1-m0021 | 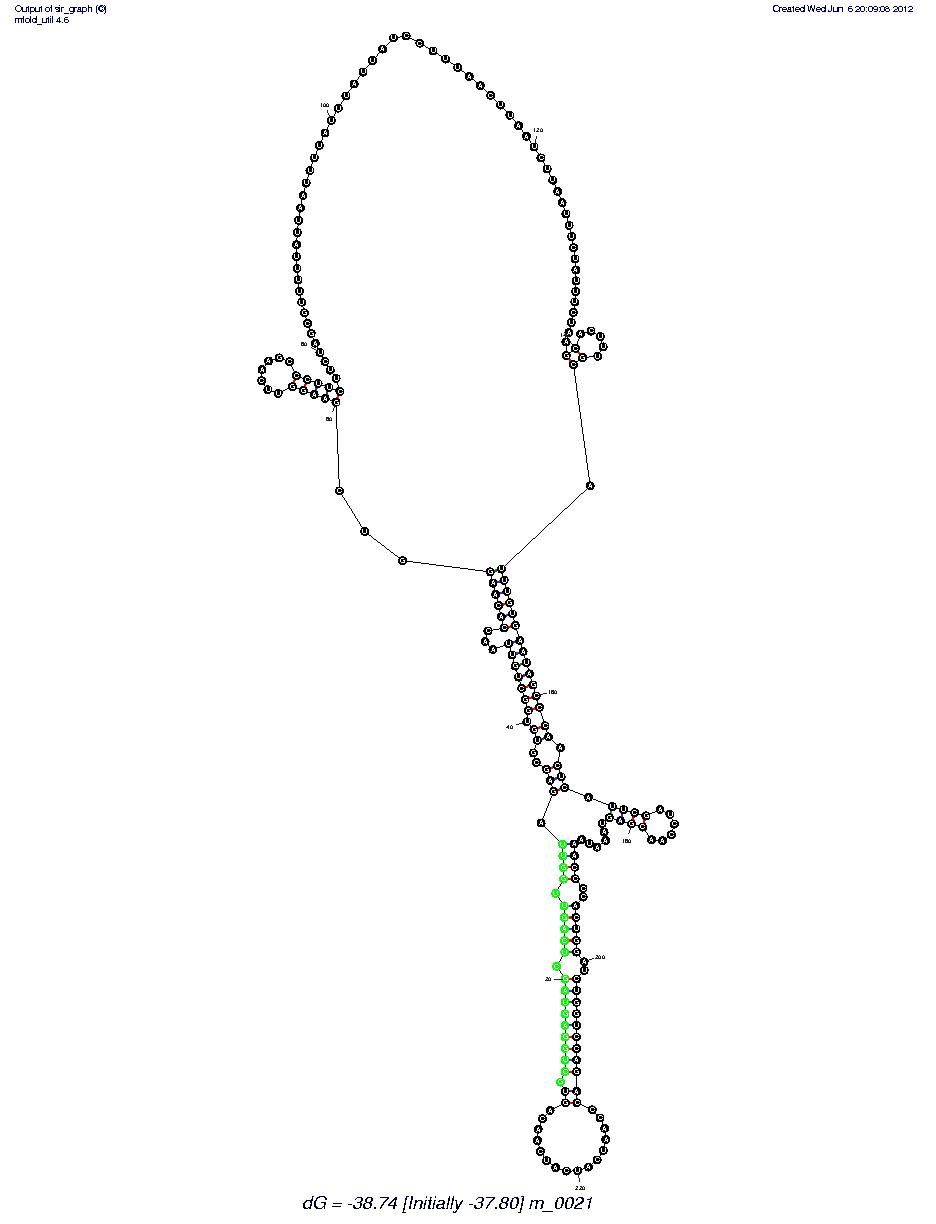 | -37.80 |
| VK1-m0022 | 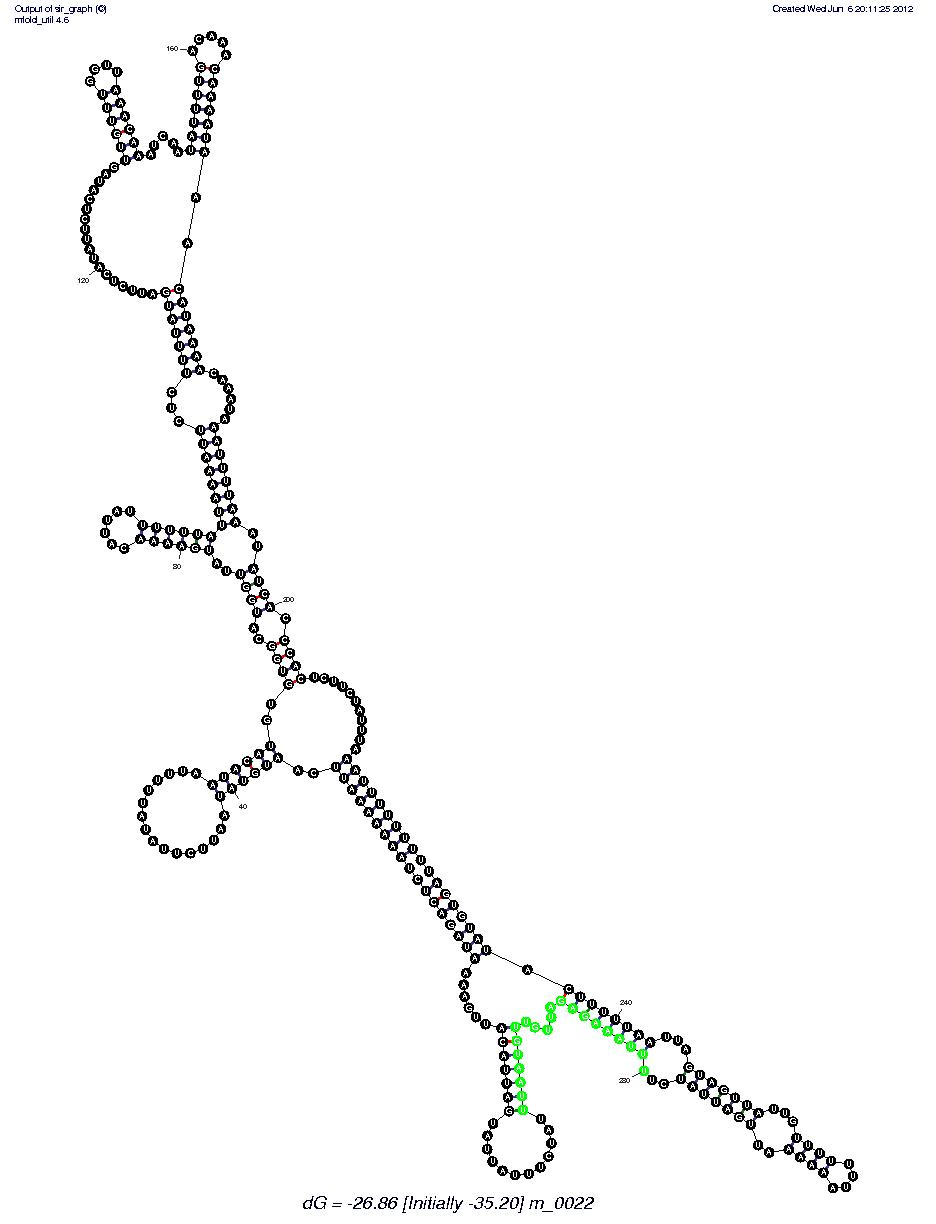 | -35.20 |
| VK1-m0023 | 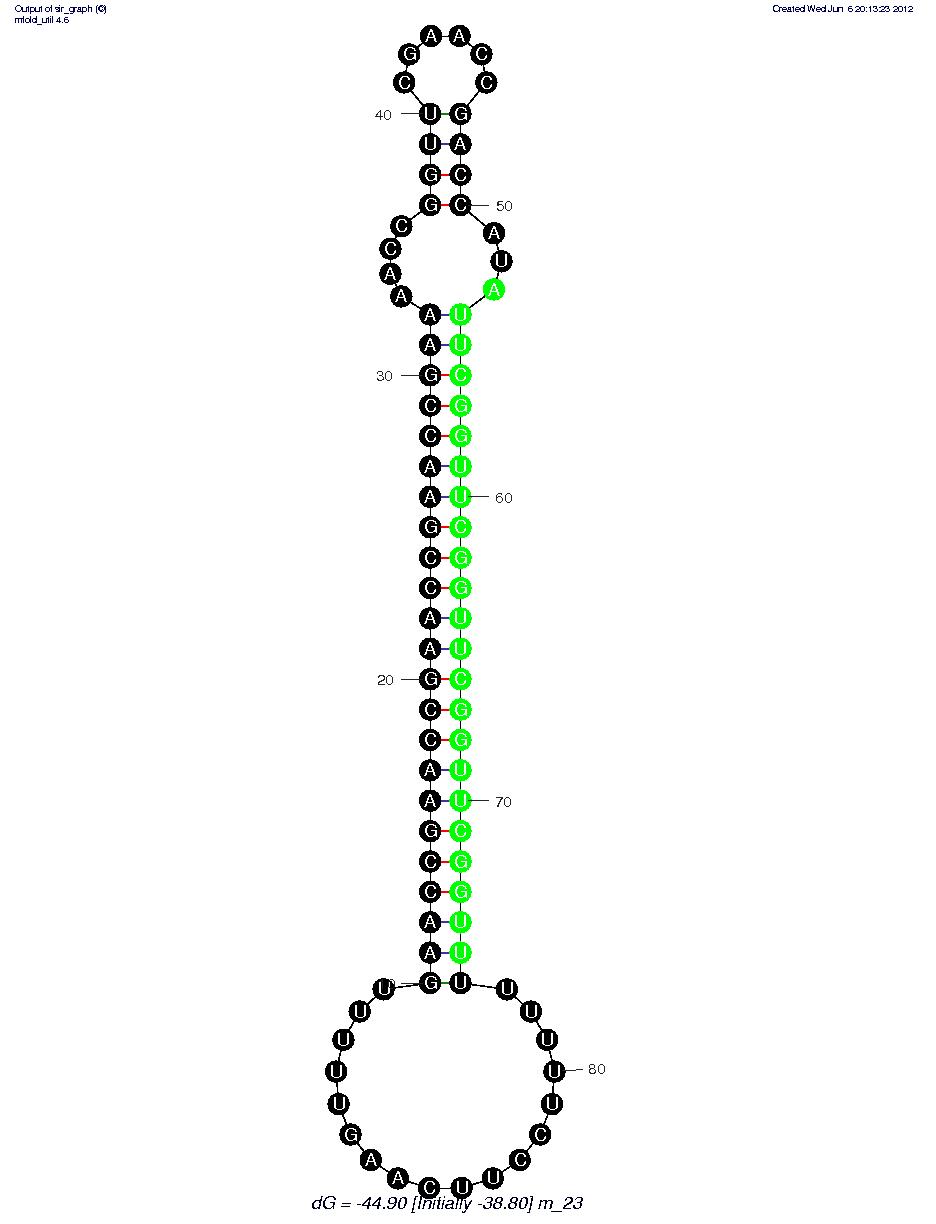 | -38.80 |
| VK1-m0024 | 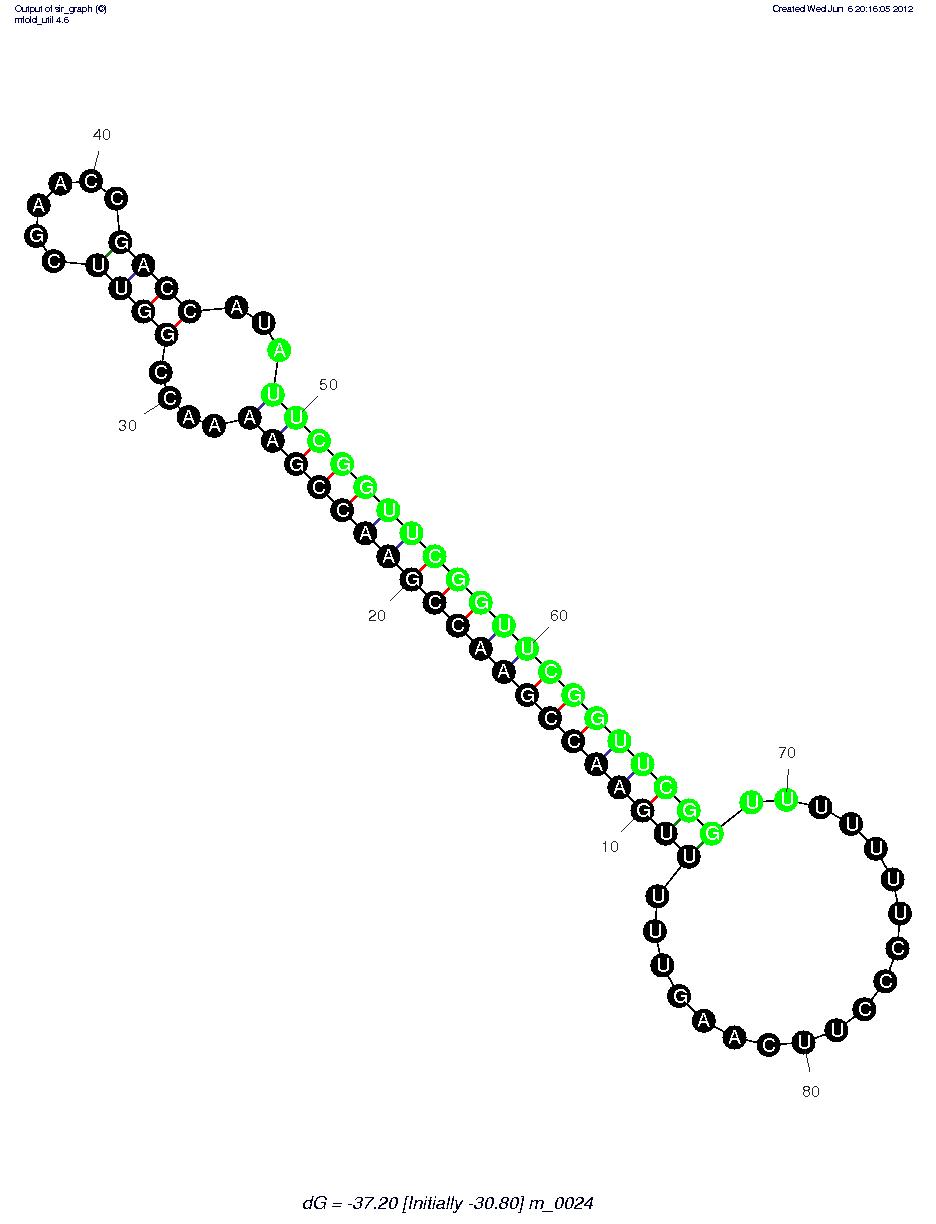 | -30.80 |
| VK1-m0025 | 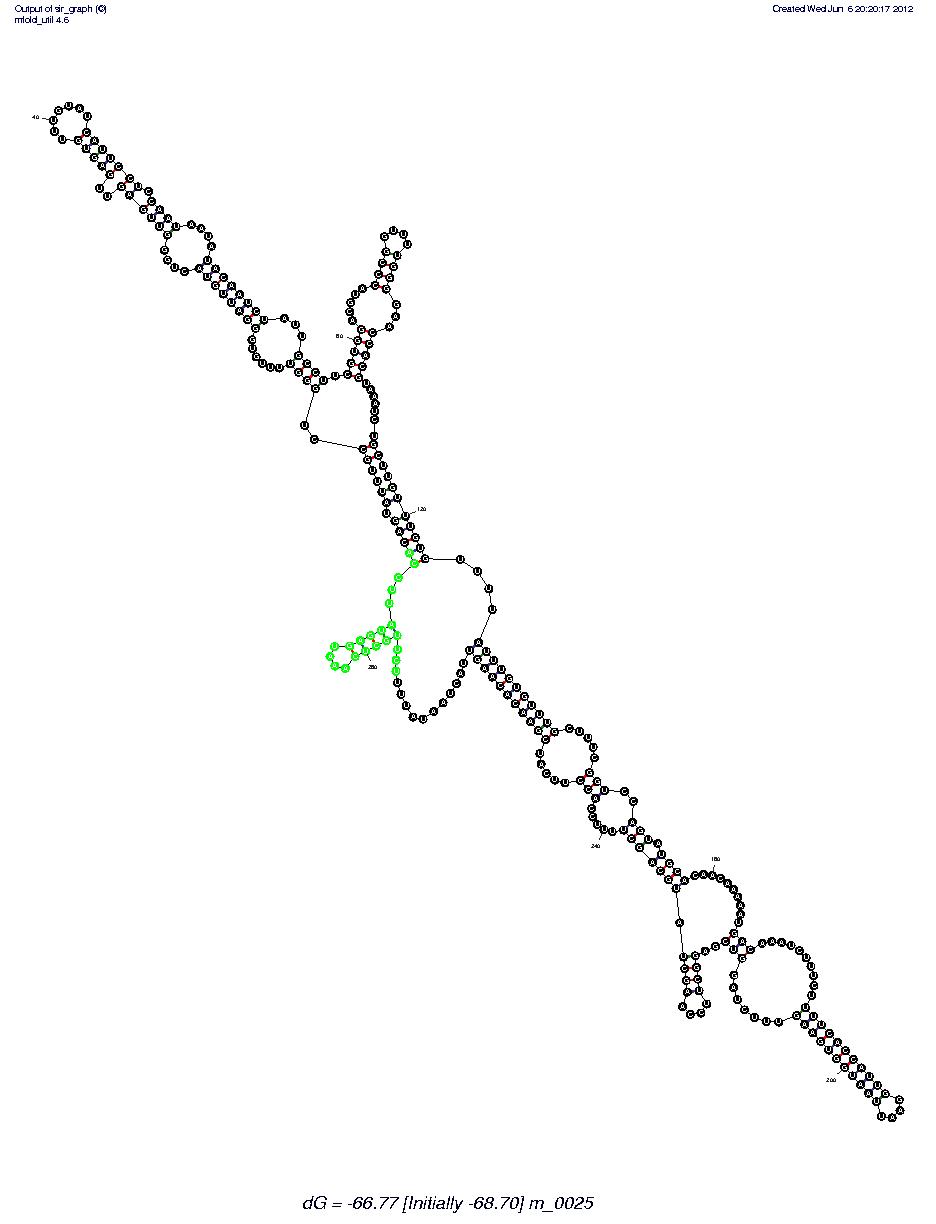 | -68.70 |
| VK1-m0026 | 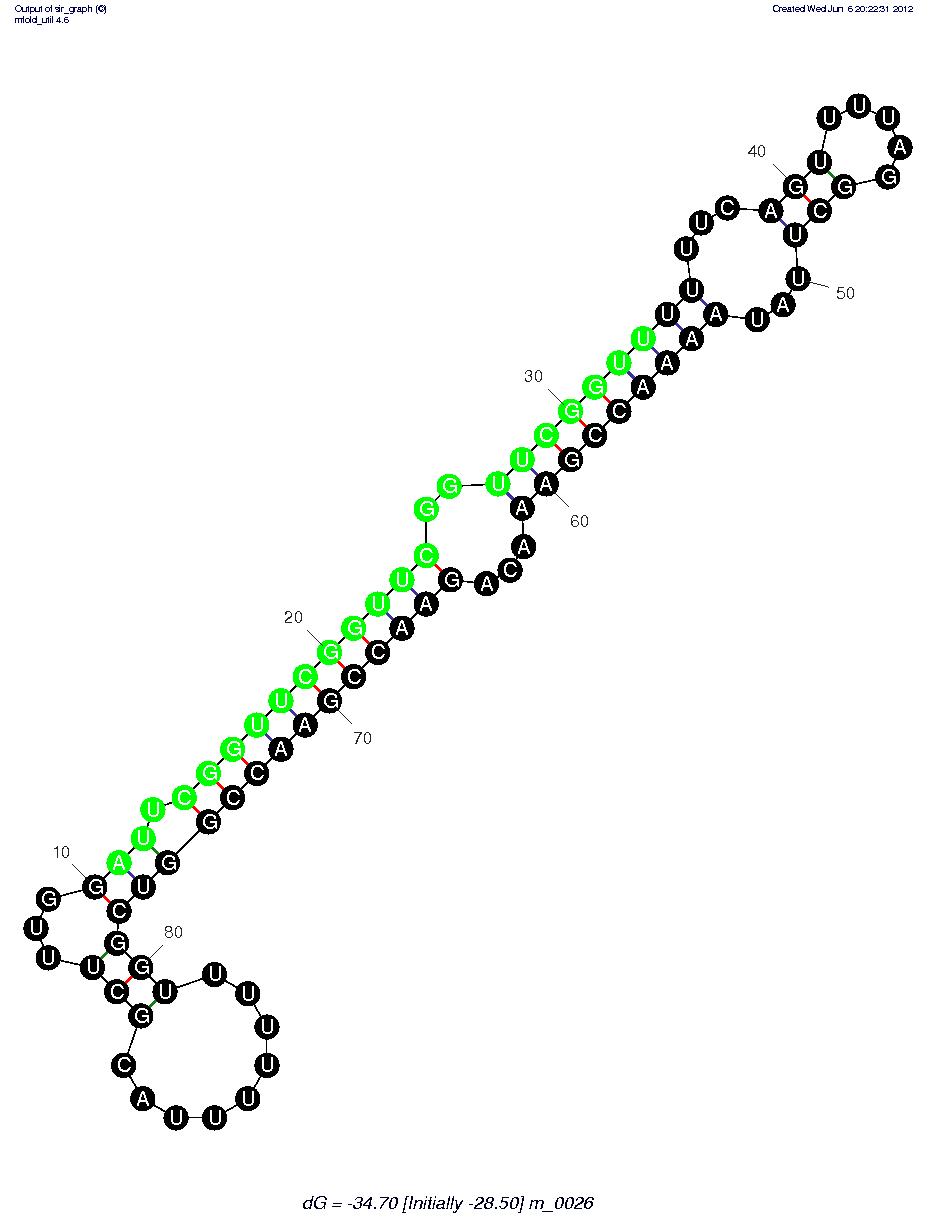 | -28.50 |
| VK1-m0027 | 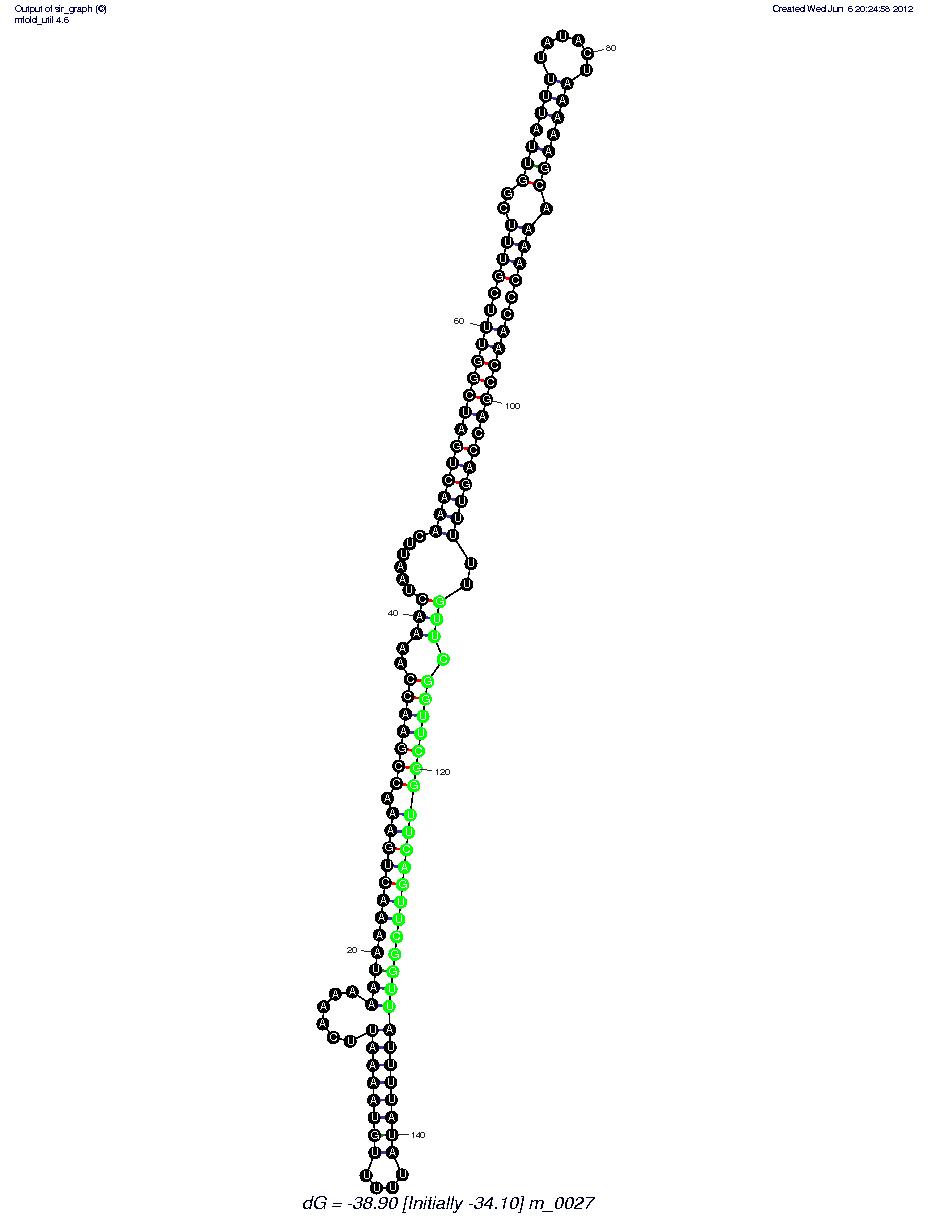 | -34.10 |
|  |  |  |

# Supplementary material for: Genome-wide identification of alternate bearing-associated microRNAs (miRNAs) in olive (Olea europaea L.)
**Source:** BMC Plant Biol. 2013 Jan 15;13:10. doi: 10.1186/1471-2229-13-10
**Supplement:** Additional file 4 — Gene ontology terms of biological function and molecular processes of miRNA targets. Members of 22 conserved miRNA families were involved in diverse biological functions and processes.

**Additional file 3: Gene ontology terms of biological function and molecular processes of miRNA targets. Members of 22 conserved miRNA families were involved in diverse biological functions and processes.**

# Supplementary material for: Genome-wide identification of alternate bearing-associated microRNAs (miRNAs) in olive (Olea europaea L.)
**Source:** BMC Plant Biol. 2013 Jan 15;13:10. doi: 10.1186/1471-2229-13-10
**Supplement:** Additional file 5 — The most abundant gene ontology terms from the biological function ontology. Eight ontology terms were found with significant abundance (p <0.05).

**Additional file 4: The** **most abundant gene ontology terms from biological function ontology.** Eight ontology terms were found with significant abundance (p<0.05).

|  | **HM** | | | **OM** | | | **VK** | | | **VT** | | | **YK** | | | **YT** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Gene Ontology Term** | **Cluster frequency** | **Genome frequency of use** | **Corrected P-value** | **Cluster frequency** | **Genome frequency of use** | **Corrected P-value** | **Cluster frequency** | **Genome frequency of use** | **Corrected P-value** | **Cluster frequency** | **Genome frequency of use** | **Corrected P-value** | **Cluster frequency** | **Genome frequency of use** | **Corrected P-value** | **Cluster frequency** | **Genome frequency of use** | **Corrected P-value** |
| [**oxidoreductase activity, acting on diphenols and related substances as donors, oxygen as acceptor**](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=query&query=GO:0016682&search_constraint=terms) | 33 out of 228 genes, 14.5% | 105 out of 25596 genes, 0.4% | 3.02E-40 | 33 out of 216 genes, 15.3% | 105 out of 25596 genes, 0.4% | 4.26E-41 | 33 out of 241 genes, 13.7% | 105 out of 25596 genes, 0.4% | 1.95E-39 | 33 out of 280 genes, 11.8% | 105 out of 25596 genes, 0.4% | 3.65E-37 | 33 out of 278 genes, 11.9% | 105 out of 25596 genes, 0.4% | 2.90E-37 | 33 out of 263 genes, 12.5% | 105 out of 25596 genes, 0.4% | 4.21E-38 |
| [**oxidoreductase activity, acting on diphenols and related substances as donors**](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=query&query=GO:0016679&search_constraint=terms) | 33 out of 228 genes, 14.5% | 110 out of 25596 genes, 0.4% | 1.80E-39 | 33 out of 216 genes, 15.3% | 110 out of 25596 genes, 0.4% | 2.55E-40 | 33 out of 241 genes, 13.7% | 110 out of 25596 genes, 0.4% | 1.16E-38 | 33 out of 280 genes, 11.8% | 110 out of 25596 genes, 0.4% | 2.16E-36 | 33 out of 278 genes, 11.9% | 110 out of 25596 genes, 0.4% | 1.71E-36 | 33 out of 263 genes, 12.5% | 110 out of 25596 genes, 0.4% | 2.50E-37 |
| [**oxidoreductase activity**](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=query&query=GO:0016491&search_constraint=terms) | 71 out of 228 genes, 31.1% | 3177 out of 25596 genes, 12.4% | 8.37E-12 | 70 out of 216 genes, 32.4% | 3177 out of 25596 genes, 12.4% | 1.26E-12 | 70 out of 241 genes, 29.0% | 3177 out of 25596 genes, 12.4% | 4.81E-10 | 73 out of 280 genes, 26.1% | 3177 out of 25596 genes, 12.4% | 4.51E-08 | 73 out of 278 genes, 26.3% | 3177 out of 25596 genes, 12.4% | 3.23E-08 | 72 out of 263 genes, 27.4% | 3177 out of 25596 genes, 12.4% | 5.35E-09 |
| [**alcohol binding**](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=query&query=GO:0043178&search_constraint=terms) | 4 out of 228 genes, 1.8% | 8 out of 25596 genes, 0.0% | 5.38E-05 | 4 out of 216 genes, 1.9% | 8 out of 25596 genes, 0.0% | 4.06E-05 | 4 out of 241 genes, 1.7% | 8 out of 25596 genes, 0.0% | 6.30E-05 | 4 out of 280 genes, 1.4% | 8 out of 25596 genes, 0.0% | 0.00012 | 4 out of 278 genes, 1.4% | 8 out of 25596 genes, 0.0% | 0.00011 | 218 out of 263 genes, 82.9% | 17286 out of 25596 genes, 67.5% | 1.62E-06 |
| [**binding**](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=query&query=GO:0005488&search_constraint=terms) | 187 out of 228 genes, 82.0% | 17286 out of 25596 genes, 67.5% | 7.91E-05 | 177 out of 216 genes, 81.9% | 17286 out of 25596 genes, 67.5% | 0.00016 | 200 out of 241 genes, 83.0% | 17286 out of 25596 genes, 67.5% | 5.06E-06 | 226 out of 280 genes, 80.7% | 17286 out of 25596 genes, 67.5% | 6.87E-05 | 225 out of 278 genes, 80.9% | 17286 out of 25596 genes, 67.5% | 4.89E-05 | 4 out of 263 genes, 1.5% | 8 out of 25596 genes, 0.0% | 9.37E-05 |
| [**hormone binding**](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=query&query=GO:0042562&search_constraint=terms) | 4 out of 228 genes, 1.8% | 9 out of 25596 genes, 0.0% | 9.62E-05 | 4 out of 216 genes, 1.9% | 9 out of 25596 genes, 0.0% | 7.27E-05 | 4 out of 241 genes, 1.7% | 9 out of 25596 genes, 0.0% | 0.00011 | 4 out of 280 genes, 1.4% | 9 out of 25596 genes, 0.0% | 0.00021 | 4 out of 278 genes, 1.4% | 9 out of 25596 genes, 0.0% | 0.00021 | 4 out of 263 genes, 1.5% | 9 out of 25596 genes, 0.0% | 0.00016 |
| [**nucleic acid binding**](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=query&query=GO:0003676&search_constraint=terms) | 59 out of 228 genes, 25.9% | 3926 out of 25596 genes, 15.3% | 0.00322 | 59 out of 216 genes, 27.3% | 3926 out of 25596 genes, 15.3% | 0.00051 | 68 out of 241 genes, 28.2% | 3926 out of 25596 genes, 15.3% | 2.68E-05 | 73 out of 280 genes, 26.1% | 3926 out of 25596 genes, 15.3% | 0.00028 | 75 out of 278 genes, 27.0% | 3926 out of 25596 genes, 15.3% | 5.05E-05 | 70 out of 263 genes, 26.6% | 3926 out of 25596 genes, 15.3% | 0.0002 |
| [**transition metal ion binding**](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=query&query=GO:0046914&search_constraint=terms) | 56 out of 228 genes, 24.6% | 3709 out of 25596 genes, 14.5% | 0.00489 | 52 out of 216 genes, 24.1% | 3709 out of 25596 genes, 14.5% | 0.01474 |  |  |  | 62 out of 280 genes, 22.1% | 3709 out of 25596 genes, 14.5% | 0.04576 |  |  |  |  |  |  |

# Supplementary material for: Genome-wide identification of alternate bearing-associated microRNAs (miRNAs) in olive (Olea europaea L.)
**Source:** BMC Plant Biol. 2013 Jan 15;13:10. doi: 10.1186/1471-2229-13-10
**Supplement:** Additional file 6 — The most abundant gene ontology terms from the molecular process ontology. A total of 108 ontology terms were found with significant abundance (p <0.05).

**Additional file 5: The most abundant gene ontology terms from molecular process ontology. 108 ontology terms were found with significant abundance (p<0.05)**

# Supplementary material for: Genome-wide identification of alternate bearing-associated microRNAs (miRNAs) in olive (Olea europaea L.)
**Source:** BMC Plant Biol. 2013 Jan 15;13:10. doi: 10.1186/1471-2229-13-10
**Supplement:** Additional file 7 — Pathway annotation of the miRNA targets. The miRNA targets were included in 130 KEGG pathways.

**Additional file 6: Pathway annotation of miRNA targets.** miRNA targets were included in130 KEGG pathways.

# Supplementary material for: Genome-wide identification of alternate bearing-associated microRNAs (miRNAs) in olive (Olea europaea L.)
**Source:** BMC Plant Biol. 2013 Jan 15;13:10. doi: 10.1186/1471-2229-13-10
**Supplement:** Additional file 8 — Primer sequences of selected miRNA and target genes for qRT–PCR validation experiments.

**Additional file 7. Primer sequences of selected miRNA and target genes for qRT–PCR validation experiments.**

| Oeu-miRNAs primers | RT Primers  (5'->3') | Forward Primers(F)  (5'->3') | Universal Reverse Primer(R)  (5'->3') |
| --- | --- | --- | --- |
| Oeu-miR159 | 5’-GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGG-3’ | 5’-GCGGCGGTATTGGAGTGAAGGGA-3’ | 5'-GTGCAGGGTCCGAGGT-3' |
| Oeu-miR164 | 5’-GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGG-3’ | 5’-TCGCTTGGAGAAGCAGGGCA-3’ |
| Oeu-miR166 | 5’-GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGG-3’ | 5'-GCGGCGGTCGGACCAGGCTTCAT-3’ |
| Oeu-miR168 | 5'-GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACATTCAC-3' | 5'-TTCCTTGATCCCGCCTTGCACCAA-3' |
| Oeu-miR171 | 5’-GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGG-3’ | 5’-TTCCTTATTGAGCCGTGCC-3’ |
| Oeu-miR395 | 5'-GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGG-3' | 5'-CGGCGGCTGAAGTGTTTGGGGG-3' |
| Oeu-miR396 | 5’-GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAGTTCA-3’ | 5’-TCGCGTTCCACAGCTTTCT-3’ |
| Oeu-miR156 | 5’-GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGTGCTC-3’ | 5’-TCGCGTGACAGAAGAGAGA-3’ |
| Oeu-miR172 | 5’-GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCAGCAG-3’ | 5’-CGGCGGAGGATCTTGATGATG-3’ |

| Oeu-Tar-miRNAs primers | Forward Primers(F)  (5'->3') | Reverse Primers(R)  (5'->3') |
| --- | --- | --- |
| Oeu-Tar-miR159 | 5’-AGGTAACGGCAGGGTGGAA-3’ | 5’-CAATAGCATGACCCCAACGAG-3’ |
| Oeu-Tar-miR164 | 5’-TCAGCCACGCTCACAGGCCT-3’ | 5’-GTCGGTCAGGAGGCTCTCCG-3’ |
| Oeu-Tar-miR166 | 5’-GCTCAATGAAGGCCTTGCCCG-3’ | 5’-GCACGCGAAGCCCTGTTGCA-3’ |
| Oeu-Tar-miR168-2 | 5’-CGCCCGATAGATCGAGAAA -3’ | 5’-AGCCTCAACAGAAGCCAGAG-3’ |
| Oeu-Tar-miR171 | 5’-GCCGTCAACGCCAACCTCGA-3’ | 5’-AGCCTCTCACTGGCGTCCGT-3’ |
| Oeu-Tar-miR395 | 5’-TGTTGGTCGCGATCCTGCCG-3’ | 5’-CGCCAACCCACGCATCTTGGT-3’ |
| Oeu-Tar-miR396 | 5'-CTGCAGTGGATCATGGTGT-3 | 5’-GCCCTTCTCTCCCCATTTAG-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

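Small RNA libraries from 6 samples of olive were examined, namely unripe fruits (UF), ripe fruits (RF), and leaves of on-year and off-year trees, taken in July (JON and JOFF) or in November (NON and NOFF). Each library was made from a single pool of RNA, so that there was 1 library per condition and no replicates. For each library, the authors deposited raw counts of clean reads per unique tag, with the length and the sequence of the tag. According to the paper, the authors sequenced the gel fraction of small RNAs on an Illumina instrument and removed adapters, low-quality tags and tags that were too small before counting. The deposited counts were neither normalized nor aligned to a genome nor filtered by annotation. The clean reads of a library numbered between 13817321 (RF) and 16950209 (JON).

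The mature sequences of the conserved miRNAs were taken from Additional file 1, where 135 names stand for 62 distinct sequences of 22 families. A tag was counted for a family when it overlapped a mature sequence by at least 18 bases without gaps, with each end shifted by at most 3 bases and at most 2 mismatches. Tags went to their closest family. Counts were divided by the clean reads of the library and multiplied to reads per 1000000 clean reads (RPM), as in the paper. For log2 ratios, 0.5 reads were added to each count, and 95% intervals were derived from the counts. The sequences of Table 4 and the miRNA* of Additional file 2 were counted by identical tags, with 1 read taken as detection.

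Libraries were compared in the 5 pairs of the paper (UF and RF, JON and NON, JOFF and NOFF, JOFF and JON, NOFF and NON). Fisher's exact test compared the reads of a family with all other clean reads, with adjustment by the Benjamini-Hochberg method over 110 tests of families or 310 tests of mature sequences, and a threshold of 0.05. Such a test covers counting noise only, because a spread between trees cannot be estimated from 1 pooled library per condition. Leaf and fruit libraries were compared by an exact permutation of the 6 libraries (15 splits, smallest p 0.067), although the libraries of a tissue differ in month and bearing year and are not replicates. The difference between the off-year over on-year ratio of July and that of November was tested on the log2 scale with the variance of the counts, adjusted over the 22 families. As there were no replicates, neither leaving out a replicate nor a test for outlying samples was applicable.

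Depth limits what can be seen. A count of 3 reads, set as a floor, corresponded to between 0.177 RPM in JON and 0.217 in RF. For Table 4 and the miRNA*, 1 read was taken as detection. Families with fewer than 10 reads have wide intervals, and for the most abundant families almost any difference is beyond counting noise.

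The methods were tested on simulated data. Simulated tags numbered 3514. Of those inside the matching rule, 99.96% were assigned to their family, and of those outside it 14.22%. Of 1000000 random tags, 2 were assigned to any family. Among 5000 simulated tags, of which 200 were changed, the test found 60.5% of the changed tags, all of those with a mean of at least 50 reads, and 7 unchanged tags. The 95% intervals held the true log2 ratio in 95.4% of the simulations, and the true difference between July and November in 94.3%. When a coefficient of variation of 0.4 between samples was simulated, 49.3% of unchanged tags had a p below 0.05 by Fisher's exact test, against 4.4% by edgeR's exact test with that variation given.

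Alternatives were set before the processed files arrived. For families, they were identical sequences only, no mismatches with shifted ends, an overlap of at least 16 bases, tied families left out, and subtraction of the reads that match reversed mature sequences. For scaling, they were the reads of the 22 families, edgeR's TMM factors and DESeq2's size factors, computed over 26109 tags with at least 10 reads in every library. The TMM factors ranged from 0.75 in RF to 1.18 in NON, and the DESeq2 size factors from 0.68 in RF to 1.25 in JON. Further alternatives were 1 read instead of 0.5 added to counts, edgeR's exact test with an assumed coefficient of variation of 0.4 or 0.1, tags with at least 2 reads, libraries subsampled to the smallest, shares of reads instead of unique tags and the reverse, fewer than 10 reads as few, at least 5 reads for detection, ends shifted by up to 2 bases for Table 4, and log2 instead of linear ratios. A last alternative, which leaves out the tags TTGACAGAAGAGAGAGAGCAC and TCGGACCAGGCTTCATTCCTC, was added after the data were seen.

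The text names the 22 families and the mature sequences of Additional file 1, the sequences of Table 4, every miRNA that the paper names, and otherwise the 5 tags with the most reads in each library. For differences between libraries, it names the families of the paper's sentence and those with the largest and the smallest log2 ratio of the same pair. This rule was written before the files arrived. The analyses were run with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and with R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0. Mapping to the poplar genome, annotation of small RNA classes, hairpin prediction, target prediction, GO and KEGG analyses and qRT-PCR were not analysed here, since they need a genome, transcripts or measurements that are not in the files analysed here.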

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

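The effect of the bearing year differed between July and November for 14 of the 22 families, by a test of the difference itself on the counts (adjusted over the 22 families). Given is the log2 ratio of JOFF over JON minus that of NOFF over NON. For 8 families, the signs of the July and November ratios were opposite, namely miR156 (-1.9667), miR164 (-0.77641), miR166 (-0.9601), miR167 (-0.48004), miR168 (-0.31782), miR390 (-0.84313), miR395 (-3.8991) and miR396 (1.5943). Among the reads of miR164, a tag 2 mismatches from the listed sequence held 39.5% in JOFF and 73.4% in NOFF. UGGAGAAGCAGGGCACGUGCA itself, as listed for miR164, was higher in off-year leaves in both months (log2 ratios of 0.73 in July and 0.33 in November). For 6 families, the signs were the same and the size differed, namely miR159 (1.65), miR169 (0.95191), miR172 (-0.14914), miR397 (-0.67275), miR408 (-3.1051) and miR530 (-1.4021). The largest adjusted p among them was 0.0074, for miR169. Each of the 4 leaf conditions had 1 library, so that the direction was seen in a single pair per month.

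Technical explanations of these differences were tested. After thinning of all libraries to the smallest, 15 families passed. The ratios per clean read already allowed for library size, so that thinning was no independent test of it. With TMM factors from edgeR, which limit the weight of a few abundant tags, 17 passed. Such factors shift the difference of every family by the same amount. The number passing therefore cannot show whether a few tags play a part. With an assumed variation of 0.4 between trees added to the counting noise, 0 families passed (smallest adjusted p 0.085, for miR395), so that variation between trees that 1 pooled library per condition cannot show remains a candidate explanation. Since bearing year, month and tree pool were each sampled in 1 library, a biological effect of the bearing year that changes with the month cannot be told apart from it. Scaling by the reads of the 22 families reversed several of these differences, miR167 for example to 0.69.

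Among the tags that Additional file 1 does not list, 2 stood out in the fruit libraries. TTGACAGAAGAGAGAGAGCAC, which matches miR156, reached 46022 RPM in RF and at most 22.06 in the leaf libraries. TCGGACCAGGCTTCATTCCTC, which matches miR166, reached 37589.8 in UF and at most 5777.57 in leaves. They were flagged as signals outside the sequences the paper discusses, above the floor of 3 reads, since there were no control samples. As sequencing errors, they would follow the most abundant tag of their family, yet their reads per read of that tag differed 92151.7 times and 60.8156 times between the highest and the lowest library. Library size did not account for them either, and the RPM already allow for it. After thinning to the smallest library, the smallest fruit count was still 248.296 times and 4.7137 times the largest leaf count. A difference between fruit and leaf tissue remains as a hypothesis, but reads shared between related loci, RNA of another organism and a difference in library preparation could not be tested without a genome and replicates, and the tags cannot be told apart from these.

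Other abundant tags outside the 22 families and Table 4 were flagged in the same way, by their highest RPM. They were GGTAGTTCGATCGTGGAATTT (8370.04 in JON), TGAAGGTCCGAGGTCGAGGTT (6012.57 in NOFF), TGGATAGCAGAAGGATTCAGA (3892.51 in NON), TCGGCGTCGTCATTGCACCAC (6340.59 in RF), AGGCGAGACGATACGAAACAA (1849.35 in NON), TCTTGTAAGTAGAGTAATCGA (3862.94 in NON), CAGGGATGGATATGGAGCAGG (1639.12 in UF), GGACTCGGCAAGACAACTTAG (1749.3 in JON), GGTAGTTCGATCGTGGAATTTA (2369.03 in JOFF), GCCGGCCGGGGGACGGACTGGG (1946.35 in NON), GGCGGATGTAGCCAAGTGGA (2699.62 in JOFF), TGGAATGGAGTTCTGCGGAAGG (1455.77 in UF) and CCCGGACATGGCCTGCACACGGTG (1529.1 in RF). Fragments of longer RNA with many start points are a candidate explanation. The median share of overlapping reads that begin at the same base was 96.7012% for these 13 tags, against 98.51% for the most abundant tags of 9 families. The lowest family tag had 95.55%. Below it lay TGAAGGTCCGAGGTCGAGGTT (93.99%), TGGATAGCAGAAGGATTCAGA (92.97%), TGGAATGGAGTTCTGCGGAAGG (90.81%), GGCGGATGTAGCCAAGTGGA (84.89%) and CCCGGACATGGCCTGCACACGGTG (72.34%), and the other tags lay above it. For the tags as a set, the test therefore did not separate the explanations. Their identity was not analysed here, as it needs a genome, and no biological explanation was tested.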

How the results depend on the processing

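Apart from the alternative that leaves out the tags TTGACAGAAGAGAGAGAGCAC and TCGGACCAGGCTTCATTCCTC, all alternatives were chosen before the processed files arrived. Of 154 results, 21 were the same under every alternative. For the results that answer a comparison, 94 values under alternatives moved and 7 reversed, and the others were the same as the main value by the rule used. For single families, tags and sequences, 431 were the same, 50 became weaker, 5 stronger, 49 moved and 39 reversed. All 33 named log2 ratios of families between libraries were the same with TMM factors, DESeq2 size factors, 1 read added to counts, tied families left out and the matches of reversed sequences subtracted.

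Counting identical sequences only removes tags with shifted ends or mismatches, which hold most reads of several families. In JON, it kept 477 of 551200 reads of miR156, but 37484 of 55262 of miR167. As miR167 held the most identical reads in every leaf library, the leaf totals under this alternative follow miR167. The log2 ratios between libraries that reversed were 0.34 for miR160 in UF/RF (main -0.43), 1.53 for miR168 in JON/NON (main -0.75), 0.69 for miR168 in JOFF/NOFF (main -1.07), 0.73 for miR164 in JOFF/JON (main -0.13), 0.78 for miR166 in JOFF/JON (main -0.70), -0.18 for miR396 in JOFF/JON (main 0.58), 0.35 for all 22 families in UF/RF (main -0.35) and 0.37 for all 22 families in JOFF/NOFF (main -0.74). The reversals of miR160 and miR168 rest on few identical reads. They were 3 in UF and 2 in RF for miR160. For miR168, they were 27 in JON, 8 in NON, 20 in JOFF and 12 in NOFF. The reversal of miR166 rests on 1276 of 425375 reads in JOFF and 791 of 736770 in JON, most of them of miR166q. For miR319, this alternative gave no ratio for UF/RF and NOFF/NON, since neither library of the pair had identical reads. Between leaf and fruit libraries, the reversed ratios were 1.79 for miR156 (main -0.0018), 1.82 for miR166 (main -0.16) and 4.80 for all 22 families (main -0.052). For July minus November, they were 0.40 for miR164 (main -0.78), 0.18 for miR166 (main -0.96) and 0.55 for miR172 (main -0.15), and the number of families past the threshold was 9 (main 14). The numbers of families past the threshold were 1 higher in RF for UF/RF (main 6), 2 higher in NON for JON/NON (main 4), 2 higher in NOFF for JOFF/NOFF (main 6) and 4 higher in JON for JOFF/JON (main 8), and the number lower in every leaf library was 2 (main 1). Unique tags of the 22 families were 43 in UF (main 1733), 29 in RF (main 1779), 46 in JON (main 3007), 37 in NON (main 2583), 55 in JOFF (main 2995) and 44 in NOFF (main 2874).

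Allowing shifted ends but no mismatches leaves out TTGACAGAAGAGAGAGAGCAC, which holds most miR156 reads of RF. The log2 ratios that reversed were 0.89 for miR156 in UF/RF (main -1.99), 0.74 for miR164 in JOFF/JON (main -0.13) and 0.55 for all 22 families in UF/RF (main -0.35). Leaf over fruit ratios became 2.44 for miR156 (main -0.0018) and 0.43 for all 22 families (main -0.052), and July minus November became 0.43 for miR164 (main -0.78). Unique tags of the 22 families were 332 in UF (main 1733), 321 in RF (main 1779), 587 in JON (main 3007), 574 in NON (main 2583), 620 in JOFF (main 2995) and 575 in NOFF (main 2874). Without TTGACAGAAGAGAGAGAGCAC and TCGGACCAGGCTTCATTCCTC, chosen after seeing the data, the ratios were 0.42 for miR156 in UF/RF (main -1.99) and 0.48 for all 22 families in UF/RF (main -0.35), and between leaf and fruit libraries 2.23 for miR156 (main -0.0018), 1.98 for miR166 (main -0.16) and 1.46 for all 22 families (main -0.052).

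Scaling by the reads of the 22 families makes a ratio depend on miR156 and miR166, which hold most of those reads. Ratios between libraries reversed to 0.24 for miR156 in JOFF/JON (main -0.18), 0.29 for miR164 in JOFF/JON (main -0.13), 0.32 for miR168 in JOFF/JON (main -0.095), -0.29 for miR159 in NOFF/NON (main 0.47), -0.11 for miR164 in NOFF/NON (main 0.65), -0.50 for miR166 in NOFF/NON (main 0.26) and -0.53 for miR168 in NOFF/NON (main 0.22), the leaf over fruit ratio to 0.088 for miR156 (main -0.0018), and July minus November to 0.39 for miR164 (main -0.78), 0.21 for miR166 (main -0.96), 0.69 for miR167 (main -0.48), 0.85 for miR168 (main -0.32), 1.02 for miR172 (main -0.15), 0.32 for miR390 (main -0.84) and 0.49 for miR397 (main -0.67). The numbers of families past the threshold were 8 higher in NON for JON/NON (main 4), 17 higher in JOFF for JOFF/NOFF (main 10), 2 higher in NOFF for JOFF/NOFF (main 6), 3 higher in JON for JOFF/JON (main 8), 6 higher in NOFF for NOFF/NON (main 16) and 10 higher in NON for NOFF/NON (main 2). With TMM factors, 3 families (main 1) were lower in every leaf library than in both fruit libraries, and with DESeq2 size factors 3 families (main 1), because both methods raise the scaled counts of the fruit libraries.

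An assumed variation between trees widens every test without changing the ratios. At 0.4, the numbers of families past the threshold were 0 higher in UF for UF/RF (main 6), 0 higher in RF for UF/RF (main 6), 2 higher in JON for JON/NON (main 12), 0 higher in NON for JON/NON (main 4), 0 higher in JOFF for JOFF/NOFF (main 10), 0 higher in NOFF for JOFF/NOFF (main 6), 0 higher in JOFF for JOFF/JON (main 10), 0 higher in JON for JOFF/JON (main 8), 2 higher in NOFF for NOFF/NON (main 16) and 0 higher in NON for NOFF/NON (main 2). At 0.1, they were 5 higher in JOFF for JOFF/NOFF (main 10), 6 higher in JOFF for JOFF/JON (main 10) and 3 higher in JON for JOFF/JON (main 8). Of the 33 named log2 ratios, 27 no longer passed the threshold at 0.4 and 6 at 0.1. How far the lack of replicates limits the comparisons between libraries therefore depends on the variation between trees, which was not measured.

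Leaving out tags with 1 read removes most unique tags. Unique tags were then 1710127 in UF (main 7933475), 1266031 in RF (main 7423620), 1467918 in JON (main 6003166), 1435692 in NON (main 5479750), 1503178 in JOFF (main 6001443) and 1358370 in NOFF (main 5535758). For the 22 families, they were 901 in UF (main 1733), 905 in RF (main 1779), 1498 in JON (main 3007), 1288 in NON (main 2583), 1452 in JOFF (main 2995) and 1411 in NOFF (main 2874). The percentages of reads of 24 bases were 51.31 in UF (main 52.43), 44.96 in RF (main 47.11), 56.20 in JON (main 56.83), 57.35 in NON (main 57.49), 62.81 in JOFF (main 62.46) and 51.48 in NOFF (main 52.93), and those of shared unique tags 20.93 for UF/RF (main 11.70), 29.12 for JON/NON (main 16.08), 29.46 for JOFF/NOFF (main 16.07), 31.33 for JOFF/JON (main 16.68) and 29.52 for NOFF/NON (main 16.23). The difference in specific tags, in percentage points, reversed to 1.56 for JOFF/JON (main -0.017) and -3.58 for NOFF/NON (main 0.59). For UF/RF it kept its sign, with 48.56% of the tags specific to UF and 30.51% to RF.

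Subsampling to the smallest library removes the effect of library size. Shared unique tags were then 11.58 for UF/RF (main 11.70), 15.79 for JON/NON (main 16.08), 15.77 for JOFF/NOFF (main 16.07), 16.28 for JOFF/JON (main 16.68) and 16.00 for NOFF/NON (main 16.23) percent, and the difference in specific tags reversed to -0.66 for UF/RF (main 3.71), 2.77 for JOFF/JON (main -0.017) and -1.09 for NOFF/NON (main 0.59). As shares of reads, which weigh abundant tags more, the shared tags were 51.66 for UF/RF (main 11.70), 69.01 for JON/NON (main 16.08), 68.69 for JOFF/NOFF (main 16.07), 69.46 for JOFF/JON (main 16.68) and 69.40 for NOFF/NON (main 16.23) percent. As shares of unique tags, which weigh rare tags more, the percentages of 24 bases were 56.39 in UF (main 52.43), 52.14 in RF (main 47.11), 61.74 in JON (main 56.83), 60.96 in NON (main 57.49), 64.76 in JOFF (main 62.46) and 59.89 in NOFF (main 52.93).

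For Table 4, a minimum of 5 reads removes the many single reads. Sequences detected were then 13 in UF (main 31), 12 in RF (main 31), 15 in JON (main 28), 16 in NON (main 29), 12 in JOFF (main 31) and 15 in NOFF (main 28), with 8 only in fruit libraries (main 3) and 13 only in leaf libraries (main 4), 3 in all 6 libraries (main 15) and 11 in exactly 1 library (main 2). The mean reads were 28.64 (main 14.55). Shifted ends add reads of neighbouring tags, which gave 0 only in fruit libraries (main 3), 1 only in leaf libraries (main 4), 27 in all 6 libraries (main 15) and 0 in exactly 1 library (main 2), mean reads of 37.12 (main 14.55) and a UF/RF log2 ratio of 0.17 for mir_1 (main -0.023). At a median of 3 reads, whether a sequence of Table 4 is specific to a library is limited by the depth.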

Differences from the paper's values

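Values that differ from the paper's by more than 1.5 times are listed. The paper states about 200 unique reads for UF and RF, about 300 for JON and NON, 319 for NOFF and 337 for JOFF. Here, the unique tags of the 22 families were 1733 in UF, 1779 in RF, 3007 in JON, 2583 in NON, 2995 in JOFF and 2874 in NOFF. Neither tags with at least 2 reads (901 in UF), libraries subsampled to the smallest (1659), identical sequences only (43) nor no mismatches with shifted ends (332) closed the gap in any library.

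For Table 4 sequences only in fruit libraries, 3 were found against the paper's 10. Requiring at least 5 reads gave 8, which closes the gap, and shifted ends gave 0, which does not. For Table 4 sequences only in leaf libraries, 4 were found against the paper's 16. The same minimum gave 13, which closes the gap, and shifted ends gave 1, which does not.

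The linear ratio miR395 of UF over RF was 7.24 against the paper's 4-fold, and the log2 ratio of 2.71 closes the gap. For off-year over on-year leaves, the linear ratio miR160, low end, was 6.49 against the paper's 4, and the linear ratio miR160, high end, was 18.71 against the paper's 6. As log2 ratios, 2.67 and 4.10 close both gaps. The linear ratio miR319 was 4.86 in July and 3.62 in November against the paper's 1.80, with log2 ratios of 2.20 and 1.73, which close the gaps.

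Table 3 gives counts of single members, and the highest of a family was set beside the reads of the whole family. The paper's Methods call the counts of Table 3 normalized, while the reads set beside them here were raw. These measures are not the same. An overlap of at least 16 bases, tied families left out and the subtraction of reversed sequences closed none of the gaps that follow. miR156 had 199281 reads in UF against the paper's 90292, 717470 reads in RF against the paper's 39076, 551200 reads in JON against the paper's 339746 and 232794 reads in NON against the paper's 124269. The gap stayed with identical sequences only. The gap closed in UF (116368) and RF (57023) with no mismatches and shifted ends, but not in JON and NON. miR160 had 5 reads in RF against the paper's 2. Counting identical sequences only closed the gap in RF (2). The gap stayed with no mismatches and shifted ends. miR164 had 304 reads in UF against the paper's 64, 106 reads in RF against the paper's 28, 11768 reads in JON against the paper's 3166, 8504 reads in NON against the paper's 1602, 10133 reads in JOFF against the paper's 4955 and 13835 reads in NOFF against the paper's 2066. In UF (64), RF (28), JON (3116), NON (1565), JOFF (4863) and NOFF (2039), identical sequences only closed the gap. With no mismatches and shifted ends, the gap closed in UF (65), RF (30), JON (3169), NON (1612), JOFF (4971) and NOFF (2075). miR166 had 729340 reads in UF against the paper's 130974 and 458543 reads in RF against the paper's 55056. None of the alternatives set before the files arrived closed this gap. miR167 had 167 reads in UF against the paper's 57, 217 reads in RF against the paper's 40 and 41447 reads in JOFF against the paper's 26140. Counting identical sequences only closed the gap in UF (67), RF (48) and JOFF (23615). In JOFF (29063), no mismatches and shifted ends closed the gap, but not in UF and RF.

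miR169 had 8 reads in UF against the paper's 4, 34 reads in RF against the paper's 7, 115 reads in JOFF against the paper's 59 and 72 reads in NOFF against the paper's 41. In UF (4), RF (6), JOFF (80) and NOFF (40), identical sequences only closed the gap. With no mismatches and shifted ends, the gap closed in UF (5), RF (9) and NOFF (61), but not in JOFF. miR171 had 90 reads in UF against the paper's 33, 63 reads in RF against the paper's 17, 20 reads in JON against the paper's 9 and 21 reads in NON against the paper's 13. With identical sequences only, the gap closed in UF (33), RF (17), JON (9) and NON (11). The gap closed in UF (33), RF (17), JON (10) and NON (16) with no mismatches and shifted ends. miR172 had 3477 reads in UF against the paper's 359, 1857 reads in RF against the paper's 202, 39810 reads in JON against the paper's 3373, 44847 reads in NON against the paper's 5070, 21219 reads in JOFF against the paper's 2545 and 29238 reads in NOFF against the paper's 3060. None of the alternatives set before the files arrived closed this gap. miR319 had 7 reads in JON against the paper's 2, 4 reads in NON against the paper's 1, 32 reads in JOFF against the paper's 8 and 15 reads in NOFF against the paper's 3. None of the alternatives set before the files arrived closed this gap. miR395 had 32 reads in UF against the paper's 16, 4 reads in RF against the paper's 1, 5 reads in NON against the paper's 2 and 35 reads in NOFF against the paper's 13. The gap stayed with identical sequences only. The gap closed in UF (17), RF (1), NON (2) and NOFF (14) with no mismatches and shifted ends.

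miR396 had 1621 reads in JON against the paper's 1051, 2269 reads in NON against the paper's 1367 and 2281 reads in JOFF against the paper's 832. Counting identical sequences only closed the gap in JON (1072), NON (1371) and JOFF (891). In JON (1551), no mismatches and shifted ends closed the gap, but not in NON and JOFF. miR398 had 17 reads in JOFF against the paper's 10 and 18 reads in NOFF against the paper's 9. In JOFF (10) and NOFF (9), identical sequences only closed the gap. With no mismatches and shifted ends, the gap closed in JOFF (13) and NOFF (11). miR399 had 24 reads in UF against the paper's 9, 23 reads in RF against the paper's 10, 59 reads in JON against the paper's 23, 10 reads in NON against the paper's 2, 85 reads in JOFF against the paper's 39 and 15 reads in NOFF against the paper's 7. With identical sequences only, the gap closed in UF (8) and RF (10), but not in JON, NON, JOFF and NOFF. The gap closed in UF (10), RF (12), JON (30), NON (2), JOFF (54) and NOFF (7) with no mismatches and shifted ends. miR530 had 76 reads in JON against the paper's 1 and 151 reads in NOFF against the paper's 1. Counting identical sequences only closed the gap in JON (1) and NOFF (1). The gap stayed with no mismatches and shifted ends.

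Without TTGACAGAAGAGAGAGAGCAC and TCGGACCAGGCTTCATTCCTC, an alternative chosen after seeing the values, miR156 had 120632 reads in UF and miR166 had 155719, which closes these gaps. With 81569 reads of miR156 and 82720 of miR166, the gaps in RF remained.

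For Table 4, tags identical to each sequence were counted. mir_2 had 23 in UF against the paper's 117 (96 with shifted ends, which closes the gap), 8 in RF against the paper's 33 (104 with shifted ends, which leaves a gap), 8 in JON against the paper's 45 (60 with shifted ends, which closes the gap), 10 in NON against the paper's 50 (51 with shifted ends, which closes the gap), 11 in JOFF against the paper's 58 (63 with shifted ends, which closes the gap) and 14 in NOFF against the paper's 71 (51 with shifted ends, which closes the gap). mir_3 had 5 in UF against the paper's 13 (15 with shifted ends, which closes the gap). mir_4 had 5 in UF against the paper's 10 (20 with shifted ends, which leaves a gap). mir_5 had 8 in UF against the paper's 14 (21 with shifted ends, which closes the gap). mir_7 had 22 in UF against the paper's 59 (48 with shifted ends, which closes the gap) and 2 in RF against the paper's 6 (7 with shifted ends, which closes the gap). mir_8 had 3 in UF against the paper's 10 (18 with shifted ends, which leaves a gap) and 4 in NOFF against the paper's 7 (15 with shifted ends, which leaves a gap). mir_10 had 9 in UF against the paper's 16 (80 with shifted ends, which leaves a gap). mir_12 had 3 in UF against the paper's 7 (18 with shifted ends, which leaves a gap). mir_14 had 5 in UF against the paper's 22 (26 with shifted ends, which closes the gap).

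mir_15 had 6 in UF against the paper's 13 (15 with shifted ends, which closes the gap) and 5 in JON against the paper's 12 (14 with shifted ends, which closes the gap). mir_16 had 26 in RF against the paper's 132 (75 with shifted ends, which leaves a gap). mir_17 had 5 in RF against the paper's 12 (6 with shifted ends, which leaves a gap) and 36 in NON against the paper's 86 (63 with shifted ends, which closes the gap). mir_18 had 8 in RF against the paper's 28 (23 with shifted ends, which closes the gap). mir_19 had 6 in RF against the paper's 28 (24 with shifted ends, which closes the gap), 5 in JON against the paper's 18 (9 with shifted ends, which leaves a gap), 6 in NON against the paper's 14 (14 with shifted ends, which closes the gap), 5 in JOFF against the paper's 16 (12 with shifted ends, which closes the gap) and 7 in NOFF against the paper's 25 (14 with shifted ends, which leaves a gap). mir_20 had 5 in RF against the paper's 12 (7 with shifted ends, which leaves a gap). mir_21 had 4 in RF against the paper's 7 (39 with shifted ends, which leaves a gap). mir_22 had 3 in RF against the paper's 12 (31 with shifted ends, which leaves a gap) and 4 in NOFF against the paper's 11 (32 with shifted ends, which leaves a gap). mir_23 had 5 in NON against the paper's 10 (15 with shifted ends, which closes the gap).

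mir_24 had 3 in NON against the paper's 12 (56 with shifted ends, which leaves a gap). mir_26 had 3 in NON against the paper's 5 (10 with shifted ends, which leaves a gap). mir_34 had 7 in JON against the paper's 20 (22 with shifted ends, which closes the gap). mir_35 had 7 in NOFF against the paper's 13 (13 with shifted ends, which closes the gap). mir_36 had 4 in JOFF against the paper's 10 (79 with shifted ends, which leaves a gap). mir_37 had 3 in JOFF against the paper's 6 (7 with shifted ends, which closes the gap). mir_38 had 5 in JOFF against the paper's 13 (14 with shifted ends, which closes the gap).

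Some rankings and directions also disagreed. The paper gives July leaves fewer specific tags than November leaves of the same bearing year, while here 44.6% of the tags of the pair were specific to JON and 39.3% to NON, and 44.3% to JOFF and 39.6% to NOFF. After subsampling to the smallest library, the shares were 42.2% and 42.0%, and 44.2% and 40.1%. In the paper's text, the number of unique tags is lower for JON than for NON and for JOFF than for NOFF, while the files hold 6003166 for JON, 5479750 for NON, 6001443 for JOFF and 5535758 for NOFF. Off-year leaves hold the most miRNA tags in the paper, and JON, with 3007 unique tags, does here. For JOFF, this disagreement depends on library size and matching, as it had the most after subsampling to the smallest library (2768 against 2718 in JON), with no mismatches (620 against 587) and with identical sequences only (55 against 46), but not among tags with at least 2 reads (1452 against 1498). For NOFF it does not, as NOFF stayed below JON under every alternative (2677 after subsampling, 575 with no mismatches, 44 with identical sequences only and 1411 with at least 2 reads). Tags of up to 44 bases were present, longer than the paper gives. Additional file 1 holds 1 more conserved miRNA according to the paper, and 135 names were read from it.

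For totals, the paper puts UF above RF, while the 22 families had 76457 RPM in UF and 97343 in RF. The paper places leaf libraries above fruit libraries for the total, miR156 and miR166, where the log2 ratios of leaf over fruit were -0.05, -0.0018 and -0.16. Leaving out TTGACAGAAGAGAGAGAGCAC and TCGGACCAGGCTTCATTCCTC, a choice made after seeing the data, gave the direction of the paper for all of these. Allowing no mismatches did so for the totals and miR156. Counting identical sequences only did so for all of these, but it cannot decide them. In JON, it kept 477 of 551200 reads of miR156 and 791 of 736770 of miR166. The largest part of its leaf totals was miR167. In the paper, miR156 is called similar in NOFF and NON in some passages and lower in NON in others, and the log2 ratio was 1.79. It is called lower in JON than in NON in some passages and higher in others, and the log2 ratio of JON over NON was 1.08. By reads and qRT-PCR, the paper has miR396 higher in JON than in JOFF, and the family log2 ratio of JOFF over JON was 0.58. It has miR164 higher in JOFF than in JON and NOFF, where the family log2 ratios were -0.13 and -0.47. For UGGAGAAGCAGGGCACGUGCA, listed for miR164, they were 0.73 and 1.23, in the direction of the paper. The paper states that miR159, miR164 and miR166 were slightly higher in NON than in NOFF, and the NOFF/NON log2 ratios were 0.47, 0.65 and 0.26. With the reads of the 22 families as the scale, they were -0.29, -0.11 and -0.50, in the direction of the paper's sentence. For each of these families, however, the highest member count printed in Table 3 is higher in NOFF than in NON.

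As a last group, several members and sequences that the paper calls specific to a library had reads elsewhere or not in all of the libraries named. miR319 members called specific to off-year leaves were counted in JOFF only. mir_35, specific to NOFF in the paper, had 4 reads in UF and 7 in NOFF. mir_28, specific to November leaves in the paper, had 4 in JON. mir_30, specific to NON, had 12 in JON, and mir_36, specific to JOFF, had 7 in JON. mir_32 and mir_34, specific to JON, had 22 and 9 in NON. mir_3, specific to UF, had 3 in RF. Here 1 read counted as detection, while the smallest count printed in Table 4 is 5. With at least 5 reads, mir_35, mir_28 and mir_3 were left only in the libraries the paper names. For mir_30, mir_32, mir_34 and mir_36, the difference from the paper stayed. The difference of miR172d and miR172e between JON and NON, which the paper calls significant, had an adjusted p of 0.45 by Fisher's exact test (log2 ratio 1.02). miR171, higher in UF in the paper, had an adjusted p of 0.16 by the same exact test (log2 ratio 0.37).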

Other observations

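Further patterns were tested as hypotheses. Each prediction, here and for the flagged results, was written only after the result was seen. The total of the 22 families was higher in RF than in UF. Without TTGACAGAAGAGAGAGAGCAC and TCGGACCAGGCTTCATTCCTC, the UF/RF log2 ratio of the total was 0.483. Without TTGACAGAAGAGAGAGAGCAC alone it was 0.474, and without TCGGACCAGGCTTCATTCCTC alone it was -0.852, so that TTGACAGAAGAGAGAGAGCAC may carry the difference and TCGGACCAGGCTTCATTCCTC did not account for it. No biological explanation was tested.

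The folds stated in the paper for miR395, miR160 and miR319 differed from the linear ratios by more than 1.5 times, and that of miR156 (2.5 against 3.46) by less. For 6 of the 6 folds, the stated value lay closer to the log2 ratio in absolute difference. Every stated value also lay below its linear ratio, so that this comparison is weak. That the stated folds are log2 ratios remains a candidate explanation. None of them equals the log2 ratio of the family counts used here. Log2 ratios of the paper's own member counts were not compared. With July and November values exchanged within each bearing year, the unique tags of the leaf libraries in the paper's text equal the files for 4 of the 4 libraries, so that the values may have been exchanged in the text.

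Table 4 has blank cells where the tag has reads. A minimum of 5 reads behind the blank cells would leave no blank cell with 5 or more reads, but 13 of the 145 blank cells had as many. That Table 3 counts follow the most abundant tag without mismatches of a family was tested for miR156, miR166, miR167 and miR168. The count of miR168 in UF, printed with a misplaced comma, was left out. Within 5 percent of that tag lay 8 of 23 counts, and within 20 percent lay 20, so that a close match within 5 percent did not hold for most counts, although most were near that tag. The exceptions were miR166 in UF (0.228 of the tag's reads) and RF (0.146), where TCGGACCAGGCTTCATTCCTC was that tag, and miR167 in RF (0.421). Against the tag with the most leaf reads, the count was 1.067, 1.116 and 1.212 times its reads in the same order. For the miRNA* without reads, tags that end up to 2 bases away from the listed miRNA* were found in the library of 12 of 130 rows, so that shifted ends did not account for most of them. Table 4 held 3 sequences within 2 mismatches of a listed mature sequence, mir_9, mir_29 and mir_31, which cannot be told apart from members or variants of known families. Their reads were also counted in those families. mir_9 held 50 of the 90 miR171 reads in UF and 39 of 63 in RF, and mir_31 held 582 of the 2281 miR396 reads in JOFF.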
